# Creb5 coordinates synovial joint formation with the genesis of articular cartilage

**DOI:** 10.1038/s41467-022-35010-0

**Published:** 2022-11-26

**Authors:** Cheng-Hai Zhang, Yao Gao, Han-Hwa Hung, Zhu Zhuo, Alan J. Grodzinsky, Andrew B. Lassar

**Keywords:** Cartilage development, Embryology, Pattern formation

## Abstract

While prior work has established that articular cartilage arises from Prg4-expressing perichondrial cells, it is not clear how this process is specifically restricted to the perichondrium of synovial joints. We document that the transcription factor Creb5 is necessary to initiate the expression of signaling molecules that both direct the formation of synovial joints and guide perichondrial tissue to form articular cartilage instead of bone. Creb5 promotes the generation of articular chondrocytes from perichondrial precursors in part by inducing expression of signaling molecules that block a Wnt5a autoregulatory loop in the perichondrium. Postnatal deletion of Creb5 in the articular cartilage leads to loss of both flat superficial zone articular chondrocytes coupled with a loss of both Prg4 and Wif1 expression in the articular cartilage; and a non-cell autonomous up-regulation of Ctgf. Our findings indicate that Creb5 promotes joint formation and the subsequent development of articular chondrocytes by driving the expression of signaling molecules that both specify the joint interzone and simultaneously inhibit a Wnt5a positive-feedback loop in the perichondrium.

## Abstract (web summary)

Zhang *et al*. show that the Creb5 transcription factor regulates the formation of synovial joints, directs the genesis of articular cartilage, and regulates the shape of the ends of long bones by blocking Wnt5a expression in the perichondrium.

## Introduction

Vertebrate bones develop via endochondral ossification in which chondrocytes are fashioned into a transient cartilage template, which undergoes a highly regulated maturation process in growth plates to give rise to trabecular bone^1,2^. Notably, the perichondrium that surrounds the transient cartilage templates gives rise to either articular chondrocytes in the joint regions^3–5^ or cortical bone in the shaft of the developing long bones^6,7^. It is not clear what transcriptional regulators control the formation of these distinct perichondrial cell fates. In striking contrast to chondrocytes in the cartilage core which undergo endochondral ossification, articular chondrocytes maintain an immature chondrogenic differentiation program; and give rise to permanent articular cartilage in synovial joints^8,9^. In addition to its relative permanence, articular cartilage can be distinguished from transient growth plate cartilage by expression of lubricin (a.k.a. Proteoglycan 4)^5^, which is encoded by the *Prg4* gene. Prg4 is initially expressed in the articular perichondrium, which encases the ends of the developing long bones, and is subsequently expressed in the superficial-most layer of mature articular cartilage, but not by deeper layers of this tissue^10–15^. Fate mapping studies have established that Prg4-expressing cells in embryonic and early postnatal joints constitute a progenitor pool for all regions of the articular cartilage in the adult^3–5^. In contrast, cortical bone progenitors arise from more centrally located perichondrium^6,7^; and chondrocytes that undergo endochondral ossification, in the growth plates, arise from the cartilage core^16,17^. We have recently identified Creb5 as a transcription factor that is specifically expressed in bovine superficial zone articular cartilage and is required to promote Prg4 expression in response to TGF-β and EGFR signaling^18^. In this work we demonstrate that Creb5 plays an instrumental role in the formation of synovial joints, and in addition both directs the genesis of the articular cartilage and regulates the morphogenesis of the underlying epiphyseal ossification center by blocking a Wnt5a positive-feedback loop in the perichondrium.

## Results

### *Creb5* drives gene expression in the joint interzone

In Po mice, expression of Creb5 RNA and protein is restricted to Prg4^+^ cells in the nascent joint; and is specifically expressed in the articular perichondrium but not expressed in the metaphyseal/diaphyseal perichondrium^18^. To further elucidate the role of Creb5 in formation of synovial joints, we assayed the expression of this gene during the early phases of synovial joint formation. RNAscope fluorescent in situ hybridization (FISH) in E13.5 mice embryos indicated that Creb5 is expressed in a broad domain of the developing forelimb autopod, and that its expression in the nascent shoulder and elbow joints overlaps with that of Gdf5 in the interzones of the developing joints (Fig. 1a). By E14.5, Gdf5 expression is similarly restricted to a subset of Creb5-expressing cells in the forelimb autopod (Fig. 1b). Consistent with these findings, Creb5 protein is specifically expressed in the developing shoulder, elbow, radiocarpal and ulnocarpal interzones at E14.5, and is subsequently expressed in both the carpal joints and metacarpophalangeal joints at E18.5 (Fig. 1c). While in the developing long bones Creb5 is only expressed in the articular perichondrium (Fig. 1c, yellow arrows) and not in the metaphyseal/diaphyseal perichondrium (Fig. 1c, white arrows); in the carpal and tarsal cartilage elements (i.e., the mesopodial skeleton) Creb5 is expressed in all the mesopodial perichondrium (Fig. 1c). Thus, the expression of Creb5 in both the articular and mesopodial perichondrium perfectly correlates with the fate of these regions of the perichondrium to give rise to articular cartilage^19^. In contrast the Creb5-negative metaphyseal/diaphyseal perichondrium develops into cortical bone^6,7^.

**Fig. 1:**
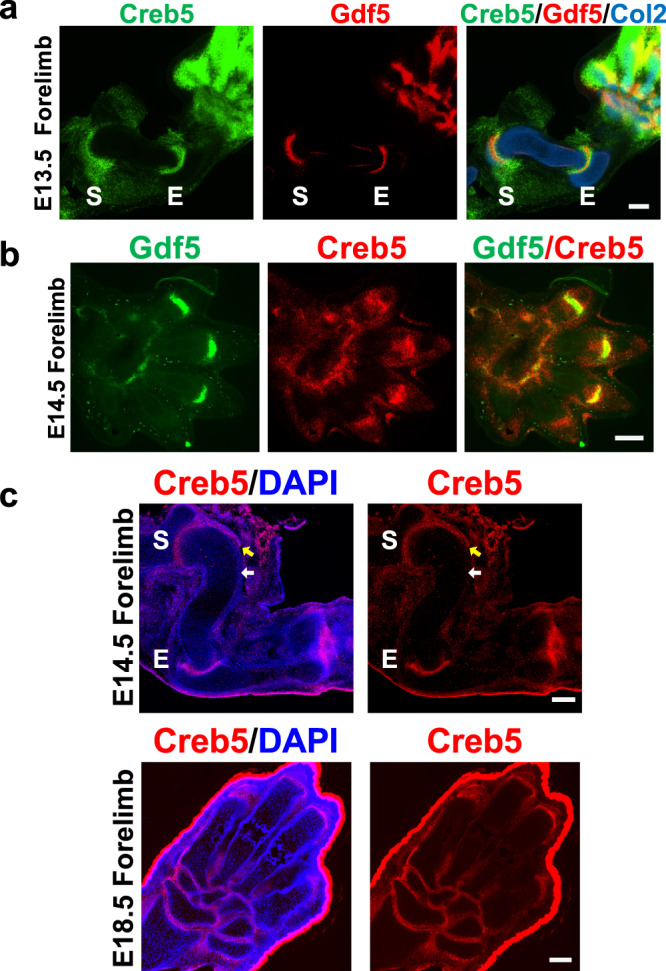
Creb5 and Gdf5 expression overlap in the developing synovial joint interzones. **a**, **b** Gene expression in E13.5 and E14.5 forelimbs from WT mice assayed by multiplexed RNAscope FISH. **c** Immunofluorescent staining of E14.5 and E18.5 forelimbs from WT mice for Creb5 and DAPI (to visualize nuclei). The articular perichondrium (yellow arrows) and metaphyseal/diaphyseal perichondrium (white arrows) are indicated. Shoulder (S) and Elbow (E) indicated. Similar results were obtained in at least two independent biological repeats. Scale bar equals 200 microns.

To determine the role of Creb5 in joint formation, we employed CRISPR/Cas9 to produce a mouse line containing an in frame deletion of exon 9 in one allele of *Creb5* (*Creb5*^*Δ9/+*^ mice; Supplementary Fig. 1a–d). This exon encodes both the basic region and 3 out of 5 leucines of the Creb5 bZIP domain, which encodes the DNA binding domain of Creb5^20^ and is critically required for both dimerization and DNA interaction of bZIP transcription factors^21^. While infection of deep zone bovine articular chondrocytes with lentivirus encoding either Creb5(WT)-HA or a mutant form of Creb5 lacking the amino acids encoded by exon 9 (i.e., Creb5(Δ9)-HA) drove expression of nearly equal levels of HA-tagged protein (Supplementary Fig. 1e), Chromatin-Immunoprecipitation (ChIP)-PCR revealed that only Creb5(WT)-HA (and not Creb5(Δ9)-HA) was able to bind to the enhancers that drive Prg4 expression (Supplementary Fig. 1f). Consistent with the inability of Creb5(Δ9)-HA to bind to the Prg4 enhancers, we found that while Creb5(WT)-HA was able to induce robust expression of Prg4 in deep zone bovine articular chondrocytes treated with TGF-β2 and TGFα, Creb5(Δ9)-HA was unable to induce Prg4 expression in these cells (Supplementary Fig. 1g). Taken together, these results indicate that the *Creb5*^*Δ9*^ allele encodes a mutant protein (i.e., Creb5(Δ9)) which is both unable to bind to enhancers or induce expression of transcriptional targets via direct protein: DNA interaction.

*Creb5*^*Δ9/+*^ mice were viable, fertile, and displayed no readily apparent skeletal defects. In contrast, like *Creb5*^*−/−*^ mice^22^, *Creb5*^*Δ9/Δ9*^ mice died immediately after birth and exhibited a slight shortening of their long bones (Supplementary Fig. 2). Gdf5, Wnt4, Wnt9a, and Wnt16 have all been found to play important roles in the early steps of joint formation^23–27^. Notably, while both Gdf5 and Wnt4 were robustly expressed in the interzones of the forming metacarpophalangeal joints in control E13.5 embryos (Fig. 2a, arrows), expression of these interzone markers was either reduced (Gdf5) or undetectable (Wnt4) in comparible regions of E13.5 *Creb5*^*Δ9/Δ9*^ forelimb autopods (Fig. 2a). A Gdf5-expressing interzone was similarly absent from the developing tibiofemoral joint (in the knee), which failed to separate into distinct cartilage elements in E14.5 *Creb5*^*Δ9/Δ9*^ embryos (Fig. 2b). We also noted that expression of both Gdf5 and Wif1, a negative regulator of Wnt-signaling^28^ that is expressed in the developing joint interzones and articular cartilage^29^, were each profoundly depressed in the anlage of either the radiohumeral joint (in the elbow) or the glenohumeral joint (in the shoulder) that had also failed to separate in E14.5 *Creb5*^*Δ9/Δ9*^ embryos (Fig. 2c). Notably, the absence of an interzone between cartilage elements correlated with a loss of expression of Wnt4, Wnt9a, and Wnt11 specifically between the fused joints of *Creb5*^*Δ9/Δ9*^ embryos (Fig. 2a, e, f); and is consistent with prior work indicating the necessity for canonical Wnt signaling in the generation of synovial joints^23–25,30^. Interestingly, while Wnt4 expression was lost from joint interzones between the fused cartilage elements, Wnt4 was still expressed in perichondrium located “adjacent” to the developing tibiofemoral joint in both *WT* and *Creb5*^*Δ9/Δ9*^ embryos (Fig. 2d). In contrast to the radiohumeral, glenohumeral, and tibiofemoral joints that failed to express interzone markers in the absence of Creb5 function, the expression of interzone markers and joint separation were both observed in the ulnohumeral joint in *Creb5*^*Δ9/Δ9*^ embryos (Fig. 2a, arrowheads). Taken together, these results indicate that Creb5 is critical to maintain appropriate expression of Gdf5, several Wnt family members and Wif1 in the developing interzones of most (but not all) synovial joints.

**Fig. 2:**
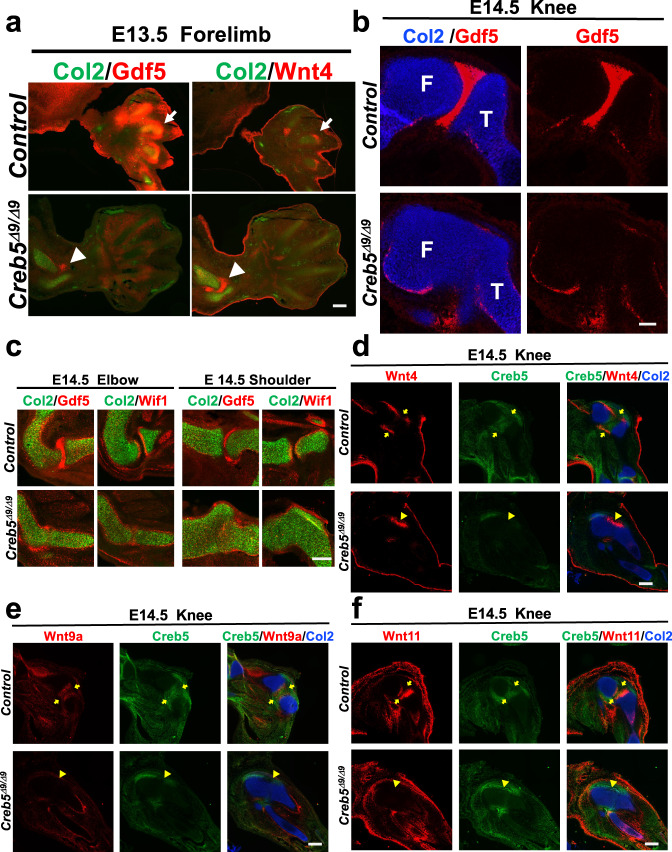
Creb5 is necessary for synovial joint interzone formation. **a** Gene expression assayed by FISH in serial sections of the forelimb of an E13.5 *Creb5*^*Δ9/Δ9*^ embryo or a control littermate (which is either *Creb5*^*Δ9/+*^ or *Creb5*^*+/+*^). Arrows indicate the interzone of the forming metacarpophalangeal joints in the control embryo. Arrowheads indicate the interzone of the ulnohumeral joint in a *Creb5*^*Δ9/Δ9*^ embryo. **b** Gene expression assayed by RNAscope FISH in the hindlimb of an E14.5 *Creb5*^*Δ9/Δ9*^ embryo or control littermate. Femur (F) and Tibia (T) are indicated. Scale bar equals 100 microns. **c** Gene expression assayed by FISH in serial sections of the forelimb from an E14.5 *Creb5*^*Δ9/Δ9*^ embryo or control littermate. **d**–**f** Gene expression assayed by RNAscope FISH in serial sections of the knee of an E14.5 *Creb5*^*Δ9/Δ9*^ embryo or control littermate. In control limbs, the location of the articular perichondrium between the separated cartilage elements (yellow arrows) is indicated. In *Creb5*^*Δ9/Δ9*^ mutant limbs, the junction of the fused cartilage elements (yellow arrowheads) is indicated. Similar results were obtained in at least two independent biological repeats. Scale bar equals 200 microns, unless indicated otherwise.

### *Creb5* is necessary to form mouse synovial joints

Consistent with defective joint interzone formation during embryogenesis, the femur and tibia failed to separate, and the entire knee joint (including cruciate ligaments, articular cartilage, and meniscus) was absent in P0 *Creb5*^*Δ9/Δ9*^ mice (14 out of 14 mice) (Fig. 3a, b). In addition, in Po *Creb5*^*Δ9/Δ9*^ mice the distal epiphysis of the humerus was reduced in size and had failed to separate from the radius (Fig. 3c) (14 out of 14 mice); the pectoral girdle had failed to separate from the humerus (6 out of 6 mice) (Supplementary Fig. 3a); and the pelvic girdle had failed to separate from the femur (4 out of 4 mice) (Supplementary Fig. 3b). In the autopods, *Creb5*^*Δ9/Δ9*^ neonatal mice were also missing the radiocarpal, ulnocarpal, metacarpophalangeal, metatarsophalangeal, and interphalangeal joints (14 out of 14 mice) (Fig. 3a). Notably, Prg4-expressing cells were absent in both the fused tibiofemoral cartilage element (Fig. 3b) and the fused acetabular-femoral head cartilage element (Supplementary Fig. 3b) in the knees and hips of *Creb5*^*Δ9/Δ9*^ mice. Interestingly however, Prg4 expression was low but detectable in the elbows of these animals; and was expressed by cells located either at the surface of the remaining ulnohumeral joint or buried within the Col2a1-expressing core of the fused radiohumeral and glenohumeral cartilage elements (Fig. 3c and Supplementary Fig. 3a). Immunocytochemistry for Creb5 revealed that Creb5(Δ9) protein was expressed in the perichondrium surrounding the radiohumeral fusion in *Creb5*^*Δ9/Δ9*^ mice (Fig. 3c), suggesting that Creb5 DNA binding is critical for both separation of the radius and humerus and for appropriate localization of Prg4^+^ cells in the elbow. Consistent with the requirement for TGF-β signaling to maintain Prg4 expression in articular cartilage^31,32^, we noted that carboxy-terminal phosphorylated-Smad2 (which is a proxy for active TGF-β signaling) was also detectable in perichondrium of either control mice or *Creb5*^*Δ9/Δ9*^ mice (Fig. 3c).

**Fig. 3:**
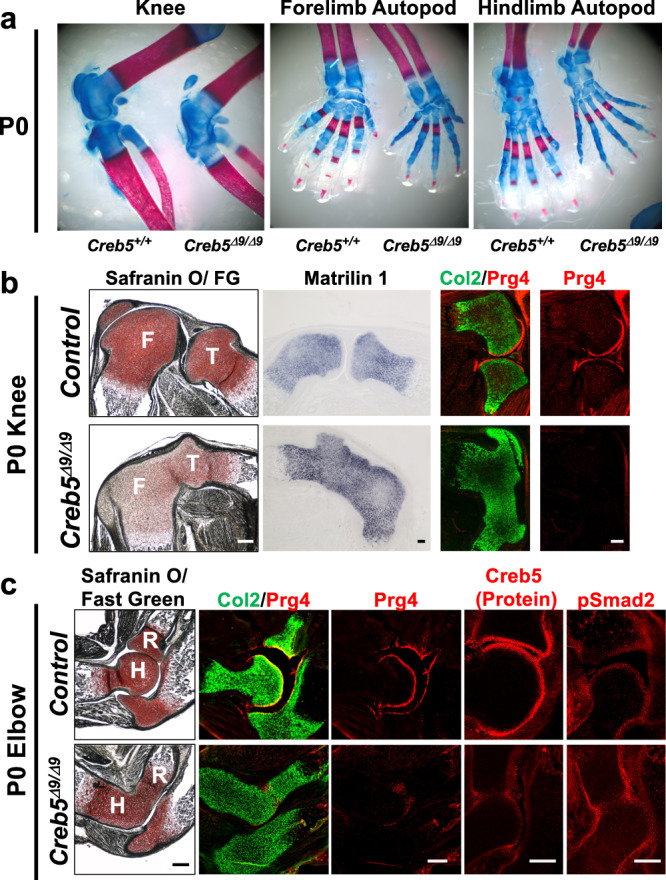
Creb5 is necessary for the formation of many synovial joints. **a** Alcian Blue/Alizarin Red staining of the knees and autopods of P0 *Creb5*^*Δ9/Δ9*^ mice or their WT littermates. Gene expression assayed by FISH and immunocytochemistry for Creb5 and carboxy-terminal phosphorylated Smad2 (pSmad2) in sections of the knees (**b**) and elbows (**c**) of P0 *Creb5*^*Δ9/Δ9*^ mice or their control littermates. Parallel sections were stained with Safranin O/Fast Green (FG). Femur (F), Tibia (T), Humerus (H) and Radius (R) are indicated. Similar results were obtained in either 14 (**a**), 4 (**b**) or 2 (**c**) independent biological repeats. Scale bar equals 200 microns.

While articular chondrocytes express Col2a1 but not Matrilin1 (Matn1), epiphyseal chondrocytes (which will later undergo endochondral ossification) express both Matn1 and Col2a1^33^ (Fig. 3b and Supplementary Fig. 3). Notably, both Col2a1 and Matn1 were expressed throughout the entire fused tibiofemoral cartilage element in *Creb5*^*Δ9/Δ9*^ mice (Fig. 3b), revealing a profound absence of articular cartilage in the knees of these animals. In contrast to the knees, Matn1 expression was excluded from cells in both the presumptive shoulder (Supplementary Fig. 3a) and presumptive hip (Supplementary Fig. 3b) joints. In contrast to the stylopod, zeugopod, and autopod cartilage elements which displayed failures in joint separation in the absence of Creb5, most (but not all) carpal and tarsal cartilage elements continued to separate in *Creb5*^*Δ9/Δ9*^ mice and contained an outer layer of Matn1-negative cells (Supplementary Fig. 3c).

### Reciprocal expression of *Creb5* and *Wnt5a* in the perichondrium

We noted that the expression of Creb5 and Wnt5a were mutually exclusive in the perichondrium surrounding forming cartilage elements in the stylopod and zeugopod, with expression of Wnt5a being absent from the articular (epiphyseal) perichondrium and thus restricted to the metaphyseal and diaphyseal perichondrium (Fig. 4a, b, white arrows). In contrast, Creb5 was specifically expressed in the articular perichondrium (Fig. 4a, b, yellow arrows) in both the developing elbow and knee joints. While E14.5 forelimb autopods contained distal regions with overlapping expression of Creb5 and Wnt5a, the perichondrium of the carpal elements in these developing limbs expressed Creb5 but lacked detectable expression of Wnt5a (Fig. 4a). Thus, as synovial joints are formed, the perichondrium is divided into regions with either high level expression of Creb5 (which mark the joint interzone) versus regions with high level expression of Wnt5a (which lie adjacent to the developing growth plates). Interestingly, in *Creb5*^*Δ9/Δ9*^ embryos, expression of *Wnt5a* encroached into the perichondrium located adjacent to the fused tibiofemoral cartilage element and was even expressed in perichondrial cells expressing *Creb5*^*Δ9*^ transcripts (Fig. 4b, white arrowheads). Thus, not only is Creb5 activity necessary to promote the expression of joint interzone markers, but it is also critical to exclude the expression of *Wnt5a* from perichondrium adjacent to the forming joint.

**Fig. 4:**
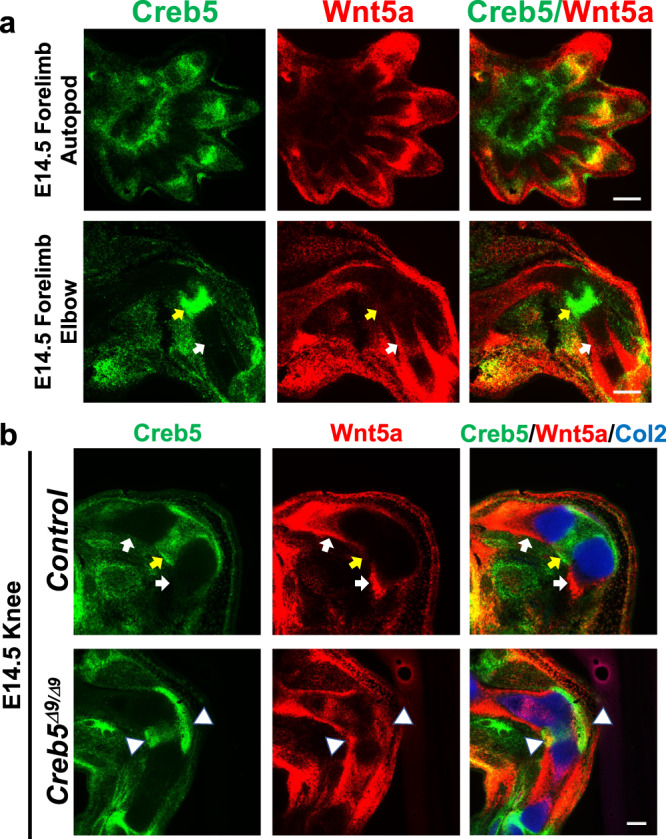
Creb5 is expressed in a reciprocal pattern to Wnt5a in the perichondrium. Gene expression assayed by RNAscope FISH in the forelimb of a WT E14.5 mouse embryo (**a**) or the knee of an E14.5 *Creb5*^*Δ9/Δ9*^ embryo or control littermate (**b**). In WT/control limbs, the articular perichondrium (yellow arrows) and metaphyseal/diaphyseal perichondrium (white arrows) are indicated. In *Creb5*^*Δ9/Δ9*^ mutant limb, the perichondrial cells expressing both Wnt5a and mutant Creb5^Δ9/Δ9^ transcripts (white arrowheads) are indicated. Similar results were obtained in at least three independent biological repeats. Scale bar equals 200 microns.

### Ectopic expression of *Creb5* blocks that of *Wnt5a* in perichondrium

Because Creb5 is specifically expressed in articular perichondrium (which surrounds the epiphysis) but not in Wnt5a-expressing metaphyseal/diaphyseal perichondrium, we asked whether misexpression of Creb5 in limb bud mesenchymal cells would either alter the expression of Wnt5a and/or affect growth of long bones. To this end, we targeted a Cre-inducible, HA epitope-tagged bovine Creb5 cDNA, upstream of ires-GFP, into the *Rosa26* locus (*Rosa26*^*iCreb5-HA*^, diagrammed in Supplementary Fig. 4a). As expected, a quarter of the offspring from crosses between *Prx1-Cre*^34^ and *Rosa26*^*iCreb5-HA*^ mice (i.e., *Prx1-Cre-iCreb5* mice) expressed iCreb5-HA^(Prx1-Cre)^ in their limb bud mesenchymal cells (Supplementary Fig. 4c). While both the Creb5-HA and GFP transgenes were expressed throughout the limb bud mesenchyme in E11.5 *Prx1-Cre-iCreb5* embryos (Supplementary Fig. 5a, b), transgene-expressing cells were excluded from the cartilage elements and were restricted to the perichondrium in the limb buds of E14.5 *Prx1-Cre-iCreb5* embryos (Fig. 5a, b). RNAscope FISH, employing probes that detect both exogenous (bovine) and endogenous (mouse) Creb5, Wnt5a, and Col2a1 indicated that a Creb5^+^/Wnt5a^-^ perichondrium, that is normally restricted to the joint forming regions (yellow arrows) and is absent from the metaphyseal/diaphyseal regions (white arrows), has been extended to lie adjacent to the metaphyseal/diaphyseal regions of the forming zeugopod cartilage elements in E14.5 *Prx1-Cre-iCreb5* embryos (Fig. 5a, yellow arrowheads). Notably, iCreb5-HA^(Prx1-Cre)^-expressing cells were absent from the Col2a1-expressing cartilage core and restricted to perichondrial tissues lacking Wnt5a expression (Fig. 5a, b); suggesting that iCreb5-HA^(Prx1-Cre)^ expression directs cells to remain in the perichondrium. Expression of cellular retinoic acid binding protein-1 (Crabp1) which, like Wnt5a, is expressed in the metaphyseal/diaphyseal perichondrium^35^ (and is excluded from the articular perichondrium) was also absent from perichondrial cells programmed to express iCreb5-HA^(Prx1-Cre)^ (Fig. 5b). Consistent with the requirement for Wnt5a to induce expression of the osteogenic transcription factor Runx2 in the developing periosteum^36^, Runx2 expression was profoundly decreased in the perichondrium surrounding the stylopod and zeugopod cartilage elements of E14.5 *Prx1-Cre-iCreb5* embryos (Fig. 5c). Notably, the iCreb5-HA^(Prx1-Cre)^-expressing perichondrium displayed elevated and ectopic expression of the joint interzone markers Gdf5, Wnt11 and Wnt4 (Fig. 5b, yellow arrowheads and Supplementary Fig. 6, yellow arrowheads), which usually display nested patterns of expression in the articular perichondrium (Fig. 5b, yellow arrows and Supplementary Fig. 6, yellow arrows).

**Fig. 5:**
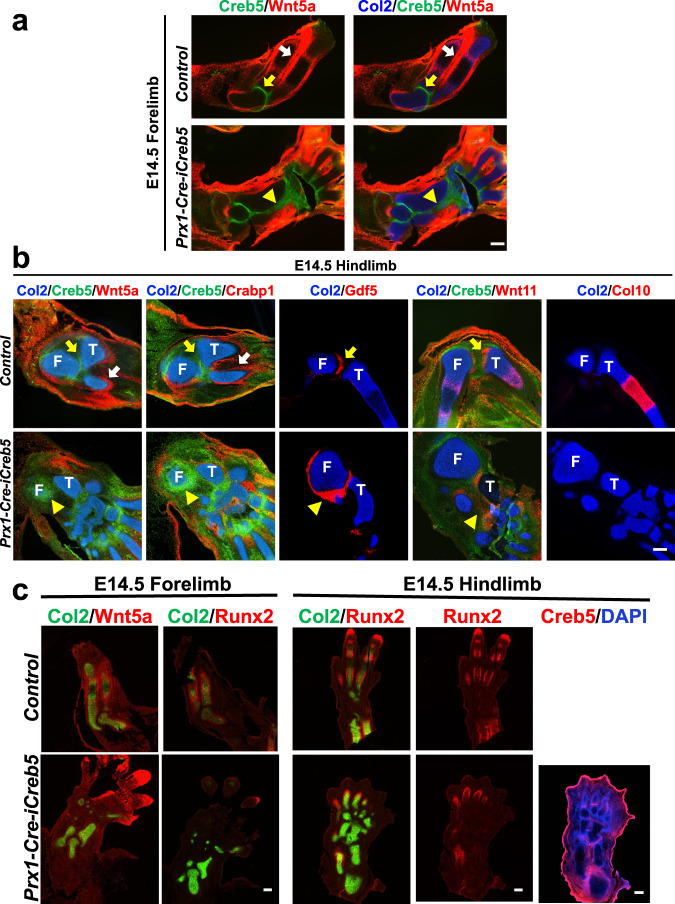
Misexpression of iCreb5-HA^(Prx1-Cre)^ inhibits perichondrial expression of Wnt5a, Crabp1 and Runx2. Gene expression assayed by RNAscope FISH (**a**, **b**) or FISH (**c**) in serial sections of indicated limbs of either E14.5 *Prx1-Cre-iCreb5* embryos or control littermates. In control limbs, the articular perichondrium (yellow arrows) and metaphyseal/diaphyseal perichondrium (white arrows) are indicated. In *Prx1-Cre-iCreb5* limbs, the iCreb5-HA^(Prx1-Cre)+^, Wnt5a^−^/Crabp1^−^ perichondrium (yellow arrowheads) is indicated. Femur (F) and Tibia (T) are indicated. Right-most panel of **c** displays immunofluorescent staining for Creb5 and DAPI in serial section of the same hindlimb analyzed by FISH. Red fluorescent signal in ectoderm is non-specific. Similar results were obtained in either 5 (**a**) or 2 (**b**, **c**) independent biological repeats. Scale bar equals 200 microns.

Consistent with the role for *Wnt5a* to support both chondrocyte hypertrophy and longitudinal bone growth^36,37^, both the stylopod and zeugopod cartilage elements in E14.5 *Prx1-Cre-iCreb5* limb buds lacked the expression of Col10a1 (Fig. 5b); and many proximal forelimb and hindlimb cartilage elements in newborn *Prx1-Cre-iCreb5* mice failed to grow longitudinally (7 out of 7 mice) (Fig. 6a–c). Except for parts of the autopod, most limb cartilage elements lacked cortical bone and any columnar organization of a growth plate; and consisted of randomly oriented chondrocytes that resembled the resting zone of the normal epiphysis (Fig. 6c). In addition to a blockade of longitudinal growth in both the stylopod and zeugopod, the hindlimb autopods of P0 *Prx1-Cre-iCreb5* mice displayed polydactyly and an excessive number of tarsal elements (Fig. 6a). In addition to inducing hindlimb polydactyly, we noted that both forelimb and hindlimb buds were larger in E11.5 *Prx1-Cre-iCreb5* embryos versus their control littermates (Supplementary Fig. 5a). To understand what might cause these phenotypes, we examined the expression of Msx1 in the hindlimb buds of E11.5 *Prx1-Cre-iCreb5* embryos and control littermates. Prior work has established that BMP signaling promotes the expression of Msx1 in the limb bud mesenchyme^38,39^, can drive apoptosis of limb bud mesenchymal cells^40–44^, and also restricts the expression of Fgf4/8 in the apical ectodermal ridge (AER)^39^. Indeed, manipulations that decrease the level of BMP signaling in the limb bud both promote an expansion of Fgf4/8 (and the AER) into a larger region of the limb bud ectoderm^39,45^ and induce polydactyly^45–47^. Interestingly, we observed that misexpression of iCreb5-HA^(Prx1-Cre)^ in E11.5 embryos both expanded the expression of Gdf5 to a broader domain of the limb bud mesenchyme; and simultaneously decreased the expression of Msx1 in the limb bud (Supplementary Fig. 5c). As Gdf5 has been found to block signaling by BMPR1a^48^ (reviewed in ref. 49), we speculate that both the increased size of limb buds in E11.5 *Prx1-Cre-iCreb5* embryos, repression of Msx1-expression, and hindlimb polydactyly may all reflect an attenuation of BMP signaling in the limb bud mesenchyme due to ectopic expression of Gdf5.

**Fig. 6:**
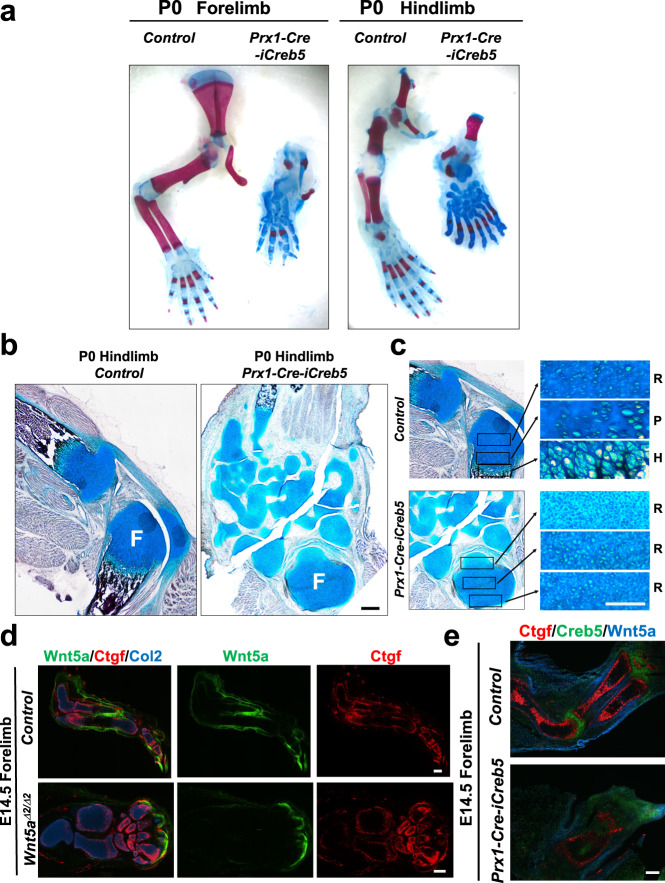
Misexpression of iCreb5-HA^(Prx1-Cre)^ blocks growth plate formation and phenocopies aspects of Wnt5a loss of function. **a** Alcian Blue/Alizarin Red whole mount staining and **b**, **c** Von Kossa/Alcian Blue staining of indicated limbs from either P0 *Prx1-Cre-iCreb5* mice or control littermates. Femur (F), Resting zone chondrocytes (R), Proliferating zone chondrocytes (P) and Hypertrophic zone chondrocytes (H) are indicated. Scale bar equals 100 microns in **c**. **d**, **e** Gene expression assayed by RNAscope FISH in E14.5 forelimbs of either control littermates, *Wnt5a*^*Δexon2/Δexon2*^ embryos or *Prx1-Cre-iCreb5* embryos. Similar results were obtained in either 7 (**a**), 2 (**b**, **c**, **e**) or 3 (**d**) independent biological repeats. Scale bar equals 200 microns, unless otherwise indicated.

### iCreb5-HA^(Prx1-Cre)^ disrupts a Wnt5a-positive feedback-loop

Prior work has indicated that maintained perichondrial expression of Wnt5a in the developing zeugopod cartilage elements requires functional Wnt5a ligand^36^. We confirmed this result, by examining expression of Wnt5a in embryos containing a deletion of exon 2 in both alleles of *Wnt5a* (*Wnt5a*^*Δexon2/Δexon2*^) and employing a Wnt5a RNAscope probe outside of the deleted exon. Notably, perichondrial expression of Wnt5a is extinguished, and expression of its downstream target gene Ctgf is significantly reduced, in the zeugopod cartilage elements of E14.5 *Wnt5a*^*Δexon2/Δexon2*^ embryos (Fig. 6d). In contrast, expression of Wnt5a is still maintained in the distal autopod region of E14.5 *Wnt5a*^*Δexon2/Δexon2*^ embryos (Fig. 6d). These findings indicate that Wnt5a function is required to maintain its own expression specifically in the perichondrium. Indeed, Guan and colleagues have previously found that Wnt5a can autoregulate its own expression via a Yap/Taz/Tead signaling pathway in cultured cells^50^. Thus, it is plausible that a Wnt5a positive feedback-loop similarly maintains its own expression in the perichondrium of developing long bones; and is necessary to up-regulate the expression of both itself and other Yap/Taz target genes (i.e., Ctgf) in the adjacent cartilage element. Interestingly, the cartilage elements in *Prx1-Cre-iCreb5* embryos which failed to elongate similarly lacked perichondrial expression of Wnt5a; and displayed reduced Ctgf expression in the adjacent cartilage tissue (Fig. 6e), suggesting that ectopic perichondrial expression of iCreb5-HA^(Prx1-Cre)^ somehow disrupts a Wnt5a-positive feedback-loop.

### iCreb5-HA^(Prx1-Cre)^ promotes generation of an articular perichondrium

iCreb5-HA^(Prx1-Cre)^-expressing cells in *Prx1-Cre-iCreb5* mice became localized to perichondrial tissues that specifically lack the expression of Wnt5a, as does the articular perichondrium. Thus, we wondered whether iCreb5-HA^(Prx1-Cre)^-expressing cells would develop into articular chondrocyte progenitors, that express both Prg4 and Wif1. Indeed, in P0 *Prx1-Cre-iCreb5* mice, the stylopod, zeugopod and tarsal elements were encased by a peripheral ring of cells which expressed the articular cartilage markers Prg4^11^ and Wif1^29^ (Fig. 7a). Beneath the superficial layer of Creb5^+^/Prg4^+^/Wif1^+^ cells was a deeper zone of chondrocytes which expressed Col2a1 but that lacked expression of Matn1 in the limbs of *Prx1-Cre-iCreb5* mice (Fig. 7a), thus resembling articular cartilage^33^. Our findings suggest that iCreb5-HA^(Prx1-Cre)^ expression in limb bud mesenchymal cells both promotes the generation of an articular perichondrium and blocks formation of both cortical bone and growth plates within the forming cartilage elements.

**Fig. 7:**
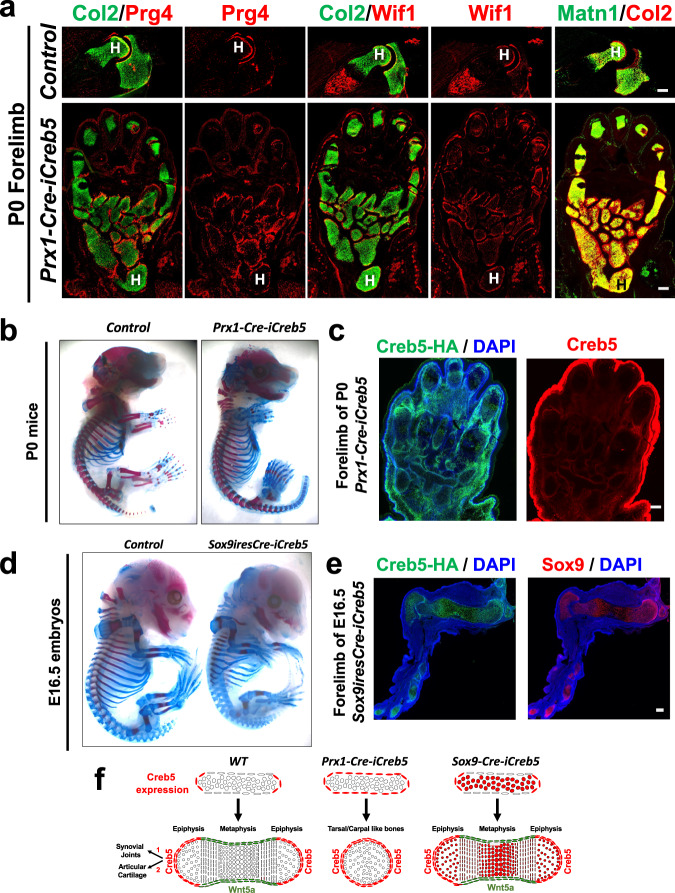
Misexpression of Creb5 in all limb bud mesenchymal cells, but not in Sox9-expressing cells, profoundly blocks longitudinal growth in the stylopod and zeugopod cartilage elements and induces the perichondrium to develop as articular cartilage. **a** Gene expression assayed by FISH in serial sections of forelimbs from either a P0 *Prx1-Cre-iCreb5* mouse or a control littermate. Humerus (H) is indicated. **b** Alcian Blue/Alizarin Red whole mount staining of either a P0 *Prx1-Cre-iCreb5* mouse or a control littermate (that lacks either the *Prx1-Cre* or the *Rosa26*^*iCreb5-HA*^ allele). **c** Immunofluorescence detection of either iCreb5-HA^(Prx1-Cre)^ (green), endogenous and exogenous Creb5 (red) and DAPI (to detect nuclei) in serial sections of the forelimb of a P0 *Prx1-Cre-iCreb5* mouse. Red fluorescent signal in ectoderm (in right-most image) is an artifact and was also observed in the absence of anti-Creb5. **d** Alcian Blue/Alizarin Red whole mount staining of either an E16.5 *Sox9-ires-Cre-iCreb5* embryo or a control littermate (that lacks either the *Sox9-ires-Cre* or the *Rosa26*^*iCreb5-HA*^ allele). **e** Immunofluorescence detection of iCreb5-HA^(Sox9-Cre)^, Sox9, and DAPI in the forelimb of an E16.5 *Sox9-ires-Cre-iCreb5* embryo. Similar results were obtained in either 5 (**a**), 7 (**b**), 2 (**c**, **e**) or 4 (**d**) independent biological repeats. Scale bar equals 200 microns. **f** Our findings suggest that iCreb5-HA^(Prx1-Cre)^ expression in limb bud mesenchymal cells (other than in Sox9-expressing cells) promotes the generation of an articular perichondrium encasing the stylopod and zeugopod cartilage elements, blocks perichondrial expression of Wnt5a, Crabp1 and Runx2, and thus inhibits formation of both cortical bone and growth plates within these forming cartilage elements (which resemble tarsal/carpal-like bones).

To determine whether the profound inhibition of longitudinal growth of the stylopod and zeugopod in *Prx1-Cre-iCreb5* mice (Fig. 7b, c) was due to iCreb5-HA^(Prx1-Cre)^-expression in either Sox9^+^ chondrocytes or in other tissues that surround developing cartilage elements, we mated *Sox9*^*ires-Cre*^ mice^51^ with *Rosa26*^*iCreb5-HA*^ mice to generate *Sox9-ires-Cre-iCreb5* embryos, which expressed iCreb5-HA^(Sox9-Cre)^ in most chondrocytes and in a few perichondrial cells (Fig. 7d, e). In striking contrast to the absence of both appendicular growth plates and chondrocyte maturation following misexpression of iCreb5-HA^(Prx1-Cre)^ in limb bud mesenchymal cells (in *Prx1-Cre-iCreb5* mice); appendicular growth plates formed and chondrocyte maturation was only slightly delayed following misexpression of iCreb5-HA^(Sox9-Cre)^ specifically in chondrocytes (in *Sox9-ires-Cre-iCreb5* embryos*)* (Fig. 7d, e and Supplementary Fig. 7). Notably, while iCreb5-HA^(Prx1-Cre)^ was robustly expressed in much of the perichondrium in the limbs of *Prx1-Cre-iCreb5* mice (Fig. 7c), iCreb5-HA^(Sox9-Cre)^ was only expressed in a small minority of perichondrial cells in *Sox9-ires-Cre-iCreb5* embryos (Fig. 7e). Thus, the extent of expression of iCreb5 in the perichondrium correlates with the ability of this transcription factor to block both growth plate formation and chondrocyte maturation (diagrammed in Fig. 7f).

### Wif1 and Fat4 are transcriptional targets of Creb5

To further elucidate how Creb5 might regulate Wnt5a expression we performed an unbiased screen to identify Creb5 target genes. 

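Superficial zone articular chondrocytes from 4 calves were infected with lentivirus encoding a control shRNA (shScramble) or an shRNA against Creb5 (shCreb5), selected in 0.8 µg/ml puromycin for 5 days, and replated for 2 days in medium with 100 ng/ml TGFα (condition A) or with 100 ng/ml TGFα and 20 ng/ml TGFβ2 (condition AB). Each of the 4 combinations of shRNA and condition was measured in 1 library per calf, which gave 16 RNA-Seq libraries. The cells of one calf that carried one shRNA were infected and selected before they were replated, as the methods describe it. The authors quantified single-end reads with Salmon, summed them to genes with tximport and deposited the estimated counts, rounded to whole numbers and not scaled for library size, for 19454 bovine Ensembl genes. Between 14710867 and 21853634 reads per library were assigned to genes. The median was 20089727 for shScramble and 19608000 for shCreb5 in condition A, and 20457483 for shScramble and 17295054 for shCreb5 in condition AB. The most abundant gene of a library took between 1.81% and 6.03% of its counts. Symbols were available for 3139 genes, from the parts of Supplementary Data 1 and 2 at hand, and the gene positions were not. Within each condition, shCreb5 was compared with shScramble by edgeR's quasi-likelihood test after TMM normalization and edgeR's filter on low counts, with the calf as a block and Benjamini-Hochberg adjustment over all genes tested. The files do not say which libraries were sequenced with which of the NextSeq kits, so sequencing batches could not be examined.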

RNA-Seq analysis revealed that shRNA-mediated knockdown of Creb5 in superficial zone bovine articular chondrocytes reduced the expression of several classes of signaling molecules, including Wif1, Gdf10, Fat1, Fat4, EphA3, Hbegf (an EGFR-ligand), and Tgfbr1 (Supplementary Fig. 8a, b and Supplementary Data 1 and 2). 

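Expression is given as counts scaled to a common library size with edgeR's TMM factors (CPM), and each log2 fold change compares shCreb5 with shScramble within calves. CREB5 (ENSBTAG00000018909), the target of the shRNA, had 94.7 ± 24.6 CPM (SD, n = 4 calves) with shScramble and 65.4 ± 18.1 CPM with shCreb5 in condition A, a log2 fold change of -0.54 (standard error 0.08, adjusted p = 0.337 from edgeR's quasi-likelihood test). In condition AB it had 70.2 ± 11.6 and 36.4 ± 4.57 CPM, a log2 fold change of -0.96 (standard error 0.10, adjusted p = 0.124). It was lower with shCreb5 in 4 of 4 calves in each condition. DESeq2, with the calf as a covariate, gave CREB5 an adjusted p of 6.98e-05 in condition A and 1.02e-08 in condition AB.
WIF1 (ENSBTAG00000014758), a secreted inhibitor of Wnt signaling, had 50.3 ± 18.3 CPM with shScramble and 21.7 ± 18.9 with shCreb5 in condition A, a log2 fold change of -1.68 (standard error 0.48, adjusted p = 0.521). Calf 3, with 46 counts of WIF1 in its shCreb5 library, fell by 3.88 on the log2 scale, and without that calf the log2 fold change was -1.13. In condition AB the log2 fold change of WIF1 was -0.81 (standard error 0.21, adjusted p = 0.584), and -0.53 without calf 3. TGFBR1 (ENSBTAG00000018035), a receptor for TGFβ, had 168 ± 64.5 CPM with shScramble and 100.4 ± 20.4 with shCreb5 in condition A, a log2 fold change of -0.68 (standard error 0.12, adjusted p = 0.444). Its log2 fold change in condition AB was also -0.68 (standard error 0.11, adjusted p = 0.245). HBEGF (ENSBTAG00000021766) was the least abundant of the 7 genes by its mean in every group, with 52 to 184 counts per library in condition A and 52 to 432 in condition AB. Its log2 fold change was -1.19 in condition A (adjusted p = 0.444) and -1.14 in condition AB (adjusted p = 0.584), where it was -0.69 without calf 1. In condition A the log2 fold change of GDF10 (ENSBTAG00000001019) was -0.98, that of FAT1 (ENSBTAG00000020657) was -0.38, that of FAT4 (ENSBTAG00000003345) was -0.59 and that of EPHA3 (ENSBTAG00000006811) was -0.50. In condition AB they were -1.38 for GDF10, -0.25 for FAT1, -0.55 for FAT4, or -0.36 without calf 4, and -0.81 for EPHA3.
All 7 genes were lower with shCreb5 in 4 of 4 calves in each condition, and 7 of 7 had an unadjusted p under 0.05 in each. None passed an adjusted p of 0.05 over all genes tested in either condition, while 7 of 7 passed in each when adjusted over the list alone. The latter is not independent evidence, since the genes were named from these libraries. With adjustment over all genes, the choice of test moved this count most. With DESeq2, 6 of the 7 passed in condition A, without WIF1, and 3 passed in condition AB, namely WIF1, GDF10 and TGFBR1. From the reduced expression after the knockdown, the paper states that Creb5 is necessary to maintain these signaling molecules in superficial zone chondrocytes. For Wif1 and Fat4 it also has mouse evidence: both were lost from joint interzones of Creb5 mutants and were high where Creb5 was expressed ectopically. Wif1 also fell in articular cartilage when Creb5 was deleted after birth.

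**Figure D1:**
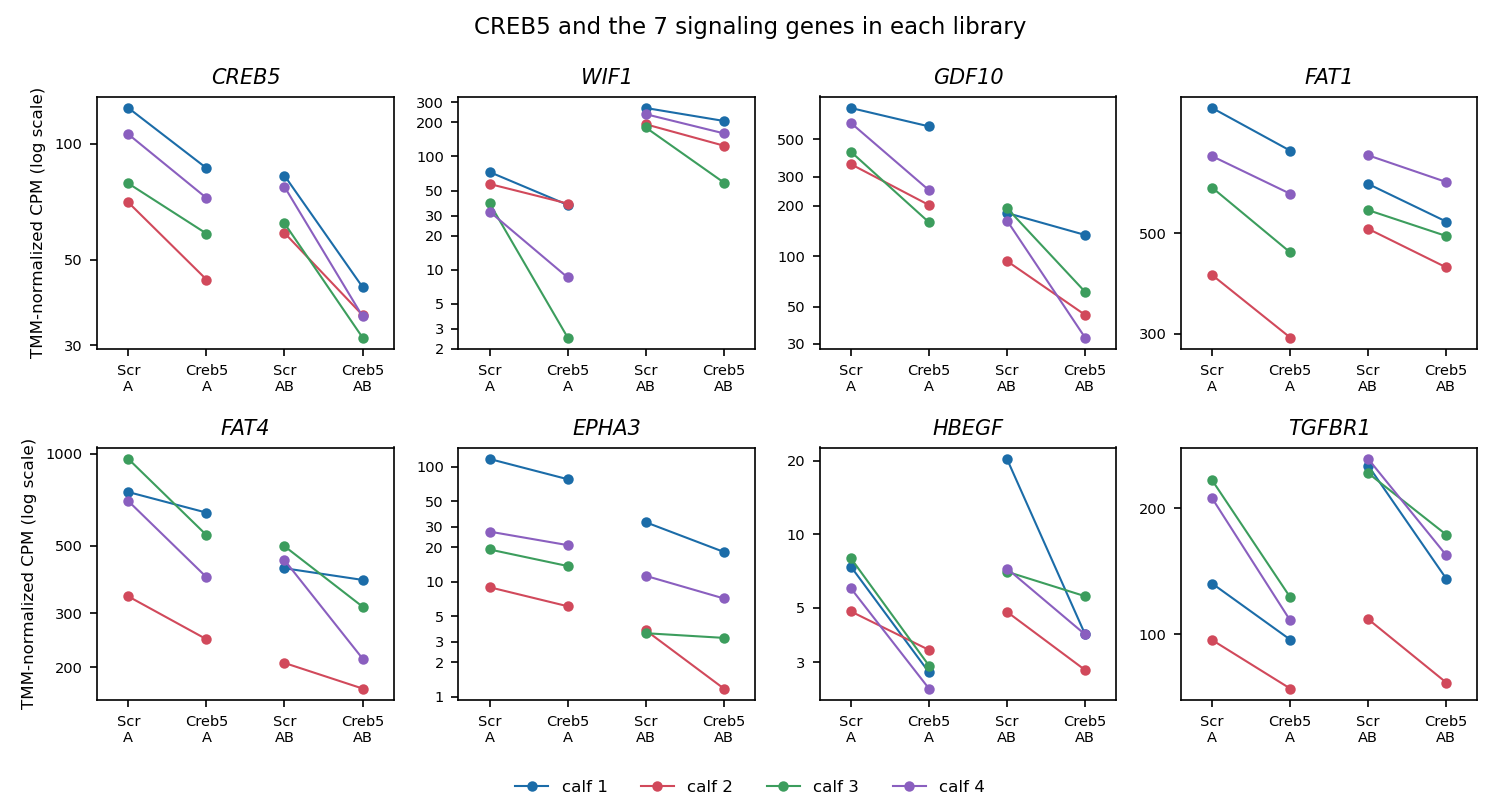
TMM-normalized CPM (log scale) of CREB5 and the 7 signaling genes in each of the 16 libraries, with shScramble (Scr) and shCreb5 (Creb5) in conditions A and AB. Each point is 1 library and each line joins the libraries of 1 calf within a condition. Every line falls from shScramble to shCreb5.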

Wif1 has been noted to both bind to Wnt5a^29^ and inhibit Wnt5A-induced actin polymerization^52^, which in turn promotes Yap/Taz signaling^53,54^. In addition, interaction of the atypical cadherins Fat1 and Fat4 with their binding partners (Dchs1/2) has also been noted to block expression of Yap/Taz/Tead target genes^55–57^. Consistent with the notion that Creb5 promotes the expression of both Wif1 and Fat4, we noted that both these Creb5 target genes are expressed in the interzone of developing synovial joints and that their expression is lost in these tissues in *Creb5*^*Δ9/Δ9*^ mice (Figs. 2c and 8a). While perichondrial expression of Wif1 is restricted to the articular perichondrium (Fig. 2c), Fat4 is expressed at high levels in articular perichondrium which lacks Wnt5a expression (Fig. 8a–c, yellow arrows); and expressed at relatively lower levels in perichondrium which expresses Wnt5a and lies adjacent to the primary ossification center (Fig. 8a–c, white arrows). Notably, ectopic perichondrial expression of iCreb5-HA^(Prx1-Cre)^ in *Prx1-Cre-iCreb5* embryos promotes high level expression of both Wif1 (Fig. 7a) and Fat4 (Fig. 8b, c) in the perichondrium that encases the zeugopod cartilage elements that lack growth plates; and simultaneously blocks expression of Wnt5a in this same tissue (Fig. 8c, yellow arrowheads). Taken together, our findings indicate that Creb5 is necessary to drive the expression of several signaling molecules in the joint interzone, including Gdf5, Wnt9a, Wnt11, Wif1 and Fat4; and/or maintains their expression by establishing the interzone cell fate.

**Fig. 8:**
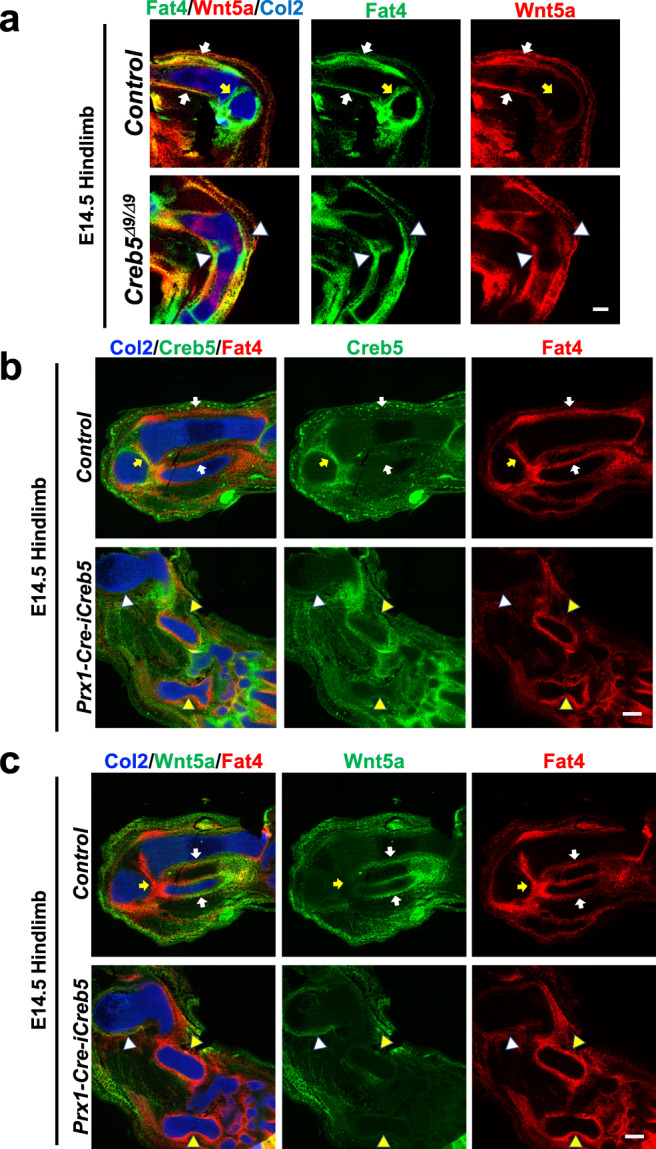
Misexpression of iCreb5-HA^(Prx1-Cre)^ promotes formation of a Fat4^+^, Wnt5a^−^ perichondrium. Gene expression assayed by RNAscope FISH in the hindlimbs of an E14.5 *Creb5*^*Δ9/Δ9*^ embryo or control littermate (**a**) or in serial sections of the forelimbs of an E14.5 *Prx1-Cre-iCreb5* embryo or control littermate (**b**, **c**). In control limbs, the Fat4^high^, Wnt5a^low^ articular perichondrium (yellow arrows) and Fat4^low^, Wnt5a^high^ metaphyseal/diaphyseal perichondrium (white arrows) are indicated. In *Creb5*^*Δ9/Δ9*^ mutant limbs, the perichondrial cells expressing both Wnt5a and mutant Creb5^Δ9/Δ9^ (white arrowheads) are indicated. In *Prx1-Cre-iCreb5* limbs: Fat4^low^, Wnt5a^high^ perichondrium (white arrowheads) or Fat4^high^, Wnt5a^low^ perichondrium (yellow arrowheads) are indicated. In *Prx1-Cre-iCreb5* embryos, perichondrial expression of iCreb5-HA^(Prx1-Cre)^ promotes high level expression of Fat4 in the perichondrium, blocks expression of Wnt5a in this same tissue (yellow arrowheads) and inhibits chondrocyte hypertrophy. Perichondrium surrounding cartilage elements that display chondrocyte hypertrophy in *Prx1-Cre-iCreb5* embryos continue to express WT levels of Wnt5a (white arrowheads). Similar results were obtained in two independent biological repeats. Scale bar equals 200 microns.

### Creb5 maintains zonal gene expression in articular cartilage

To study the role of Creb5 in postnatal synovial joints we generated mice containing Creb5 alleles in which exon 9 (which encodes the bZIP DNA binding domain) is flanked by loxP sites (*Creb5*^*flox9/flox9*^ mice; Supplementary Fig. 9a, b). Like *Creb5*^*Δ9/Δ9*^ animals, *Prx1-Cre; Creb5*^*flox9/flox9*^ mice also displayed an absence of a knee joint (Supplementary Fig. 9c), indicating that the floxed alleles in *Creb5*^*flox9/flox9*^ mice can be deleted by Cre-mediated recombination. We mated *Creb5*^*flox9/flox9*^ mice with *Aggrecan1*^*tm(IRES-CreERT2*^*;Creb5*^*flox9/flox9*^ mice to generate litters containing both *Aggrecan1*^*tm(IRES-CreERT2)*^*; Creb5*^*flox9/flox9*^ mice or *Creb5*^*flox9/flox9*^ control mice (which lack the CreERt2 driver allele). Tamoxifen was repeatedly administered to these litters at postnatal days 1–11, to specifically delete exon 9 of *Creb5*^*flox9/flox9*^ in postnatal stage articular chondrocytes. Following sacrifice at P14, RT-qPCR analysis of RNA isolated from the femoral heads of *Aggrecan1*^*tm(IRES-CreERT2)*^*; Creb5*^*flox9/flox9*^ mice or *Creb5*^*flox9/flox9*^ control mice indicated that exon9 of *Creb5*^*flox9/flox9*^ was deleted in femoral head articular cartilage of the *Aggrecan1*^*tm(IRES-CreERT2)*^*; Creb5*^*flox9/flox9*^ animals (Supplementary Fig. 9d). RNAScope analysis of gene expression in the knees of these animals revealed that expression of both Prg4 and Wif1 was markedly decreased in P14 *Aggrecan1*^*tm(IRES-CreERT2*^*;Creb5*^*flox9/flox9*^ mice in comparison to their control *Creb5*^*flox9/flox9*^ littermates (Fig. 9a). In striking contrast to the loss of both Prg4 and Wif1 expression following deletion of *Creb5* in the forming joint, the expression of Ctgf was increased in both periarticular chondrocytes and in the metaphyseal perichondrium (Fig. 9a).

**Fig. 9:**
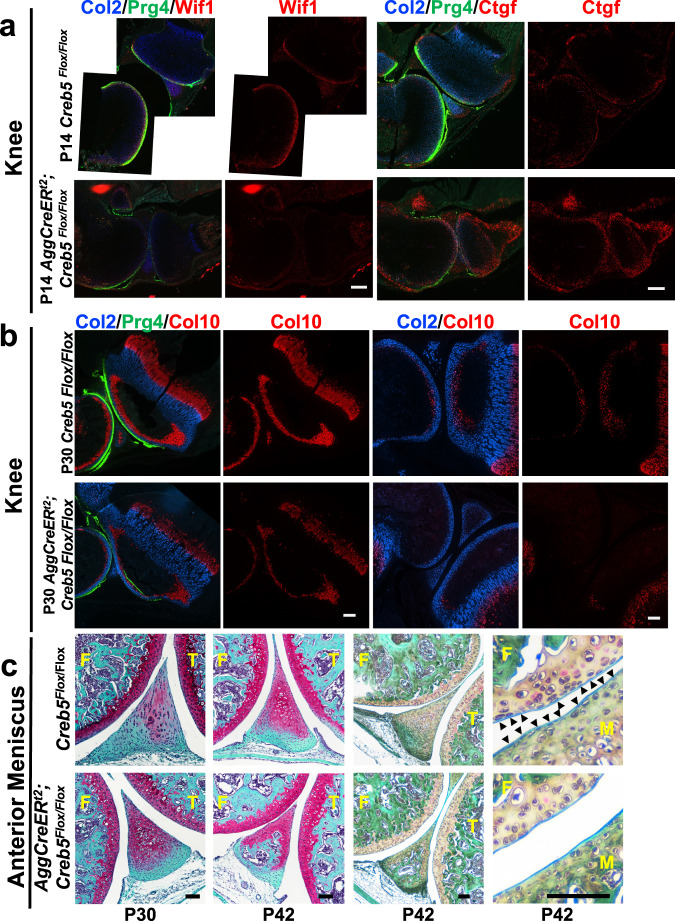
Creb5 is necessary to maintain appropriate zonal gene expression in the articular cartilage and blocks premature endochondral ossification of adjacent tissues in postnatal mice. Gene expression assayed by RNAscope FISH in the hindlimbs of either P14 (**a**) or P30 (**b**) *Aggrecan1*^*tm(IRES-CreERT2)*^*; Creb5*^*flox9/flox9*^ mice or *Creb5*^*flox9/flox9*^ littermates, that had been administered tamoxifen from postnatal days 1–11. In each row of images, the left two images depict the same section; and the right two images depict the same section. Scale bar equals 200 microns in **a** and **b**. **c** Safranin O/Fast Green staining of the anterior meniscus (and articular cartilage) in the knees of either P30 or P42 *Aggrecan1*^*tm(IRES-CreERT2)*^*; Creb5*^*flox9/flox9*^ mice or *Creb5*^*flox9/flox9*^ littermates, that had been administered tamoxifen from postnatal days 1–11. Arrowheads indicate flat cells on the surface of the meniscus. Femur (F), Tibia (T), and Meniscus (M) are indicated. Scale bar equals 100 microns in **c**. P14 images were obtained from tissues of female mice; P30 and P42 images were obtained from tissues of either male or female mice. Similar results were obtained in at least 2 (**a**, **b**) or 3 (**c**) independent biological repeats.

In addition to decreasing the expression of both Prg4 and Wif1 in the articular cartilage, we also noted that postnatal loss of Creb5 function resulted in a decreased number of Col10a1-expressing cells on the side of the secondary ossification center that is nearest the articular surface in P30 *Aggrecan1*^*tm(IRES-CreERT2*^*;Creb5*^*flox9/flox9*^ mice (Fig. 9b). This finding suggests that Creb5 (in the articular cartilage) induces the expression of signaling molecules that promote the maintenance of Col10a1-expressing cells in the adjacent secondary ossification center and blocks either their premature loss and/or developmental maturation into osteocytes. Consistent with the notion that Creb5 indirectly blocks premature endochondral ossification, we also observed premature hypertrophy (in P30 mice) and subsequent endochondral ossification (in P42 mice) of the anterior meniscus in *Aggrecan1*^*tm(IRES-CreERT2*^*;Creb5*^*flox9/flox9*^ mice that been treated with tamoxifen (Fig. 9c).

In parallel with the loss of Prg4 expression in the superficial cells of the articular cartilage in *Aggrecan1*^*tm(IRES-CreERT2*^*;Creb5*^*flox9/flox9*^ mice (Fig. 10a), we similarly observed that superficial zone flat cells on the surface of either the articular cartilage or the meniscus were largely absent from the knees of these animals (Figs. 10a and 9c). To quantify both the location and morphology of Col2a1-expressing cells in the articular cartilage of P30 *Aggrecan1*^*tm(IRES-CreERT2)*^*; Creb5*^*flox9/flox9*^ mice or *Creb5*^*flox9/flox9*^ control mice we performed RNAScope analysis (Fig. 10b). We noted that postnatal loss of Creb5 function in the articular cartilage led to approximately a 75% decline in the number of Col2a1-expressing flat cells in the superficial-most two cell layers of the articular cartilage, on both the femoral and tibial surface in the knees of P30 *Aggrecan1*^*tm(IRES-CreERT2)*^*; Creb5*^*flox9/flox9*^ mice (Fig. 10c).

**Fig. 10:**
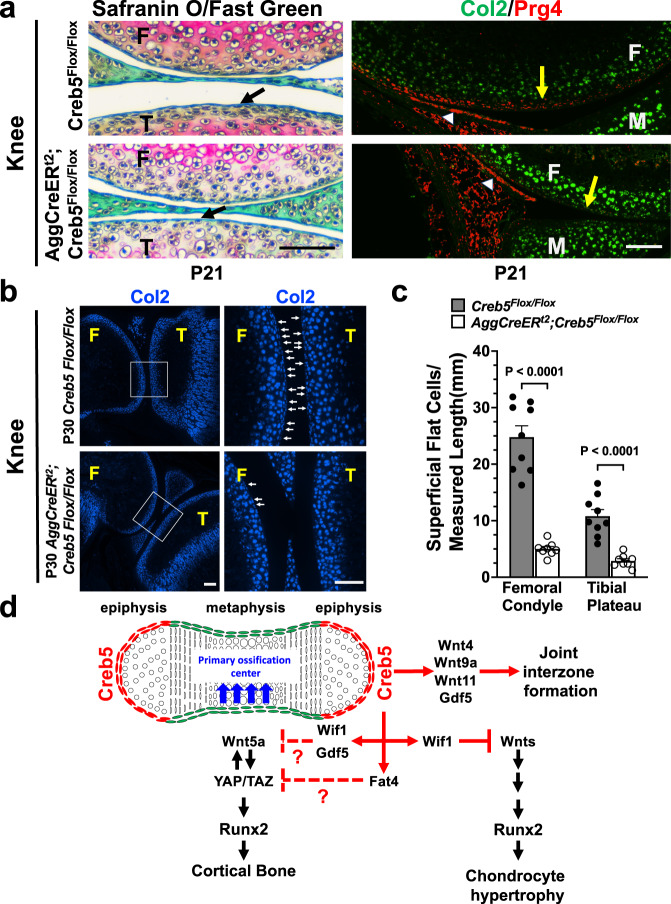
Creb5 is necessary to maintain flat cells in the superficial zone of the articular cartilage in postnatal mice. **a** Safranin O/Fast Green staining or RNAScope FISH of the articular surface of the knees of P21 *Aggrecan1*^*tm(IRES-CreERT2)*^*; Creb5*^*flox9/flox9*^ mice or *Creb5*^*flox9/flox9*^ littermates, that had been administered tamoxifen from postnatal days 1–11. Left: Location of normally flat cells (in control mice) in the superficial zone of the tibial articular cartilage is indicated (black arrows). Right: Note that in *Aggrecan1*^*tm(IRES-CreERT2)*^*; Creb5*^*flox9/flox9*^ mice, Aggrecan-CreERt2 mediated deletion of exon 9 from *Creb5*^*flox9/flox9*^ reduces Prg4 expression in the surface of the articular cartilage (yellow arrows) but does not affect Prg4 expression in the synovial membrane (which does not express Aggrecan-CreERt2) (white arrowheads). Femur (F), Tibia (T) and Meniscus (M) are indicated. Scale bar equals 100 microns in **a**. P21 images were obtained from tissues of female mice. **b** RNAScope FISH of Col2a1-expressing cells in the knee joint of either a P30 male *Aggrecan1*^*tm(IRES-CreERT2)*^*; Creb5*^*flox9/flox9*^ mouse or a P30 male *Creb5*^*flox9/flox9*^ littermate, that had been administered tamoxifen from postnatal days 1–11. Box outlined in left image is enlarged in right image. Arrows indicate small flat Col2a1-expressing cells on the surface of the articular cartilage. Femur (F) and Tibia (T) are indicated. Scale bar equals 200 microns in left panel; 100 microns in right panel. Similar results were obtained in at least 4 (**a**, **b**) independent biological repeats. **c** Quantitation of the number of small flat cells/mm measured surface length of the articular cartilage displayed in **b**. Each point represents a different RNAScope section obtained from either one P30 male *Creb5*^*flox9/flox9*^ mouse that was treated with tamoxifen (*n* = 9 sections); or from one P30 male *Aggrecan1*^*tm(IRES-CreERT2)*^*; Creb5*^*flox9/flox9*^ mouse that was treated with tamoxifin (*n* = 8 sections). Statistical analysis was a two-sided test without adjustments. *p* values are indicated and error bar indicates standard error of the mean. **d** Creb5 is critical to maintain appropriate expression of both Wnt ligands and other signaling molecules in the interzones of developing synovial joints; and is thus crucial for the formation of most joints. Creb5 both promotes the formation of articular chondrocytes and blocks growth plate development in the epiphyses by inhibiting expression of Wnt5a in the articular/epiphyseal perichondrium.

## Discussion

Prior work has established that synovial joint progenitor cells that are marked by Gdf5 expression successively give rise to either epiphyseal chondrocytes (which eventually undergo endochondral ossification), articular chondrocytes (which maintain an immature chondrocyte phenotype), ligaments, meniscus, or synoviocytes that line the joint capsule^58–60^. Notably, the Gdf5-expressing synovial joint progenitors that specifically give rise to the articular cartilage express Prg4^3–5^. In this work, we document that the transcription factor Creb5 integrates several aspects of joint development: cueing the earliest stages of joint formation, modulating the morphology of the epiphysis, and subsequently maintaining the expression of both Prg4 and other superficial zone-specific genes in the fully differentiated articular cartilage^18^. Creb5 is critical to maintain appropriate expression of both Wnt ligands that promote β-catenin stabilization (i.e., Wnt4, Wnt9a, Wnt11) and other signaling molecules (i.e., Gdf5 and Wif1) in the interzones of the developing synovial joints. Correlating with a loss of interzone-specific Wnt ligand expression, we have found that Col2a1 fails to be down-regulated in the non-separated regions of the fused joints in Creb5^Δ9/Δ9^ mice. As Creb5 can bind to target sites as either a homodimer or a heterodimer with Jun^20^, which is critical to activate the expression of both Wnt9a and Wnt16 during the early stages of joint development^61^, it is possible that Creb5 either directly or indirectly activates expression of its transcriptional targets in a complex with Jun. Indeed, we have found that interzone-specific expression of Wnt4, Wnt9a, Wnt11 and Gdf5 is highly dependent upon Creb5 function; and conversely that expression of Wnt4, Wnt11 and Gdf5 were each expanded in the perichondrium surrounding the stylopod and zeugopod cartilage elements of E14.5 *Prx1-Cre-iCreb5* embryos. Prior work has indicated that the absence of skeletal muscle activity disrupts both the growth of bone eminences^62^ and formation of a limited number of synovial joints; but notably does not affect formation of the knee joint^63^. In contrast, loss of Creb5 function does not affect the growth of the bone eminences but instead disrupts the formation of most synovial joints (including the knee). Thus, the absence of synovial joints following loss of Creb5 function cannot be explained by loss of skeletal muscle function; and is most consistent with the necessity for Creb5 in the joint interzone itself to drive the formation of these structures.

Creb5 is expressed in the articular perichondrium, which forms the articular cartilage^3–5^, but is not expressed in the metaphyseal/diaphyseal perichondrium, that will give rise to the periosteal precursors of the cortical bone^6^. In contrast, both Wnt5a and Crabp1 are most highly expressed in the metaphyseal/diaphyseal perichondrium^35–37^. Thus, the expression domain of Creb5 versus that of Wnt5a/ Crabp1 define two regions in the perichondrium, which give rise to distinct cell fates (i.e., articular cartilage and cortical bone, respectively). We have found that misexpression of iCreb5-HA^(Prx1-Cre)^ in limb bud mesenchymal cells (driven by *Prx1-Cre*) both blocked perichondrial expression of Wnt5a and Crabp1, and simultaneously converted the metaphyseal/diaphyseal perichondrium of long bones (which usually develops into cortical bone) into articular perichondrium that expressed both Prg4 and Wif1. The ability of iCreb5-HA^(Prx1-Cre)^ to promote perichondrial cells to develop into articular chondrocyte progenitors, versus periosteal progenitors, may be a consequence of the repression of Runx2 expression in the perichondrium. In addition to promoting the formation of articular perichondrium at the expense of periosteum in *Prx1-Cre-iCreb5* mice, iCreb5-HA^(Prx1-Cre)^ -induced loss of Wnt5a expression in perichondrial cells correlates with the absence of both growth plates and longitudinal growth in the stylopod and zeugopod elements; a phenotype consistent with the necessity for Wnt5a to promote hypertrophic chondrocyte differentiation, growth plate formation and proliferation in the primary ossification center^36,37^. Thus, our findings suggest that expression of Creb5 in the articular perichondrium may both direct this tissue to give rise to articular cartilage (in a cell autonomous fashion); and by repressing the expression of Wnt5a in the articular perichondrium may block the formation of growth plate formation in the adjacent epiphyseal chondrocytes, which thus allows the formation of secondary ossification centers in the epiphyses.

While our work indicates that forced expression of iCreb5-HA^(Prx1-Cre)^ in the perichondrium represses that of Wnt5a and Crabp1 in this tissue, it is not clear whether the repression of Wnt5a/Crabp1 expression is either a direct effect of Creb5 or an indirect effect of one or more of the downstream genes induced by Creb5 in the articular perichondrium (diagrammed in Fig. 10d). It is possible that Creb5-dependent exclusion of Wnt5a expression from both the developing joint interzone and articular perichondrium may establish a region of competence for the “canonical” Wnt signaling pathway to promote joint formation, as this signaling pathway is inhibited by Wnt5a^64–66^. Indeed, while Wnt5a expression encroached into the perichondrium adjacent to the fused tibiofemoral cartilage element in Creb5^Δ9/Δ9^ mice; the few synovial joints that still formed in these animals (e.g., the ulnohumeral and mesopodial joints) continued to lack Wnt5a expression in their interzones (Supplementary Fig. 10), despite the absence of Creb5 function. Thus, the synovial joints which form in the absence of Creb5 do not require this transcription factor to repress Wnt5a expression in either their interzone or articular perichondrium. Taken together, our findings suggest that Creb5 maintains the competence for synovial joint formation by promoting the expression of both Wnt family members that stabilize β−catenin and Gdf5, which attenuates BMP signaling by BMPR1a^48^ (reviewed in ref. 49); while simultaneously blocking the expression of Wnt5a in the developing joint interzone.

We have found that maintained expression of Creb5 in postnatal articular cartilage is necessary to sustain appropriate zonal expression of both signaling molecules and Prg4 expression in this tissue; and is thus crucial to maintain the health of the synovial joint. In addition to decreased expression of Prg4 and Wif1 in articular cartilage, postnatal deletion of Creb5 in aggrecan-expressing cells resulted in a decreased number of Col10a1-expressing cells on the side of the secondary ossification center that is nearest the articular surface, premature endochondral ossification of cells in the anterior meniscus, and a loss of flat cells in the superficial zone of the articular cartilage. Thus, postnatal loss of Creb5 (in articular cartilage) affects both Creb5-expressing cells as well as tissues that lie adjacent to Creb5-expressing cells. These findings are consistent with our identification of Creb5 transcriptional target genes in bovine articular chondrocytes to include Wif1, Gdf10, Fat1, Fat4, EphA3, Hbegf (an EGFR-ligand) and Tgfbr1; suggesting that Creb5 coordinates several distinct signaling pathways to maintain the health of the articular cartilage. By inducing the expression of Wif1, we speculate that Creb5 may indirectly modulate the intensity of Wnt signaling in the synovial joint and the consequent endochondral ossification of periarticular tissues, which is driven by Wnt signaling (reviewed in ref. 67).

## Methods

### Vertebrate animals

All work with vertebrate animals was approved by the Harvard Medical School Institutional Animal Care and Use Committee (IACUC).

### Isolation and culture of bovine articular chondrocytes

The knee joints from 1–2 week old bovine calves were obtained from Research 87 (a local abattoir in Boylston, MA) directly after slaughter. The intact femoropatellar joint was isolated by transecting the femur and mounting the distal segment. The femoropatellar articular cartilage was then exposed by opening the joint capsule, severing the medial, lateral, and cruciate ligaments, and removing the tibia, patella, and surrounding tissue. During this entire process, the cartilage was kept moist and free of blood by frequent rinsing with sterile PBS supplemented with antibiotics (100 U/ml penicillin and 100 μg/ml streptomycin). An initial ~200–300 micron thick slice of superficial zone articular cartilage (SZC) was first harvested by scalpel. The next ~4 mm thick slice of middle zone cartilage tissue was then removed by scalpel and discarded. Finally, an 800 micron to 1 mm thick slice of deep zone articular cartilage (DZC) was then harvested by scalpel. All of the superficial zone slices from a given knee joint were placed in a 50 mL centrifuge tube filled with medium (DMEM with 10 mM HEPES, 0.1 mM nonessential amino acids, and additional 0.4 mM proline, 25 pg/ml ascorbate) and supplemented with 10% fetal bovine serum. Similarly, all deep zone slices from a given joint were placed in a separate tube filled with medium and serum. To isolate chondrocytes from the superficial and deep zone slices, deep zone cartilage shavings were chopped into pieces about 1 mm^3^. There was no need to chop superficial zone shavings as they are thin enough. Both superficial zone and chopped deep zone cartilage were digested in 10 ml of pronase (1 mg/ml) in DMEM with 1% penicillin & streptomycin for 1 h. Pronase was replaced by collagenase D (1 mg/ml) in DMEM with 1% penicillin & streptomycin and cartilage tissue was digested in the incubator at 37 degrees overnight. The next day, the dissociated cells were filtered through a 70 μm strainer, counted, pelleted for 5 min at 250 g and resuspended in DMEM/F12 plus 10% FBS. For lentivirus infection the cells were plated into a 6-well plate (2–3 million cells per well). 24 h after plating the medium was changed with new DMEM/F12 plus 10% FBS.

### Construction of lentivirus encoding WT or mutant Creb5

Total RNA (containing Creb5 transcripts) was isolated from bovine superficial zone articular chondrocytes using Trizol reagent (Life Technologies). cDNA was reverse transcribed using the oligo dT reverse transcription kit SuperScript® III First-Strand Synthesis System (Life Technologies, cat. no. 18080051). The bovine Creb5 open reading frame (508aa; see NM_001319882.1) was predicted by RNA-Seq of bovine superficial zone articular chondrocytes^18^. A 1524 bp cDNA fragment (encoding 508aa) was PCR amplified from bovine superficial zone articular chondrocyte cDNA using the Q5 High-Fidelity 2X Master Mix (NEB, cat. no. M0492S) and then cloned into the pCR®-Blunt vector (Life Technologies, Cat#: K270020). Using the pCR®-Blunt-bovine Creb5 as a template, a fragment of DNA encoding 3xHA tags was added onto the C-terminus of Creb5 (immediately before the stop codon). HA-tagged Creb5 was then cloned into a Gateway vector (pENTR-Creb5-HA) using the pENTR™/SD/D-TOPO® Cloning Kit (Life Technologies, Cat#: K2420-20). Creb5-HA was then transferred from pENTR-Creb5-HA into the pInducer20 (Addgene # 44012) lentivirus destination vector using Gateway LR Clonase (Thermo Fisher, cat. no. 11791020), to generate pInducer20-iCreb-HA. To generate lentivirus vectors encoding Creb5(Δ9)-HA, the DNA sequence corresponding to the 9^th^ exon of *Creb5* DNA was deleted from pENTR-Creb5-HA using the Q5® Site-Directed Mutagenesis Kit (NEB, Cat#: E0554S) following the manufacturer’s instructions. The sequence of either Creb5(WT)-HA or Creb5(Δ9)-HA (cloned into pENTR) were confirmed by sequencing; and both then cloned into the lentivirus destination vector pInducer20 using Gateway technology.

### Growth and purification of lentivirus

HEK293 cells were used to package lentivirus. HEK293 cells were plated in a 15-cm dish in 25 ml of DMEM/F12 (Invitrogen) supplemented with 10% heat-inactivated fetal bovine serum (Invitrogen) and Pen/Strep at 37 °C with 5% CO_2_. Transfection was performed when the cells were ~70–80% confluent. Lentiviral expression plasmid (6 μg), psPAX2 (4.5 μg, Addgene #2621), and pMD2.G VSVG (1.5 μg, Addgene #2622) plasmids were added into a sterile tube containing 500 μl of Opti-MEM® I (Invitrogen). In a separate tube, 36 μl of Fugene 6 was diluted into 500 μl of Opti-MEM I. The diluted Fugene 6 reagent was added drop-wise to the tube containing the DNA solution. The mixture was incubated for 15–25 min at room temperature to allow the DNA-Fugene 6 complex to form. The DNA-Fugene 6 complex was directly added to each tissue culture dish of HEK293 cells. After cells were cultured in a CO2 incubator at 37 °C for 12–24 h, the medium (containing the DNA-Fugene 6 complex) was replaced with 36 ml fresh DMEM/F12 medium supplemented with 10% heat-inactivated fetal bovine serum and penicillin-streptomycin. Cells were again placed in the CO2 incubator at 37 °C; and virus-containing culture medium was collected in sterile capped tubes at 48, 72 and 96 h post-transfection. Cell debris was removed by centrifugation at 500 × *g* for 10 min, and filtration through nylon low protein-binding filters (SLHP033RS, Millipore). Virus was concentrated by ultracentrifugation (employing a SW32 rotor at 106883 g for 2 h and 30 min at 4 °C) and stored at −80° C.

### Infection with lentivirus and RT-qPCR analysis

Newly isolated bovine superficial zone articular chondrocytes or deep zone articular chondrocytes were cultured for at least 2–3 days before infection. Ultracentrifuge-concentrated lentivirus was added into DMEM/F12 medium (with 10% FBS) containing 7.5 μg/ml DEAE-Dextran (to increase infection efficiency). In total, 24 h after infection, medium was replaced with new DMEM/F12 medium (with 10% FBS) containing either 0.8 μg/ml puromycin or 500 μg/ml G418, for selection. After selection (for either 5 days in puromycin or 11 days in G418) the cells were re-plated onto low attachment tissue culture plates (Corning #3471 or #3473) in DMEM/F12 medium (with 10% FBS), without either puromycin or G418. Chondrocytes were cultured in the presence of doxycycline, TGF-α and TGF-β2 as indicated in Supplementary Table 4. After 2–3 days culture, RNA was harvested using Trizol reagent and cDNA was synthesized using SuperScript™ III First-Strand Synthesis SuperMix (Invitrogen, Cat#: 11752-050) according to the manufacture’s guidelines. RT-qPCR primers were synthesized by Integrated DNA Technologies. RT-qPCR was performed in an Applied Biosystem 7500 Fast Real-Time PCR Machine. Each experiment was performed with 2–3 biological repeats and each RT-qPCR assay was performed with two technical repeats. Prism statistical software (GraphPad) was employed to analyze the data. Statistical analysis was performed using paired *t* tests. In RT-qPCR experiments, gene expression was normalized to that of *GAPDH*, as indicated. All RT-qPCR primers are listed in Supplementary Table 1.

### Chromatin IP (ChIP)-PCR analysis

Bovine deep zone articular chondrocytes infected with lentivirus encoding either doxycycline-inducible HA-tagged Creb5 (iCreb5-HA) or doxycycline-inducible HA-tagged Creb5(Δ9) (iCreb5(Δ9)-HA). The cells were cultured in ultra-low attachment tissue culture dishes (Corning, Cat#: 3471) for 2 days in DMEM/F12 supplemented with 10% FBS and TGF-α plus TGF-β2, in either the absence or presence of doxycycline (1 μg/ml). The chondrocytes were gently centrifuged (200 × *g*, 5 min), and digested with 0.25% Trypsin-EDTA (Thermo Fisher, Cat#: 25200056) at 37 °C for 7 min (until the tissue was dispersed into single cells). Trypsinization was stopped by adding 10x volume 10% FBS/DMEM. Digested single cells were fixed in 1% formaldehyde at room temperature for 20 min with shaking. Formaldehyde was quenched with 125 mM glycine on a shaking platform at room temperature for 10 min. Cells were then washed two times with cold PBS containing protease inhibitor cocktail (Roche) followed by lysis with 500 μl ChIP sonication buffer (0.5% SDS, 10 mM EDTA, 50 mM Tris-HCl pH 8.1). Chromatin (from ~5 million cells in 500 μl ChIP sonication buffer) was sonicated with a Covaris E220 Sonication Machine (PIP = 140, CBP = 200, DF = 5%, Avg Power = 7.0, 300 s each time, 6 times (Total 30 min). Debris was removed by spinning samples 8 min at 20,800 g at 4 °C. The chromatin was diluted with ChIP Dilution Buffer (1.1% TritonX-100, 1.2 mM EDTA, 16.7 mM Tris-HCL pH 8.1, 167 mM NaCl) up to 1500 ul in 1.5 ml eppendorf tube (DNA low bind tube). SDS concentration was adjusted to below 0.2% and TritonX-100 concentration was adjusted to 1%. Five micrograms of antibody (against the antigen of choice) was added to the chromatin and immunoprecipitated overnight at 4 °C. Protein A (15 μl) and Protein G (15 μl) beads were washed two times with ChIP Dilution Buffer and then added to the chromatin. The bead-chromatin complex was rotated at 4 °C for 2 h and then washed two times each with Low Salt Buffer (0.1% SDS, 1% TritonX-100, 2 mM EDTA, 20 mM Tris-HCl pH 8.1, 150 mM NaCl), High Salt Buffer (0.1% SDS, 1% TritonX-100, 2 mM EDTA, 20 mM Tris-HCl pH 8.1, 500 mM NaCl), Lithium Buffer (0.25 M LiCl, 1% IGEPAL CA630 (or NP-40), 1% Deoxycholic acid (Sodium Salt), 1 mM EDTA, 10 mM Tris pH8.1), and finally TE Buffer (10 mM Tris-HCl pH8.0, 1 mM EDTA). Chromatin-antibody complexes were eluted twice from beads using 100 μl of Elution Buffer (1% SDS, 0.1 M NaHCO3) by incubation at room temperature for 10 min. NaCl was added into the 200 μl elute to a final 370 mM concentration. Cross-linked chromatin was reversed at 65 °C with shaking overnight followed by adding RNase A (to a final concentration of 0.2 mg/ml) and incubating at 37 °C for 1 h to digest RNA; and then adding Proteinase K (to a final concentration of 0.1 mg/ml) and incubating at 55 °C for 1 h to digest protein. DNA fragments were purified using the PCR-purification kit with Min-Elute Columns (Qiagen) and analyzed using qPCR. For ChIP-qPCR quantitation, the level of immunoprecipitated DNA was normalized to that of the input DNA. Antibody employed for ChIP was rabbit anti-HA (Cell Signaling Technology; Cat# 3724S, 15 ul per ChIP). Primers employed to amplify the E1 enhancer of the bovine *Prg4* locus^18^ were Forward: aaaaacactctttgctgg; Reverse: agatggtaaattgcttgg.

### RNA-Seq following shRNA-knockdown of Creb5

Newly isolated bovine superficial zone articular chondrocytes were cultured (in DMEM/F12 plus 10% FBS) for 2 days before infection. Ultracentrifuge-concentrated shScramble (Addgene Plasmid #1864) or shCreb5 lentivirus^18^ was added into DMEM/F12 medium (with 10% FBS) containing 7.5 μg/ml DEAE-Dextran (to increase infection efficiency). Twenty-four hours after infection, medium was replaced with new DMEM/F12 medium (with 10% FBS) containing 0.8 μg/ml puromycin for selection. After puromycin selection for 5 days, shScramble or shCreb5 infected superficial zone articular chondrocytes were replated onto low attachment tissue culture plates (Corning #3471 or #3473) in DMEM/F12 medium (with 10% FBS) in either the presence of TGF-α (100 ng/ml) alone (condition A) or in the presence of both TGF-α (100 ng/ml) and TGF-β2 (20 ng/ml) (condition AB). After 2 days of culture in low attachment tissue culture plates, RNA from conditions A and AB were collected using Trizol reagent (Life Technologies). RNA was isolated from lentivirus infected superficial zone articular chondrocytes (that had been cultured under either condition A or condition AB) from 4 independently collected bovine knees. mRNA was purified and used to prepare the libraries using the KAPA mRNA HyperPrep Kits (Roche) following the manufacturer’s instructions. RNA quality and quantity were assessed on an Agilent TapeStation. In all 16 RNA-Seq samples (isolated from 4 different animals), 14 of 16 samples had an RNA integrity number in the 8.2–9.1 range, only 2 of 16 samples had an RNA integrity number in the 7–8 range (i.e., 7.1 and 7.7.). For RNA-Seq library preparations, mRNA was isolated using oligo-dT beads and the resulting mRNA was converted into cDNA. The cDNA libraries were prepared by adapter ligation and post-PCR cleanup. Single-end sequencing was performed using NextSeq 500 High-Output 75-cycle kit and NextSeq 500 Mid-Output 75-cycle kit on a NextSeq 500 System.

### Bioinformatics analysis of RNA-Seq libraries

The sequencing data were processed using the bcbio-nextgen pipeline (bcbio/bcbio-nextgen: v1.2.4 (v1.2.4). Zenodo. 10.5281/zenodo.4041990) with bovine reference genome UMD 3.1. The basic quality of the data was checked using FastQC^68^ and mapping metrics were assessed by aligning the reads to reference genome using STAR^69^. Transcript expression was quantified using Salmon^70^ and aggregated for gene-level counts using tximport^71^. Differentially expressed (DE) genes between treatment pairs were identified using DESeq2^72^ with FDR threshold of 0.05. Sample IDs of the bovine calves were included as a covariate in the linear model for DESeq2.

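Libraries of one calf resembled each other across the 4 combinations of shRNA and condition. The mean of its group was first subtracted from each gene's log2 CPM. Between libraries of the same calf, the correlation across 13372 genes then lay between 0.322 and 0.837. The median was 0.683 over 16 pairs that differed in shRNA or in condition, not in both. Between libraries of different calves in different groups, including those that differed in both, the median was -0.234 and the highest correlation 0.204. These are correlations across genes, which are not independent replicates. The subtraction makes the deviations of the 4 calves sum to 0 in each group. That alone pulls correlations between calves below 0, so the negative median is no evidence that calves differ. With the calf left out of the model, 170 genes in condition A and 190 in condition AB had an unadjusted p under 0.05, none passed an adjusted p of 0.05, and the adjusted p of CREB5 was 1 in condition A and 0.926 in condition AB. Its log2 fold change without the block was -0.53 in condition A and -0.96 in condition AB, against standard errors that then included the spread between calves.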

### Statistics and reproducibility

RNA-Seq was performed with quadruplet biological samples. RT-qPCR assays were performed with 2–3 independent biological repeats and each assay was performed with two technical repeats. Histological analyses, Fluorescent In-Situ Hybridization (FISH) and RNAScope FISH were each performed with tissues from at least 2-3 embryos/mice (with multiple serial sections of all tissues analyzed) for any given genotype and/or treatment. Representative images are displayed. GraphPad Prism 9 was employed for statistical analyses using two-tailed Student’s *t* test.

### Histological techniques

Whole mount Alcian Blue/Alizarin Red staining: after euthanization (by CO_2_), the skin of P0 mice was carefully removed. All the organs in the peritoneal and pleural cavities were removed with forceps. The tissue was fixed in 95% ethanol overnight at room temperature on a gentle rocker, followed by another overnight acetone incubation to remove fat. Tissue was washed with deionized water and then stained with Alcian Blue (0.3%, Sigma A5268)/Alizarin Red (0.1%, Sigma 5533) solution at 37 °C for 1 day; followed by incubation at room temperature for another 2 days. After the staining, the tissue was rinsed with deionized water and then put into 1% KOH. Soft tissue was removed by 2–3 days incubation in 1% KOH. The skeletons were then sequentially placed for at least 24 h (at room temperature) in each of the following solutions: 20% glycerol containing 1% KOH; 50% glycerol containing 1% KOH; 80% glycerol containing 1% KOH, and stored in 80% glycerol at room temperature.

Safranin O/Fast Green: forelimbs and hindlimbs were dissected and fixed in 4% paraformaldehyde (in PBS) overnight at 4° C, and decalcified in 14% EDTA overnight at 4° C. The tissues were subsequently washed with PBS on ice for 10 min, and then incubated at room temperature for 10 min in each of the following solutions: ETOH (25%) in PBS; ETOH (50%) in PBS; ETOH (75%) in PBS; 100% ETOH. After dehydration, the tissues were placed into the following solutions: 100% xylene (30 min at room temperature); 100% xylene (30 min at room temperature); 50% xylene/50% paraffin (15 min at 60° C); 100% paraffin (overnight at 60° C). Tissues were embedded in paraffin and sections were cut at 6 μm thickness using a microtome. Safranin O/Fast Green staining was performed following the protocol from the University of Rochester Medical Center (https://www.urmc.rochester.edu/musculoskeletal-research/core-services/histology/protocols.aspx).

Von Kossa staining: Von Kossa staining was performed on undecalcified cryosections using a silver plating kit (EMD Millipore, Cat. 100362) per manufacturer’s instructions. Forelimbs or hindlimbs were dissected and fixed in 4% paraformaldehyde at 4 °C overnight. Tissues were embedded in OCT and frozen sections were cut at 20 μm using a cryostat. After Von Kossa staining, a counterstain was performed with nuclear fast red solution followed by Alcian Blue solution.

### Western blots

Bovine deep zone articular chondrocytes or mouse limbs were collected and lysed in Lysis Buffer (containing 50 mM Tris^.^ HCl, pH 7.4, 1% NP-40, 0.5% Sodium deoxycholate, 1% SDS, 150 mM NaCl, 2 mM EDTA, 50 mM NaF, protease inhibitor cocktail (Roche)). The cell lysate were incubated on ice for 15 min, and centrifuged at 3000 × *g*, at 4 °C to remove cell debris. Protein concentration was measured with a Bio-Rad Protein Assay Kit (BIO-RAD, Cat#: 500-0006). The protein was denatured at 70 °C for 10 min with LDS Sample Buffer (Invitrogen, Cat#: NP0007) and Sample Reducing Agent (Invitrogen, Cat#: NP0009). General SDS-PAGE processing procedures were followed. The blots were visualized by the enhanced chemiluminescence detection method, employing the Pierce ECL Western Blotting Substrate (Pierce, Cat#: 32106). All primary antibodies used for Western blots are listed in Supplementary Table 2.

### Immunohistochemical analysis

Mouse limbs were dissected and fixed in 4% paraformaldehyde (in PBS) at 4 °C overnight, washed with PBS, and incubated in 30% sucrose at 4 °C overnight. Tissues were embedded in OCT and frozen sections were cut at 12 μm using a cryostat. Any non-specific binding of primary antibodies was blocked by incubation with PBS containing 0.2% Tween-20 and 5% non-immune goat serum for 1 h at room temperature. Primary antibody incubation was carried out at 4 °C overnight with a rabbit polyclonal antibody to Creb5 (PA5-65593, Thermo Fisher, 1:100), a rat monoclonal antibody to the HA epitope (11867423001, Sigma, 1:100), a rabbit antibody to the HA epitope (3724S, Cell Signaling Technology, 1:200), a rabbit antibody to phospho-Smad2 (Ser465/Ser467) (18338S, Cell Signaling Technology, 1:50) or a rabbit polyclonal antibody to Sox9 (AB5535, EMD Millipore, 1:100). After washing in PBST (3 × 15 min at room temperature), sections were incubated with Alexa Fluor 488 or 594 conjugated secondary antibodies (Thermo Fisher, 1:250) for 1 h at room temperature. 4,6-diamidino-2-phenylindole (DAPI; 1 μg/ml) was included with the secondary antibodies to stain DNA. Slides were washed in PBST (3 × 15 min at room temperature) and mounted under a coverslip with Aqua-mount (13800; Lerner Labs). Images were taken at the Nikon Imaging Center at Harvard Medical School. All antibodies employed for immunohistochemistry are listed in Supplementary Table 3.

### In situ hybridization analysis

Digoxigenin (DIG) or fluorescein labeled RNA probes were made using the DIG RNA labeling kit (Roche, Cat. 11175025910) or fluorescein RNA labeling kit (Roche, cat. no. 11685619910), respectively, per manufacturer’s protocol. T7 RNA polymerase (Roche, cat. no. 10881767001), T3 RNA polymerase (Roche, cat. no. 11031171001) or SP6 RNA polymerase (Roche, cat. no. 10810274001) were employed to generate RNA, depending on the particular RNA probe. Target sequence (sense strand) of in situ hybridization probes listed in Supplementary Table 5. After DNase I treatment and precipitation, RNA probes were dissolved in 40 μl RNAse-free water. Forelimbs or hindlimbs were dissected and fixed in 4% paraformaldehyde (made with DEPC-treated PBS) at 4 °C overnight, washed with PBS, and incubated in 30% sucrose (made with DEPC-treated H2O) at 4 °C overnight. Tissues were embedded in OCT and frozen sections were cut at 20 μm using a cryostat. Sections were fixed again with 4% paraformaldehyde (made with DEPC-treated PBS) at room temperature for 5 min, washed twice (5 min each at room temperature) with PBS containing 0.1% Tween 20 (PBST). The sections were digested with Proteinase K (4 μg/ml in PBS) at room temperature for 8–20 min (depending on the RNA probe), washed twice with PBST (5 min each) and fixed again with 4% paraformaldehyde (in PBS) at room temperature for 5 min. After washing twice with PBST (5 min each, at room temperature), sections were acetylated for 10 min (at room temperature) in a solution containing 0.25% acetic anhydride and 0.1 M triethanolamine (in DEPC-treated H2O). After washing twice with PBST (5 min each, at room temperature) the slides were rinsed in DEPC-treated H2O, and then air dried. The RNA probe was diluted to 100 ng/ml in a 200 μl volume of hybridization solution (10 mM Tris–HCl (pH 7.5), 600 mM NaCl, 1 mM EDTA, 0.25 % SDS, 10 % dextran sulfate, 1x Denhardt’s solution, 200 μg/ml yeast tRNA, 50% formamide), and heated at 95 °C for 5 min before adding to the slide. Hybridization was performed at either 65 °C or 70 °C overnight, and washed according to the protocol outlined in ref. 73. After hybridization, washes, and blocking endogenous peroxidase activity, the slides were blocked with 10% heat-inactivated goat serum at room temperature for 1 h. Anti-DIG-POD antibody (1:100 dilute, Anti-Digoxigenin-POD, Fab fragment, 11207733910, Roche) or Anti-Fluorescein-POD antibody (1:100, Anti-Fluorescein-POD, Fab fragments, 11426346910, Roche) was added and the slides were incubated at 4 °C overnight. After washing in TNT Buffer (100 mM Tris–HCl pH 7.5, 150 mM NaCl, 0.05% Tween20), the biotin (1:100) amplification reagent (TSA Biotin Kit, NEL749A001KT) or Fluorescein (1:100) amplification reagent (TSA plus Cyanine 3/ Fluorescein System, NEL753001KT) was applied and slides incubated 20 min at room temperature to develop the signal. Biotin signal was further detected by Streptavidin Secondary Alexa 594 dyes. Slides were washed in TNT Buffer (3 × 10 min at room temperature), rinsed in H2O, and mounted under a coverslip with Aqua-mount (13800; Lerner Labs).

### Multiplex RNAscope FISH

For RNAscope (Advanced Cell Diagnostics) analyses, tissues were first fixed in 4% paraformaldehyde (made with DEPC-treated PBS) at 4 °C overnight, washed with PBS, and incubated in 30% sucrose (made with DEPC-treated H2O) at 4 °C overnight, then embedded in OCT and frozen sections were cut at 20 μm using a cryostat as described above. All the protocols were performed exactly following the manufacturer’s instructions (RNAscope® Multiplex Fluorescent V2 Assay). The following probes were used: Mm-Col2a1 (Cat# 407221-C4), Mm-Creb5 (Cat# 572891-C3), Mm-Gdf5 (Cat# 407211), Mm-Wnt5a (Cat# 316791-C2), Mm-Wif1 (Cat# 412361-C1), Mm-Ctgf (Cat# 314541-C1), Mm-Wnt4 (Cat# 401101-C1), Mm-Wnt9a (Cat# 405081-C1), Mm-Wnt11 (Cat# 405021-C1), Mm-Fat4 (Cat# 447511-C1), Mm-Col10a1 (Cat# 426181-C1), Mm-Prg4 (Cat# 437661-C3), Mm-Crabp1(Cat# 474711), and Mm-Msx1 (Cat# 421841-C2).

### Quantitation of flat cells in the articular cartilage

We mated *Creb5*^*flox9/flox9*^ mice with *Aggrecan1*^*tm(IRES-CreERT2*^*;Creb5*^*flox9/flox9*^ mice to generate litters containing both *Aggrecan1*^*tm(IRES-CreERT2)*^*; Creb5*^*flox9/flox9*^ mice or *Creb5*^*flox9/flox9*^ control mice (which lack the CreERt2 driver allele). Tamoxifen was repeatedly administered to these litters at postnatal days 1–11, to specifically delete exon 9 of *Creb5*^*flox9/flox9*^ in postnatal stage articular chondrocytes. Following sacrifice at P30, the knees of these animals were fixed, processed, paraffin-embedded, and sectioned. The location and morphology of Col2a1-expressing cells in the articular cartilage was assayed by RNAScope analysis. To quantitate the number of flat cells in the superficial zone of the articular cartilage, we counted (in a double-blinded fashion) the number of flat cells present in the superficial most top two layers of cells, normalized to the length of the measured articular cartilage surface.

### Generation of *Creb5*^*Δ9/+*^ mice

We employed CRISPR/Cas9 technology^74,75^ to generate the *Creb5*^*Δ9*^ allele, which encodes a mutant form of Creb5 that lacks an intact basic-leucine zipper DNA binding domain of this protein. Guide RNAs (gRNAs) to guide Cas9 to introns that flank the 9th exon of *Creb5* (~200 nucleotides upstream and downstream of the 9th exon) were designed following the instructions at (http://crispr.mit.edu/). To identify gRNAs that efficiently directed Cas9 cutting within the *Creb5* gene, we designed three gRNAs to sequences in each intron that flanks the 9th exon of *Creb5*. gRNAs were cloned into px459 (Addgene # 62988) and transfected into NIH3T3 cells. After puromycin selection of transfected NIH3T3 cells, the T7 endonuclease I (T7E1) assay was performed to test the gRNA cutting efficiency. The gRNAs with the highest cutting efficiency in each flanking intron were chosen and synthesized (Synthego, CAUUUGGAGAAUCCUAGUGG—Modified, and UUGGUCCCUAAUUAUAGAUG—Modified). Cas9 protein was purchased from PBA Bio (cat. no. CP01-50). Guide RNAs plus Cas9 protein were injected into C57BL/6 one cell mice embryos^74,75^ by the Genome Modification Facility at Harvard University. Of 33 pups that were born, four animals contained an allele of *Creb5* that had undergone non-homologous end-joining following Cas9 cutting, and thus had deleted the 9th exon. One (mouse #8) of these four animals was mated to C57/BL6 mice to generate the *Creb5*^*Δ9/+*^ mouse line. The following primers were used for genotyping, F3: CCCATTTGCAGTCTGTAG; R3: GATGTTCCTAGCTAAGCC. The 700 bp PCR amplicon (employing these primers) was generated from founder mouse #8 genomic DNA. Sequence analysis of this amplicon derived from genomic DNA revealed that exon 9 was deleted in the *Creb5*^*Δ9*^ allele (Supplementary Fig. 1a, b). Consistent with loss of exon 9 in the *Creb5*^*Δ9*^ allele, sequencing of the Creb5 cDNA (derived from brain tissue of either adult *WT* or adult *Creb5*^*Δ9/+*^ mice) with primers located in *Creb5* exon 8 (Exon 8F:ACATGATGGAGATGATGGGCTC) and in *Creb5* exon 11 (Exon 11R:GTGTTGGATAACTTGCTGCTGA) indicated that exon 8 is directly spliced (in frame) to exon 10 in the *Creb5*^*Δ9*^ mRNA (Supplementary Fig. 1c, d). Deletion of exon 9 is predicted to yield an in-frame mutant Creb5 protein, that specifically lacks 76 amino acids that encode a critical part of the bZIP domain of Creb5 and is necessary for direct interaction of Creb5 with DNA targets, such as the E1 enhancer that drives Prg4 expression (Supplementary Fig. 1f).

### Generation of *Creb5*^*flox9/flox9*^ mice

We employed CRISPR/Cas9 technology plus a long single strand DNA donor as a recombination template to generate the *Creb5* ^*flox9/+*^ mouse line. The same gRNAs with the highest cutting efficiency in the flanking introns of exon 9 of *Creb5* (employed to generate the *Creb5*^*Δ9/+*^ mouse line) were also employed to generate the *Creb5* ^*flox9/+*^ mouse line (Synthego, CAUUUGGAGAAUCCUAGUGG—Modified, and UUGGUCCCUAAUUAUAGAUG—Modified). A 1369-base single strand DNA donor containing a floxed version of exon 9 of *Creb5*, flanked leftward (by 270 base) and rightward (by 270 base) homologous arms, was synthesized by Integrated DNA Technologies. Guide RNAs, the 1369-base single strand DNA donor, and Cas9 protein (PBA Bio, Cat# CP01-50) were injected into C57BL/6 one cell mice embryos^74,75^ by the Genome Modification Facility at Harvard University. The same primers used for genotyping the *Creb5*^*Δ9/+*^ mice were also used to identify the *Creb5* ^*flox9/+*^ mice; F3: CCCATTTGCAGTCTGTAG; R3: GATGTTCCTAGCTAAGCC. Both F3 and R3 primers lie outside the left and right homologous arms that were present in the 1369- base single strand DNA donor. F3 and R3 amplify a 1420 bp amplicon from the wildtype *Creb5* genomic locus. In contrast, after introduction of LoxP sites flanking exon 9 of *Creb5*, F3 and R3 primers amplify a 1500 bp amplicon containing left and right homologous arms, two loxP sites and exon 9 of *Creb5*. The 1500 bp genomic fragment amplified with F3 and R3 primers from founder mouse #3 genomic DNA (Supplementary Fig. 9a, b) was ligated into a PCR-Blunt vector (Invitrogen), and the whole fragment was sequenced by Genewiz (Supplementary Table 6). Germline transmission was achieved by crossing the #3 mouse with a C57BL/6 mouse. The following primers were used for subsequent genotyping of the left loxP site and the right loxP site, F1: AAGGCTCTTCTGGAGGAG; R1: CCTGCAGGACATTTGGAG; and F2: CTGGCTCTCTGTTTCCTC; R2: GTTCCTAGCTAAGCCACC.

### Conditional deletion of Creb5 in postnatal articular cartilage

A*n Aggrecan1*^*tm(IRES-CreERT2)*^*; Creb5*^*flox9/flox9*^ male mouse was mated to a *Creb5*^*flox9/flox9*^ female mouse to generate litters containing progeny that were either *Aggrecan1*^*tm(IRES-CreERT2)*^*; Creb5*^*flox9/flox9*^ mice or *Creb5*^*flox9/flox9*^ mice (which lack the CreERt2 driver allele). Tamoxifen was repeatedly administered to these litters at postnatal days 1–11, to specifically delete Creb5 in postnatal stage articular chondrocytes. Tamoxifen (Sigma, T5648) was dissolved in corn oil at either a concentration of 2 mg/ml or 4 mg/ml. Before postnatal day 7; 50 microliters of 2 mg/ml tamoxifen were used for intragastric injection (delivered on postnatal days 1, 3, 5). After postnatal day 7; 50 microliters of 4 mg/ml tamoxifen were used for intraperitoneal injection (delivered on postnatal days 7, 9, 11).

### Generation of *Rosa26*^*iCreb5-HA*^ mice

*Rosa26*^*CAGS-LoxStopLox-Creb5-HA/GFP*^ mice (*Rosa26*^*iCreb5-HA*^ mice) were generated following the protocol outlined in ref. 76. The bovine Creb5-HA cDNA was transferred from pENTR-Creb5-HA into the pR26 CAG/GFP Dest destination vector (Addgene # 74281) using Gateway LR Clonase (Thermo Fisher, cat. no. 11791020) to generate the pR26 CAG/LoxStopLox/Creb5-HA-iresGFP targeting vector. The sgRosa26-1 (gRNA) was synthesized (Synthego) and Cas9 protein was purchased from PBA Bio (cat. no. CP01-50). The pR26 CAG/LoxStopLox/Creb5-HA-iresGFP targeting vector and sgRosa26-1 plus Cas9 protein were injected into C57/BL6 one cell mice embryos^74,75^ by the Genome Modification Facility at Harvard University. Of 61 pups that were born, 15 animals contained CAG/LoxStopLox/Creb5-HA-iresGFP which had underwent homologous recombination into the *Rosa 26* locus. One of the 15 mice (mouse #11) was mated to C57/BL6 mice to generate the *Rosa26*^*CAGS-LoxStopLox-Creb5HA-ires-GFP*^ mice line (termed *Rosa26*^*iCreb5-HA*^ mice). Either R26F3 and SAR primers^76^ or Creb5F (AGGCGGCGGAAATTTCTG) and Creb5R (CATGGCTGTTATGGGGCA) primers were used for genotyping (diagram of the *Rosa26*^*iCreb5-HA*^ allele is displayed in Supplementary Fig. 4a).

### Generation of *Wnt5a*^*Δexon2/Δexon2*^ mice

*Wnt5a*^*Δexon2/+*^ mice were generated by crossing a male *Wnt5a*^*flox-exon2/flox-exon2*^ mouse^77^ (purchased from The Jackson Laboratory, Stock No: 026626) with a female EIIa-cre mouse (purchased from The Jackson Laboratory, Stock No: 003724). The germline deletion of the floxed exon 2 of the *Wnt5a* allele was confirmed by PCR in EIIa-cre negative offspring using the following primers: F: GGTGAGGGACTGGAAGTT and R: TGCTTCAGACACTGTGGC. The lengths of the PCR products for the wildtype *Wnt5a* allele and the *Wnt5a*^*Δexon2*^ allele (after deletion of exon 2) are 832 bp and 330 bp, respectively. *Wnt5a*^*Δexon2/+*^ males were crossed with *Wnt5a*^*Δexon2/+*^ females to generate litters containing both *Wnt5a*^*Δexon2*/*Δexon2*^ embryos and control embryos (which were either *Wnt5a*^*Δexon2/+*^ *or Wnt5a*^*+/+*^). The sequence of the 330 bp PCR product that identifies the *Wnt5a*^*Δexon2*^ allele is (primer to primer): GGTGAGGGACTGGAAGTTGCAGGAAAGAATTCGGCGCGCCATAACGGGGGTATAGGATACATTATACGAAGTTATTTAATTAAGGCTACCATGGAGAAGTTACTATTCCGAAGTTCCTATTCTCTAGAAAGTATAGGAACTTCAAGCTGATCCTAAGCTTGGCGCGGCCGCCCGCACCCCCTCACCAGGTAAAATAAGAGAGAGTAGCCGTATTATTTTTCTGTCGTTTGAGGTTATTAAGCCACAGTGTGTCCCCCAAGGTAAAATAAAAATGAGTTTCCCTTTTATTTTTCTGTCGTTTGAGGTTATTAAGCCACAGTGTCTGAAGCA.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplemental Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Reporting Summary

## Data Availability

All primary RNA-Seq data sets generated and analyzed during the current study are available in the GEO repository with accession number GSE181883. All data and materials used in the analysis will be made available to any researcher for purposes of reproducing or extending the analysis Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Creb5 coordinates synovial joint formation with the genesis of articular cartilage
**Source:** Nat Commun. 2022 Nov 26;13:7295. doi: 10.1038/s41467-022-35010-0
**Supplement:** Supplementary file 1 — Supplemental Information

**Supplementary Materials for:**

**"Creb5 coordinates synovial joint formation with the genesis of articular cartilage"**

**Authors:** Cheng-Hai Zhang, Yao Gao, Han-Hwa Hung, Zhu Zhuo, Alan J. Grodzinsky and Andrew B. Lassar

**List of Supplementary Materials:**

Supplementary Figs. 1-11

Supplementary Tables 1-6

# Supplementary Figure 1

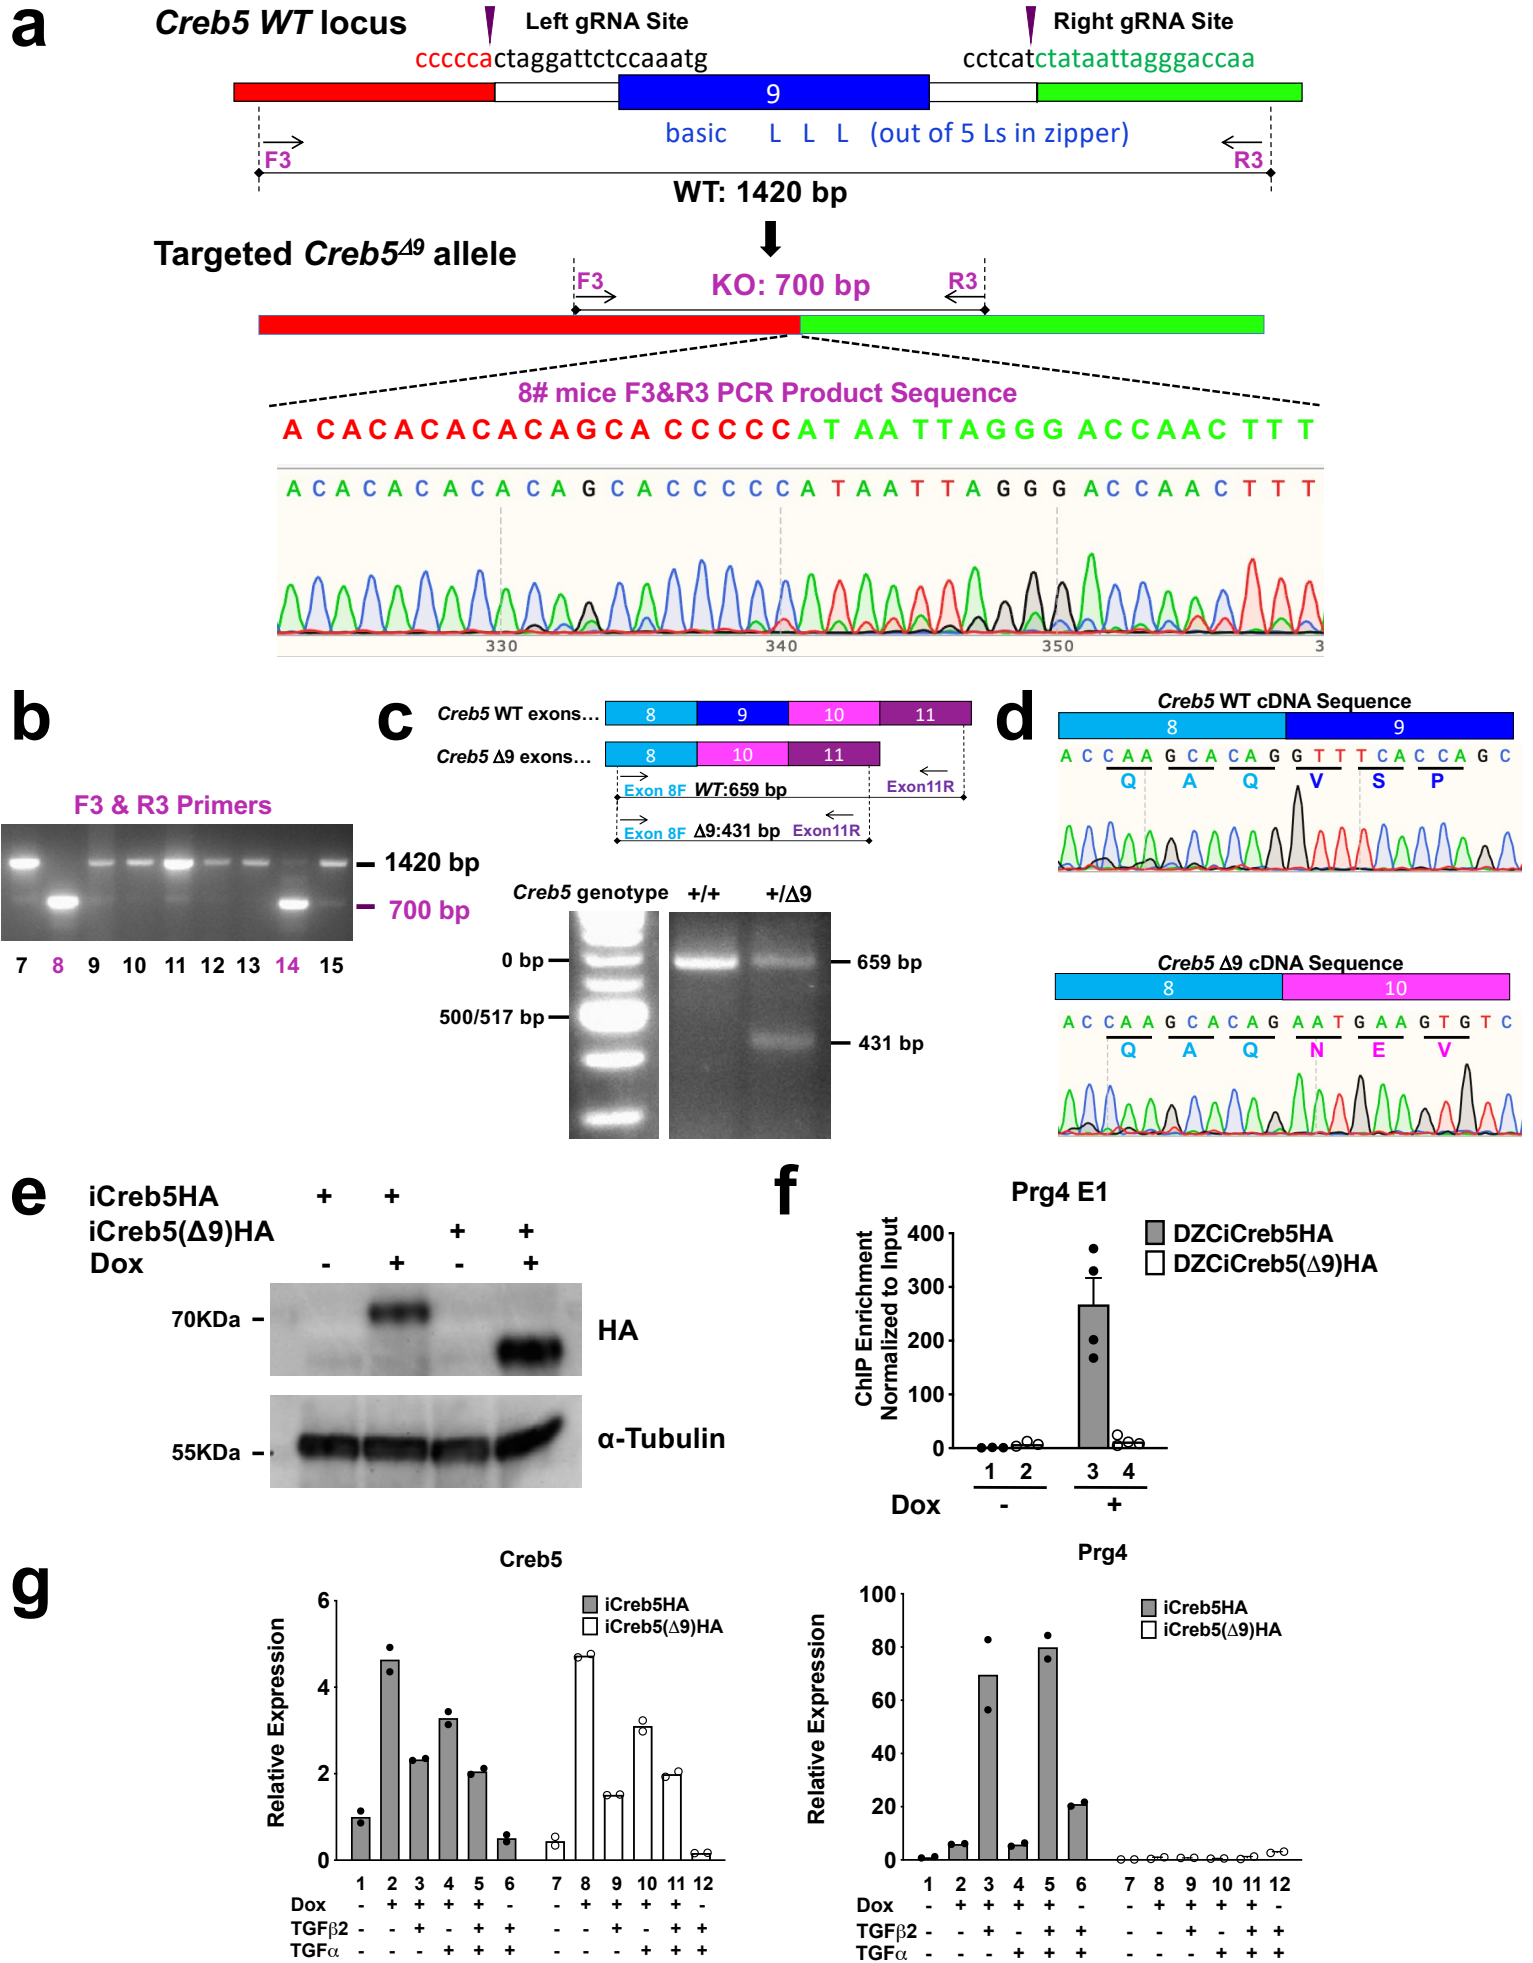

**Supplementary Fig 1. Generation of the *Creb5*<sup>Δ9</sup> allele, which lacks an intact DNA binding domain.** (a) WT *Creb5* exon9 (blue) and flanking intron sequences depicted with targeting CRISPR guide RNAs. The targeted allele following non-homologous end-joining is depicted and the sequence of the junction in the new chimeric intron that now lies between exon 8 and exon 10 of the *Creb5*<sup>Δ9</sup> allele is displayed (derived from mouse 8). A 700bp PCR amplicon was generated from founder mouse #8 genomic DNA. Sequence analysis of this amplicon derived from genomic DNA revealed that exon 9 was deleted in the *Creb5*<sup>Δ9</sup> allele. (b) Diagnostic PCRs of tail DNA from some of the founder pups born after Cas9 and gRNA injection into one cell embryos is displayed. 33 founder pups derived from these injected embryos were genotyped. Founder mice 8 and 14 contain a *Creb5* allele that has deleted the *Creb5* 9<sup>th</sup> exon. (c-d) Consistent with loss of exon 9 in the *Creb5*<sup>Δ9</sup> allele, RT-PCR of the *Creb5* cDNA (derived from the brain tissue of either adult WT or adult *Creb5*<sup>Δ9/+</sup> mice) with primers located in *Creb5* exons 8 and 11 indicated that exon 8 is directly spliced (in frame) to exon 10 in the *Creb5*<sup>Δ9</sup> mRNA. Deletion of exon 9 is predicted to yield an in-frame mutant *Creb5* protein, that specifically lacks 76 amino acids that encode a critical part of the bZIP domain of *Creb5* and is necessary for direct interaction of *Creb5* with DNA targets. (e-f) Bovine deep zone articular chondrocytes (DZCs) were infected with lentivirus encoding either doxycycline-inducible HA-tagged *Creb5* (i*Creb5*-HA) or doxycycline-inducible HA-tagged *Creb5*(Δ9) (i*Creb5*(Δ9)-HA). The cells were cultured in medium containing both TGF-α plus TGF-β2 in either the absence or presence of doxycycline, as indicated. (e) Western analysis displays relative expression of i*Creb5*-HA and i*Creb5*(Δ9)-HA in the infected DZCs. (f) Chromatin-Immunoprecipitation (ChIP)-PCR evaluating i*Creb5*-HA or i*Creb5*(Δ9)-HA occupancy on the E1 enhancer/ATAC-Seq peak<sup>18</sup> in the bovine *Prg4* locus is displayed. A representative ChIP-PCR is displayed. Similar results were obtained in a total of n=3 independent biological repeats. Technical repeats of the PCR analysis of one such experiment are displayed in

the graph. (g) Gene expression was assayed by RT-qPCR in bovine DZCs programmed to express either iCreb5-HA or iCreb5( $\Delta$ 9)-HA and cultured in doxycycline, TGF $\alpha$  and TGF $\beta$ , as indicated. Similar results were obtained in a total of n=3 independent biological repeats. Technical repeats of the PCR analysis are displayed in the graph.

## Supplementary Figure 2

**a**

***Creb5*<sup>+/+</sup>**

***Creb5*<sup>Δ9/Δ9</sup>**

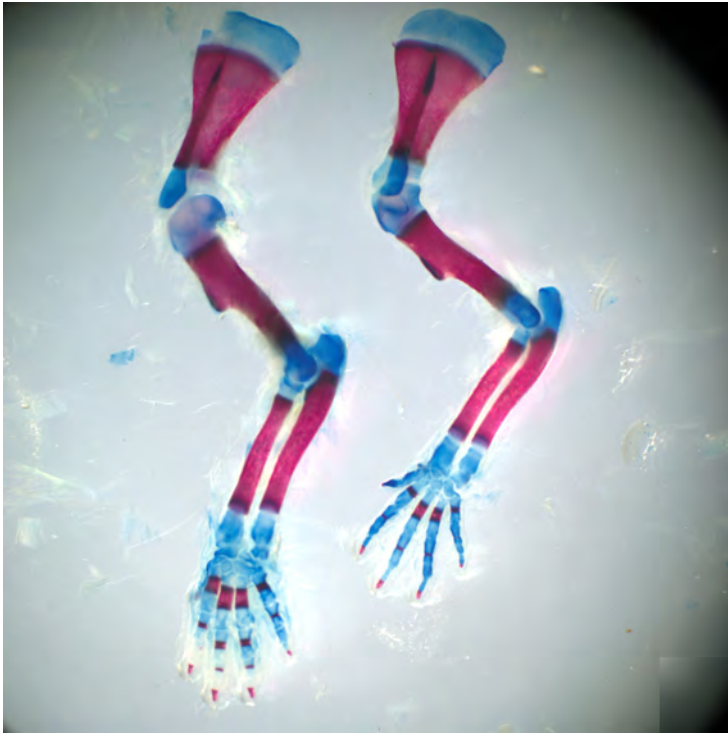

**P0 Forelimbs**

***Creb5*<sup>+/+</sup>**

***Creb5*<sup>Δ9/Δ9</sup>**

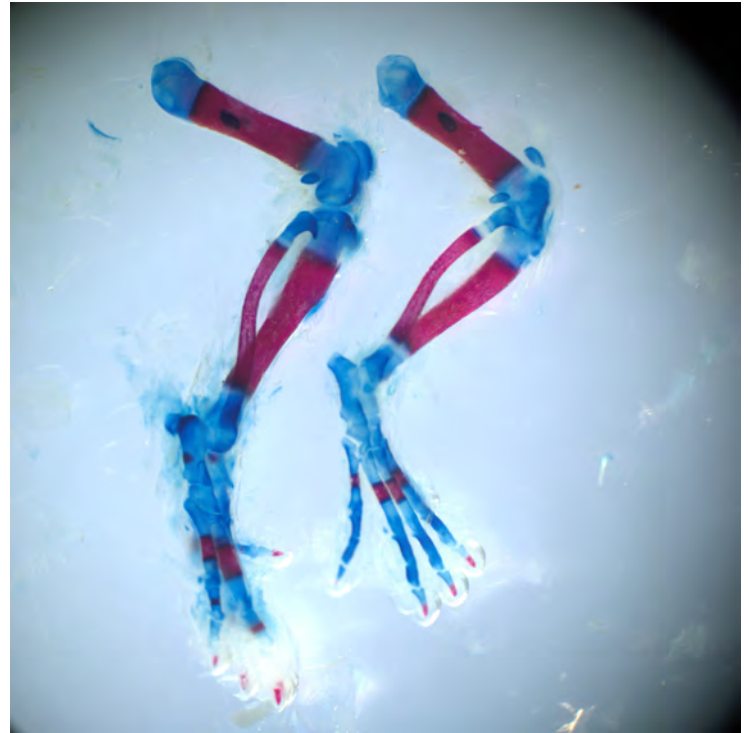

**P0 Hindlimbs**

**b**

**PO Hindlimb bones  
total length**

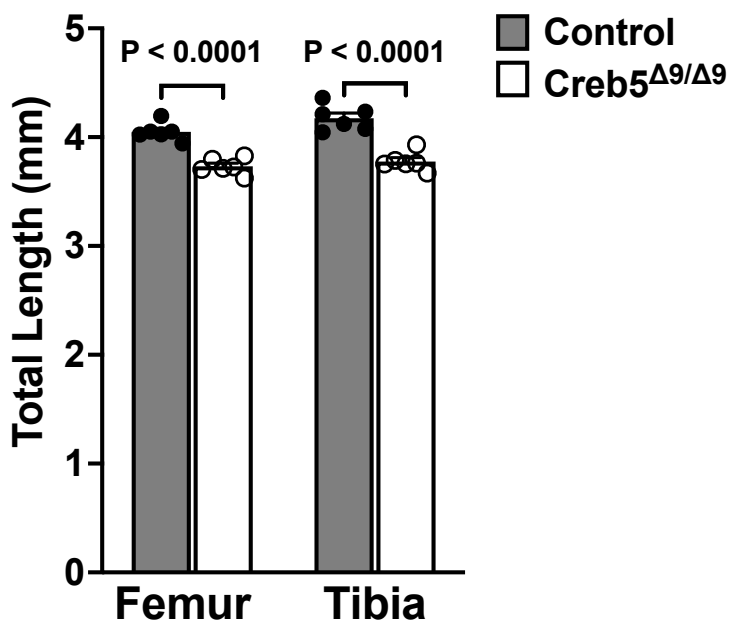

**PO Hindlimb bones  
mineralized zone length**

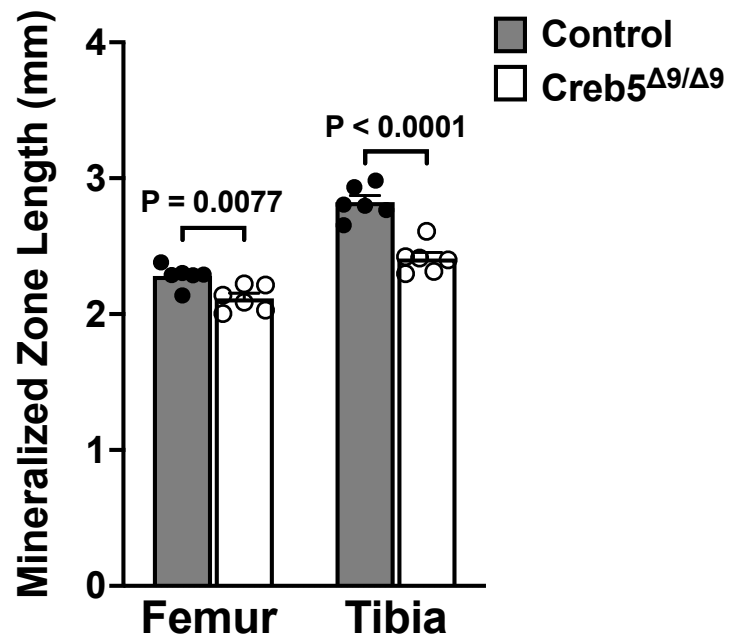

**Supplementary Fig 2. Creb5-deficient Po mice display shorter long bones than WT littermates.** (a) Whole mount Alcian Blue/Alizarin Red staining of the appendicular skeleton of Po *Creb5*<sup>Δ9/Δ9</sup> mice or their WT littermates. (b) Quantitation of either the total length or length of the mineralized region of the femur and tibia of either Po *Creb5*<sup>Δ9/Δ9</sup> mice or their control littermates (which are either *Creb5*<sup>+/-Δ9</sup> or *Creb5*<sup>+/+</sup>). Each point represents a hindlimb of a different mouse (n=6). Statistical analysis was a two-sided test without adjustments. P values are indicated and error bar indicates standard error of the mean. Similar results were obtained in n=6 independent biological repeats.

# Supplementary Figure 3

**a**

**P0 Shoulder**

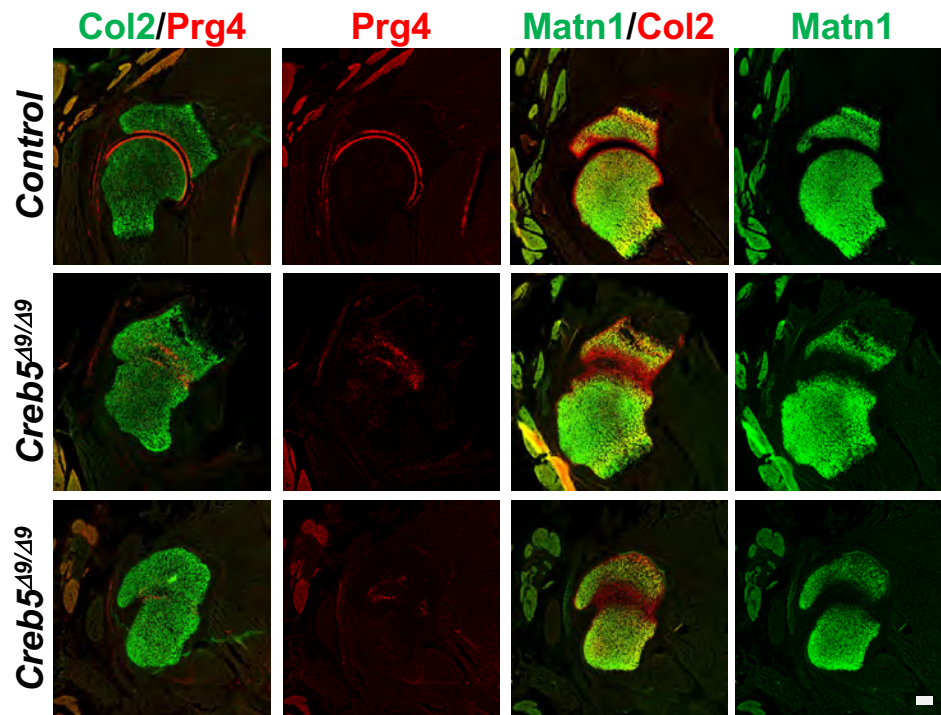

**b**

**P0 Hip**

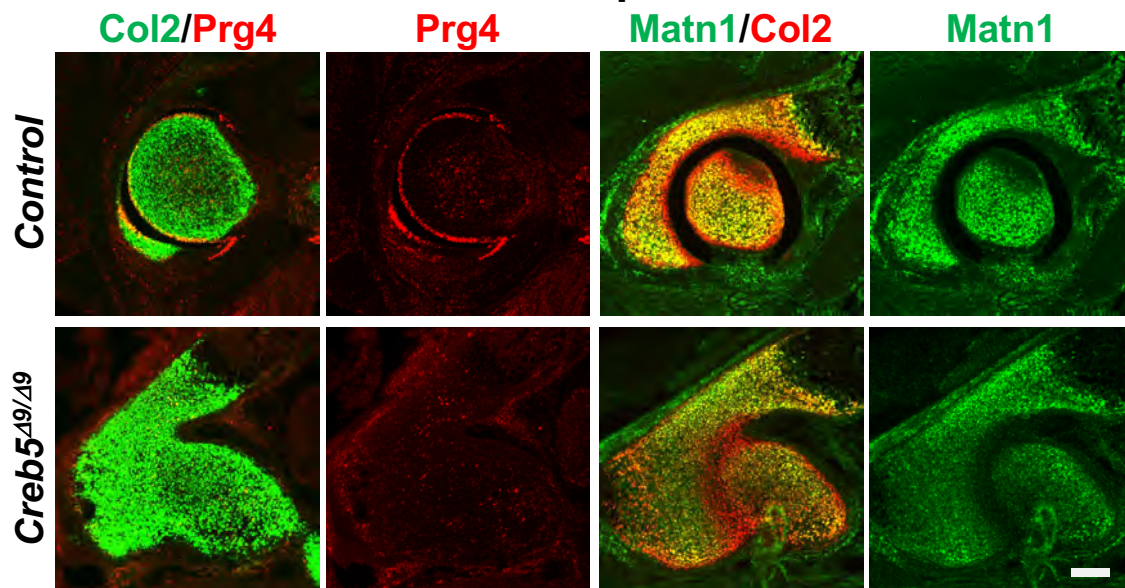

**c**

**P0 forelimb autopod**

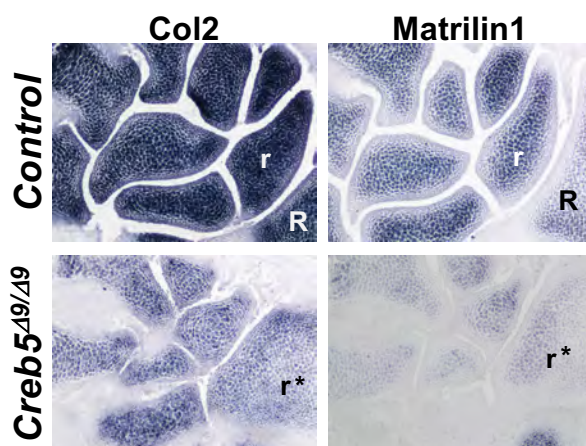

**P0 hindlimb autopod**

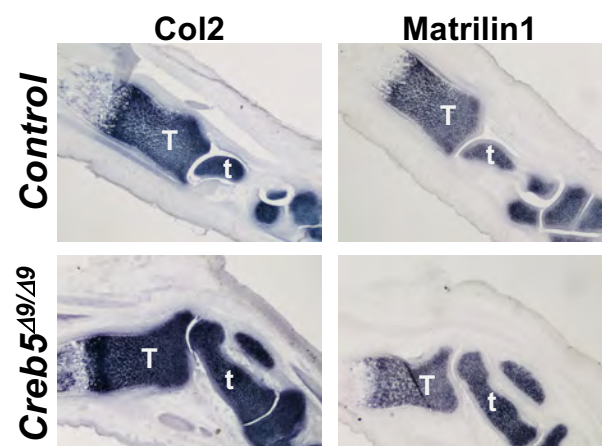

**Supplementary Fig 3. Creb5 is necessary for the proper formation of shoulder and hip joints.** Gene expression assayed by FISH in serial sections of either the shoulder (a), the hip (b), or the autopods (c) from either a Po *Creb5* <sup>$\Delta 9/\Delta 9$</sup>  mouse or a control littermate. While the shoulder, hip, elbow, knee, radiocarpal, ulnocarpal, metacarpophalangeal, metatarsophalangeal, and interphalangeal joints all show defects in their formation, many (but not all) mesopodial joints form in Po *Creb5* <sup>$\Delta 9/\Delta 9$</sup>  mice but are not as fully separated from one another as in control littermates. Radius (R), radial element (r), radial element fusion (r\*) to both other carpal elements and radius, tibia (T) and talus (t) are indicated. Similar results were obtained in 3 (a, c) or 1 (b) independent biological repeats. Scale bar equals 200 microns.

# Supplementary Figure 4

**a**

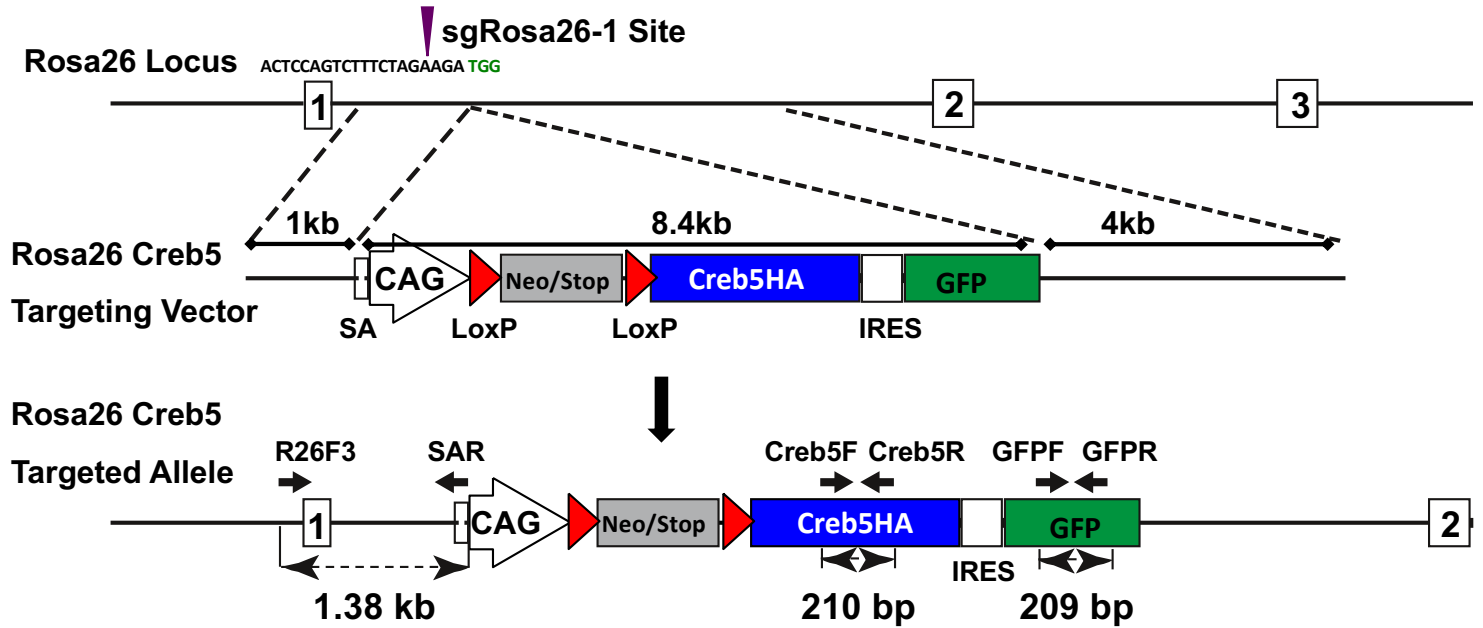

**b**

**Bt-Creb5-HA Primers**

5 6 7 8 9 10 11

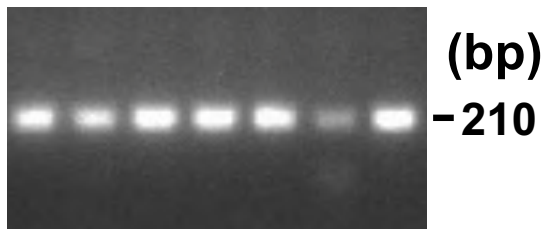

**R26F3 and SAR Primers**

M 5 7 8 9 11

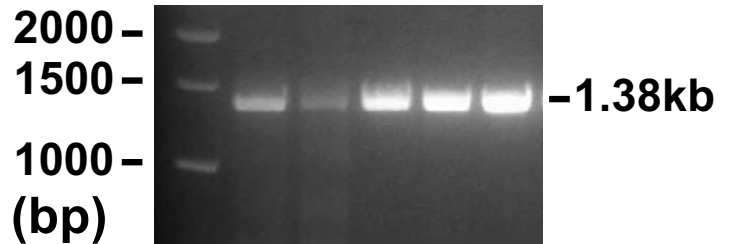

**c**

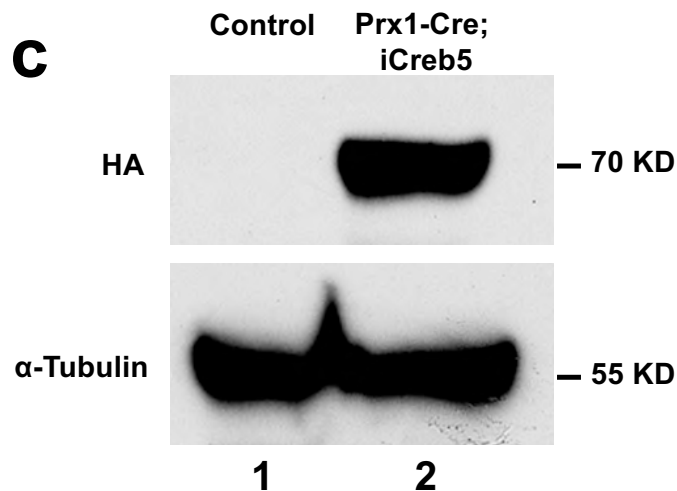

**Supplementary Fig 4. Generation of *Prx1-Cre-iCreb5* mice.** (a) WT *Rosa26* locus depicted with Cas9 sgRosa26-1 guide RNA; the Rosa26-iCreb5 targeting vector containing a CAG promoter, a loxP-flanked transcriptional termination cassette (LoxP-Neo/Stop-LoxP), and the bovine Creb5-HA cDNA linked to an ires-GFP reporter. (b) Diagnostic PCRs of tail DNA from some of the founder pups born after Cas9 and gRNA injection into one cell mice embryos (141 founder pups derived from these injected embryos were genotyped). Founder pups 5,7,8,9, and 11 contain both bovine Creb5-HA and GFP sequences, and also display homologous recombination of the targeting vector into the *Rosa26* locus as evidenced by generation of a 1.38 kb PCR-amplicon (with R26F3 and SAR primers). (c) Western analysis of Creb5-HA expression in limb tissue isolated from either a Po *Prx1-Cre; Rosa26<sup>iCreb5-HA/+</sup>* (*Prx1-Cre-iCreb5*) mouse or a control littermate (that lacks either the *Prx1-Cre* or the *Rosa26<sup>iCreb5-HA</sup>* allele). Cre-mediated expression of transgenic iCreb5-HA was documented by both Western analysis (n=1 biological sample) and confirmed by immunostaining (n=5 independent biological samples) (some of which are displayed in Figs. 7c & 7e, and Supplementary Fig. 5b).

# Supplementary Figure 5

**a**

E11.5 Forelimb Bud

E11.5 Hindlimb Bud

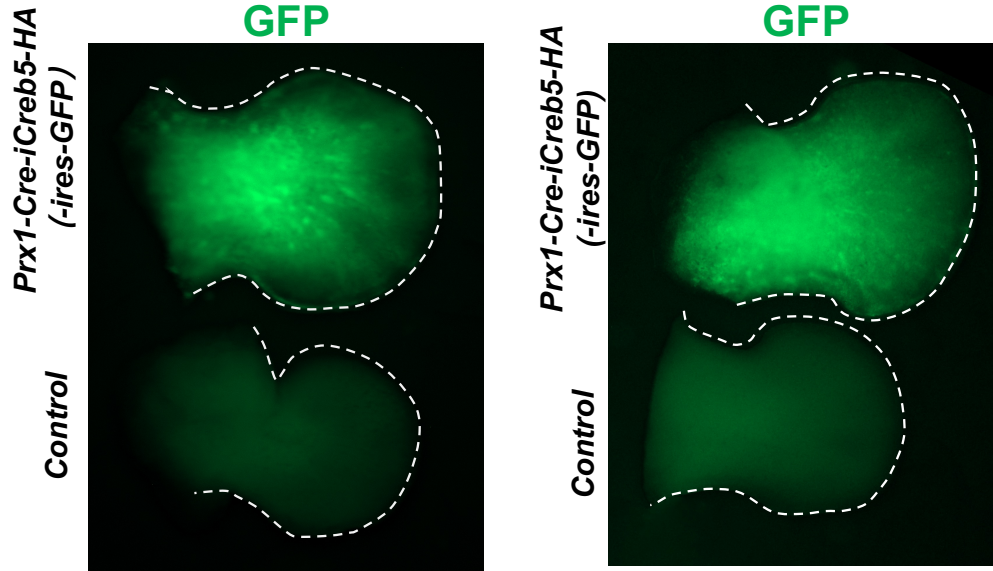

**b**

E11.5 Hindlimb Bud

**DAPI/Creb5-HA**

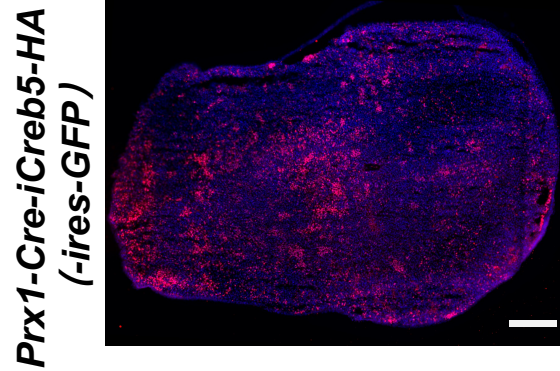

**c**

E11.5 Hindlimb Bud

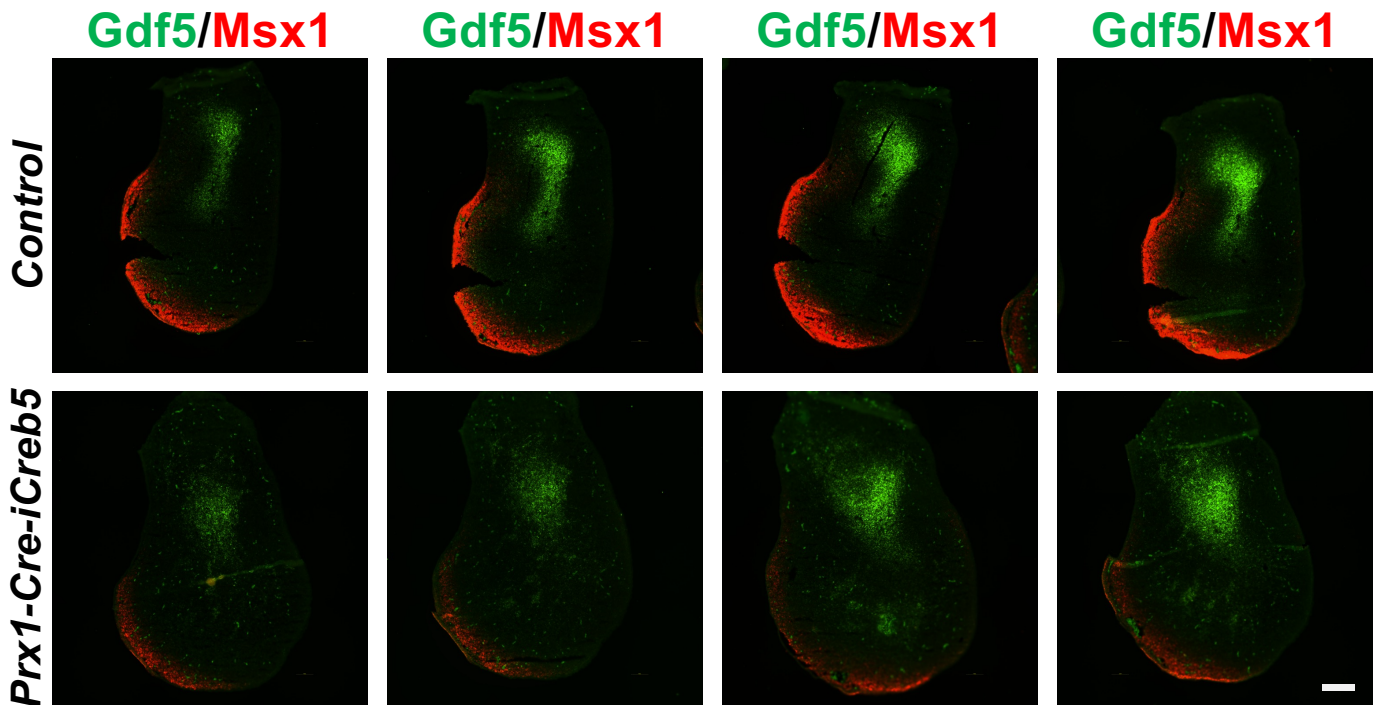

**Supplementary Fig 5. Ectopic expression of iCreb5-HA-ires-GFP<sup>(Prx1-Cre)</sup> expands expression of Gdf5 and simultaneously decreases expression of the BMP-responsive gene Msx1 in E11.5 *Prx1-Cre-iCreb5* limb buds.** (a) GFP whole mount fluorescence of limb buds of either E11.5 *Prx1-Cre-iCreb5HA-ires-GFP* embryos or their control littermates. Limb buds have been outlined with a dotted white line. Note the increased limb bud size in *Prx1-Cre-iCreb5HA-ires-GFP* embryos that express the iCreb5-HA-ires-GFP<sup>(Prx1-Cre)</sup> transgene. (b) Immunofluorescence detection of iCreb5-HA and DAPI in cryosection of the hindlimb of an in E11.5 *Prx1-Cre-iCreb5HA-ires-GFP* embryo. (c) RNAScope FISH in serial sections of a hindlimb bud of either a E11.5 *Prx1-Cre-iCreb5HA-ires-GFP* embryo or a control littermate. Similar results were obtained in 6 (a), 2 (b) or 5 (c) independent biological repeats. Scale bar equals 200 microns.

Supplementary Figure 6

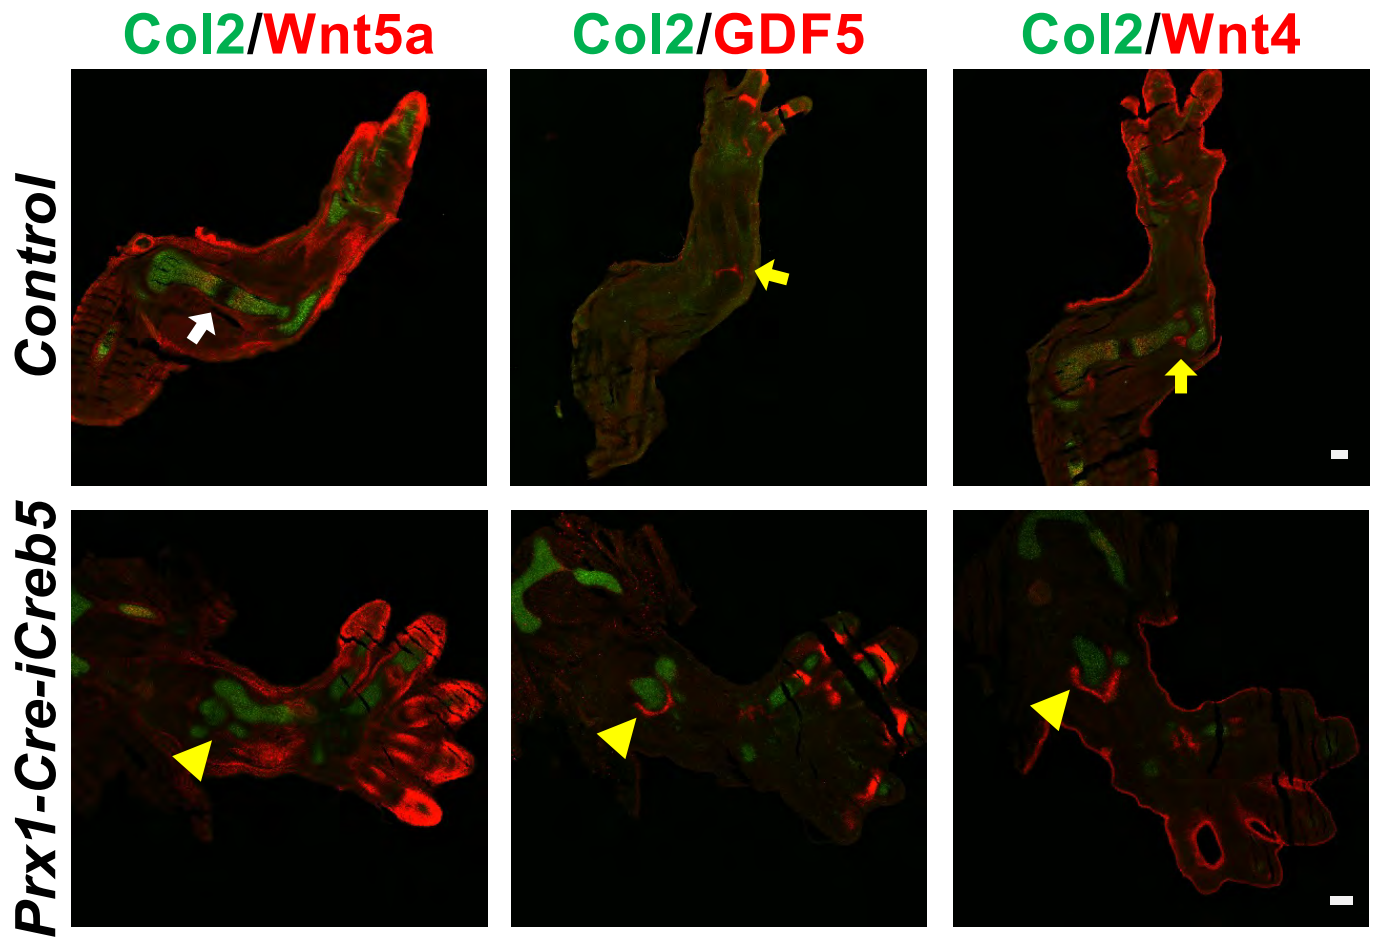

**Supplementary Fig 6. Ectopic expression of iCreb5-HA<sup>(Prx1-Cre)</sup> can both boost the expression of interzone signaling molecules and repress expression of Wnt5a in the perichondrium.** Gene expression assayed by FISH in serial sections of the forelimb of an E14.5 *Prx1-Cre-iCreb5* embryo or a control littermate. In control limbs, the articular perichondrium/joint interzone (yellow arrows) and metaphyseal/diaphyseal perichondrium (white arrows) are indicated. In *Prx1-Cre-iCreb5* limbs, the expression domain of the joint interzone markers Gdf5 and Wnt4 are expanded in the same area in which the Wnt5a<sup>+</sup> perichondrium is absent (yellow arrowheads). Similar results were obtained in at least 2 independent biological repeats. Scale bar equals 200 microns.

## Supplementary Figure 7

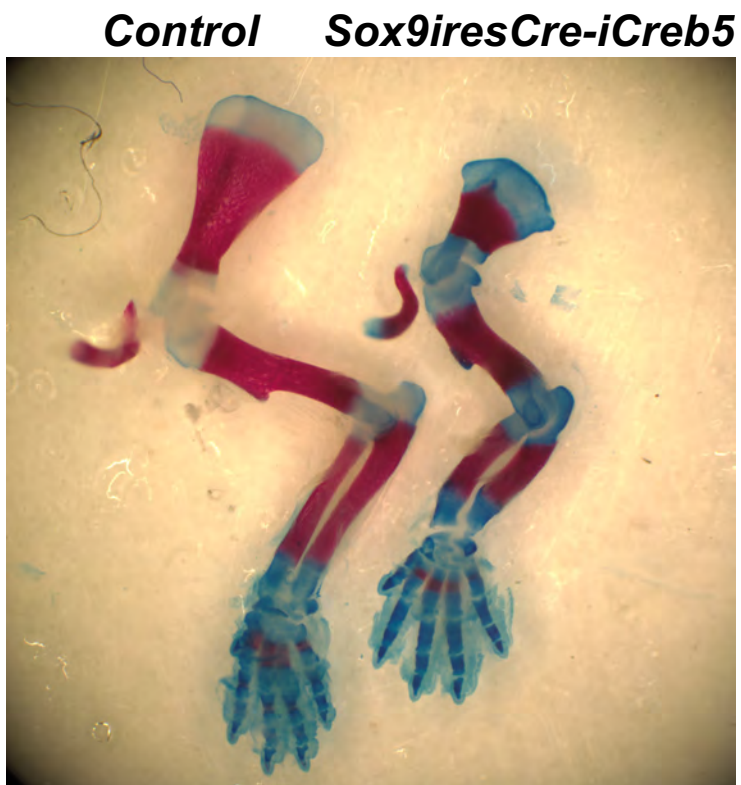

**P0 Forelimbs**

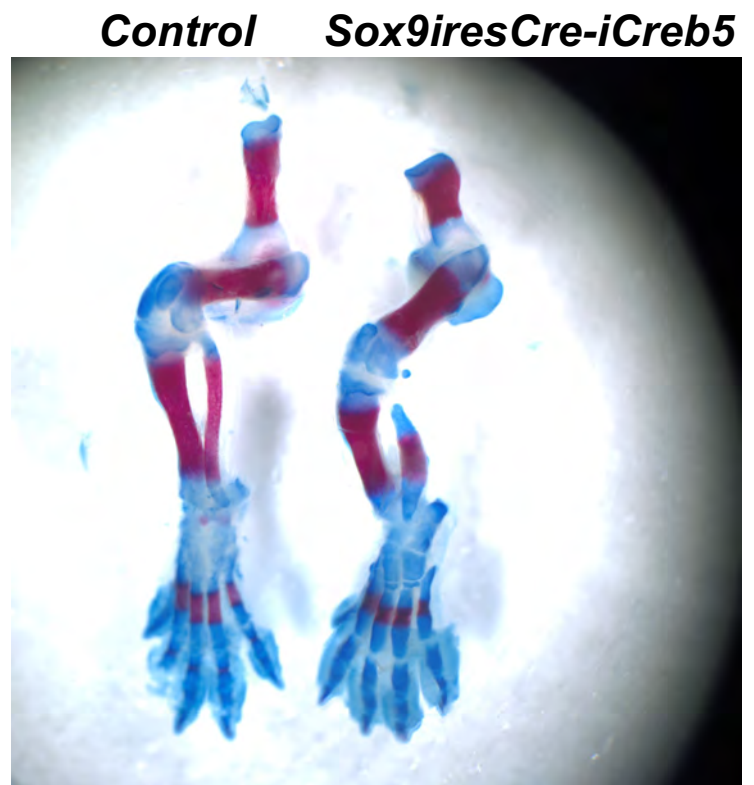

**P0 Hindlimbs**

**Supplementary Fig 7. Expression of iCreb5-HA<sup>(Sox9-Cre)</sup> in most chondrocytes and in a few perichondrial cells leads to shortened long bones in Po Sox9-ires-Cre-iCreb5 mice.** Whole mount Alcian Blue/Alizarin Red staining of the appendicular skeleton of Po Sox9-ires-Cre-iCreb5 mice or their WT littermates. In addition to shortened long bones in Po Sox9-ires-Cre-iCreb5 mice, the deltoid tuberosity, olecranon, and patella are all present, but diminished in size. Similar results were obtained in 4 independent biological repeats.

**a**

**shCreb5 versus shScamble (cells cultured under condition A)**

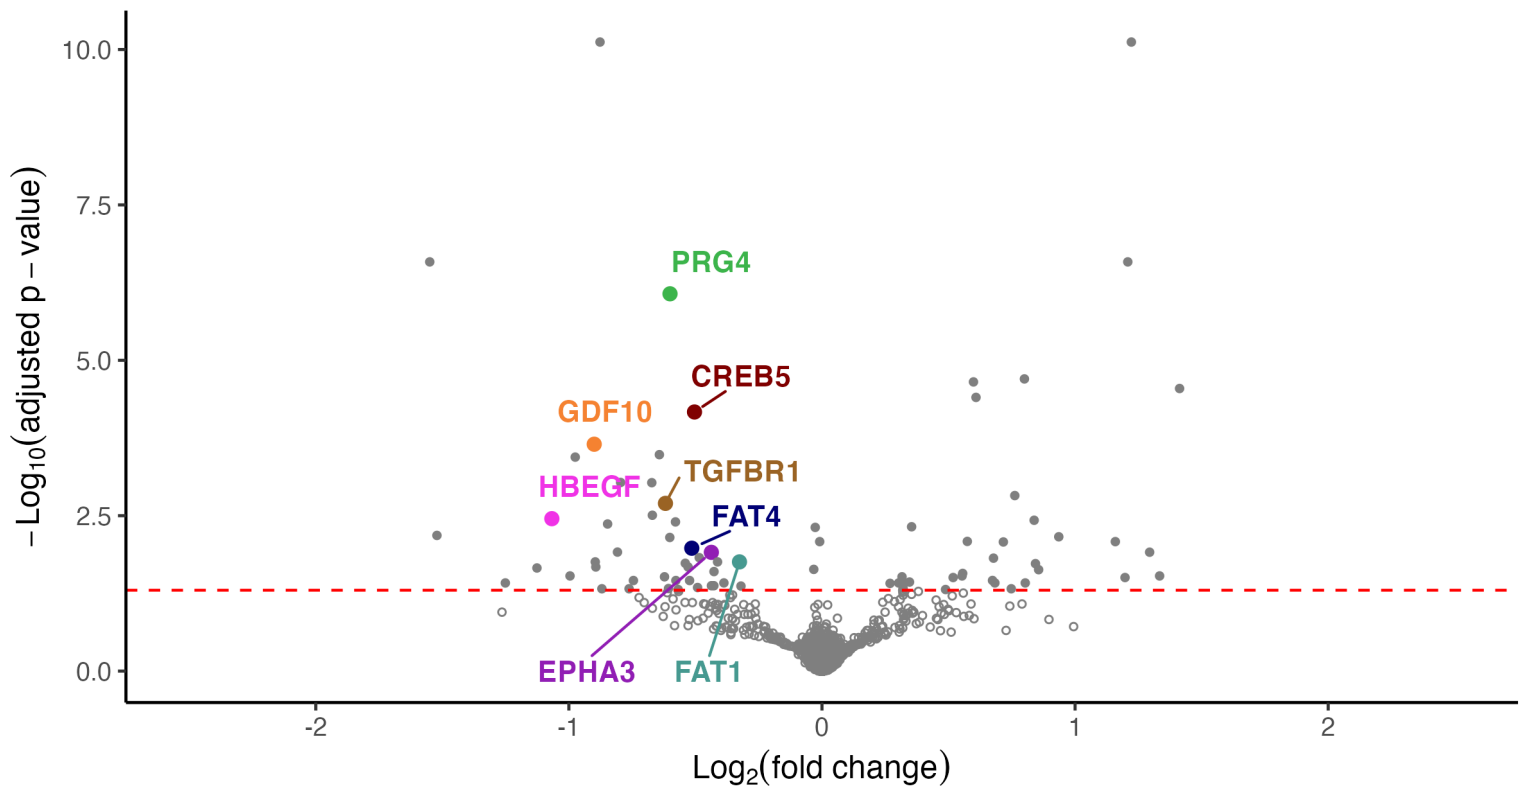

**b**

**shCreb5 versus shScamble (cells cultured under condition AB)**

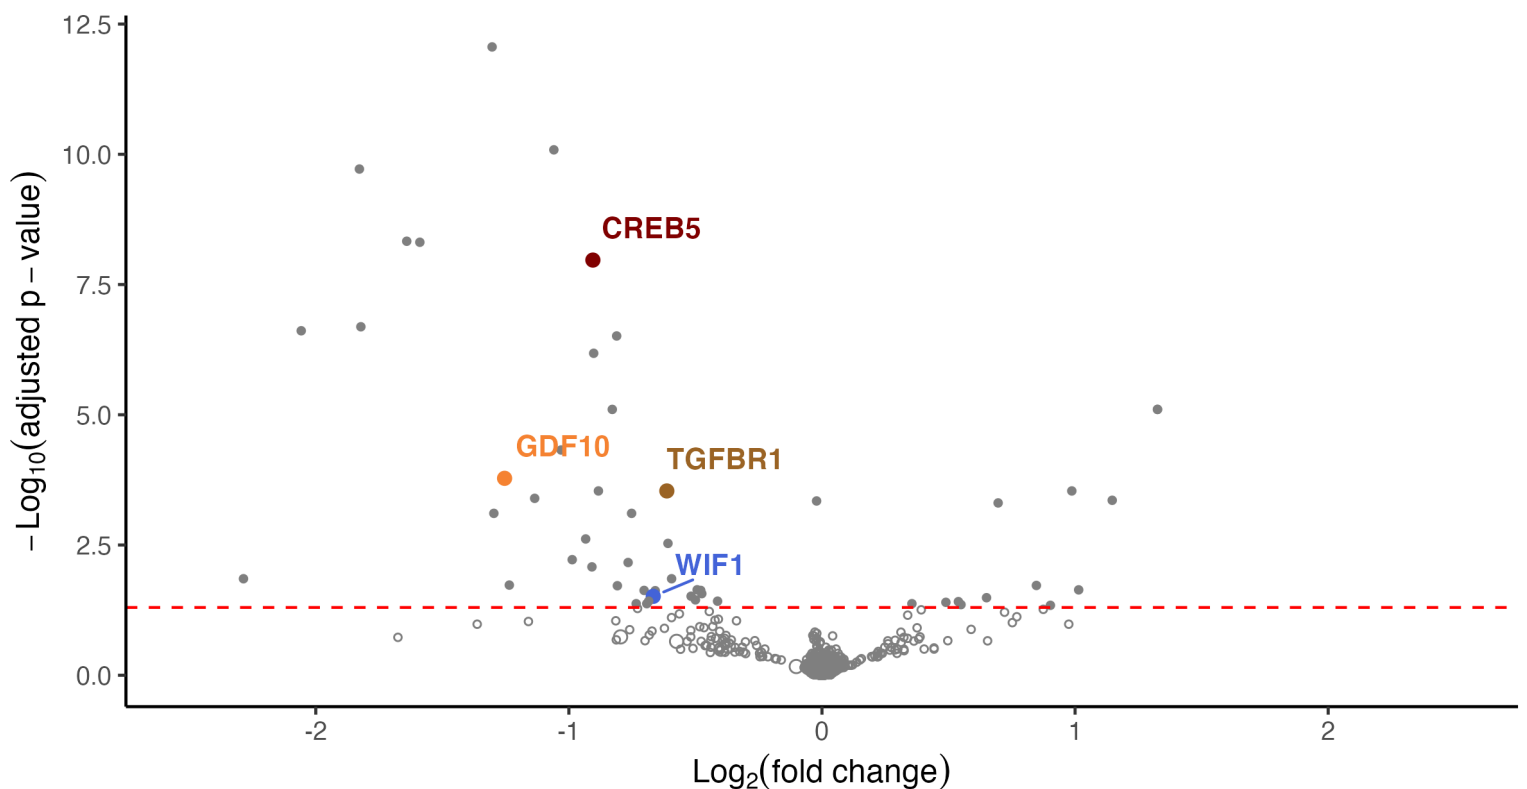

**Supplementary Fig 8. Creb5 is necessary to maintain the expression of several classes of signaling molecules, including Wif1, Gdf10, Fat1, Fat4, EphA3, Hbegf (an EGFR-ligand) and Tgfb1 in bovine superficial zone articular chondrocytes.** We performed RNA-Seq analysis of bovine superficial zone articular chondrocytes that had been infected with lentivirus programmed to express either a control shRNA or shCreb5. Both TGF- $\beta$ <sup>31,32</sup> and EGFR<sup>78</sup> signaling are necessary to maintain the expression of *Prg4* in the superficial zone of articular cartilage. Thus, bovine superficial zone articular chondrocytes that had been infected with lentivirus programmed to express either a control shRNA or shCreb5 were cultured in the presence of either the EGFR ligand, TGF $\alpha$  ("condition A"; a) or in the presence of both TGF $\alpha$  and TGF $\beta$ 2 ("condition AB", b). RNA-Seq analysis was performed with n=4 independent biological repeats for each culture condition, and differentially expressed genes identified. The "Volcano" Graphs depicts the relative expression of genes whose expression was altered by knock-down of Creb5. Genes listed above the dotted red line display significantly differential gene expression (i.e., with an adjusted p value that is less than .05). Differentially expressed (DE) genes between treatment pairs were identified using DESeq2<sup>72</sup> with FDR threshold of 0.05. The entire list of differentially expressed genes is detailed in Supplementary Data 1 and Supplementary Data 2.

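The title of the legend names Tgfb1 where the text names Tgfbr1, and the counts hold both genes. TGFB1 (ENSBTAG00000020457) encodes a ligand, and its expression rose from 34.4 ± 4.70 CPM (SD, n = 4 calves) with shScramble to 43.7 ± 8.98 with shCreb5 in condition A, a log2 fold change of 0.33 (standard error 0.12, adjusted p = 0.539 from edgeR's quasi-likelihood test, higher in 4 of 4 calves). In condition AB its log2 fold change was 0.11 (standard error 0.11, adjusted p = 0.738), with 2 of 4 calves higher, and it was between 0.03 without calf 3 and 0.21 without calf 2. Without calf 3, the log2 fold change of TGFB1 in condition A was 0.20. TGFBR1, the receptor, had 216 ± 72.4 CPM with shScramble and 135 ± 41.7 with shCreb5 in condition AB and was lower in 4 of 4 calves.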

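PRG4 (ENSBTAG00000011932), which encodes lubricin, had 11410 ± 6216 CPM (SD, n = 4 calves) with shScramble and 7707 ± 4834 with shCreb5 in condition A. Its log2 fold change was -0.63 (standard error 0.13, adjusted p = 0.502 from edgeR's quasi-likelihood test), and it was lower in 4 of 4 calves. In condition AB, PRG4 had 43460 ± 20860 CPM with shScramble and 32010 ± 22220 with shCreb5, a log2 fold change of -0.65 (standard error 0.23, adjusted p = 0.584), and it was lower in 3 of 4 calves. DESeq2 gave PRG4 an adjusted p of 8.76e-07 in condition A and 0.302 in condition AB, where the alternatives together ranged from 8.76e-07 to 1 and from 0.287 to 1. A difference in the knockdown effect between the conditions was tested directly, as an interaction in 1 model of all 16 libraries with the calf as a block. No fit used a block for each calf and shRNA, although those libraries shared an infection. Any difference between a calf's infected cultures that both conditions share thus stayed in the residual spread, which can hide a difference between the conditions. No gene of 13372 passed an adjusted p of 0.05, and 571 had an unadjusted p under 0.05 where chance gives 668.6 and the other exchanges of the labels A and AB within calves gave 20 to 158, with the response to TGFβ2 then part of the residual spread. Without calf 3, 170 genes had one. DESeq2 called 9 genes. The smallest adjusted p by edgeR was 0.961, for FAM13C (ENSBTAG00000017540), whose log2 fold change was 1.29 higher in condition AB than in condition A, in 4 of 4 calves. Among the 7 signaling genes, the difference between the conditions ranged from -0.42 for GDF10 to 0.65 for WIF1 on the log2 scale, or 1.08 for WIF1 without calf 2, and none had an unadjusted p under 0.05. CREB5 itself was reduced more in condition AB in 4 of 4 calves, with a difference of -0.41 on the log2 scale (standard error 0.15, adjusted p = 0.961).

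**Figure D2:**
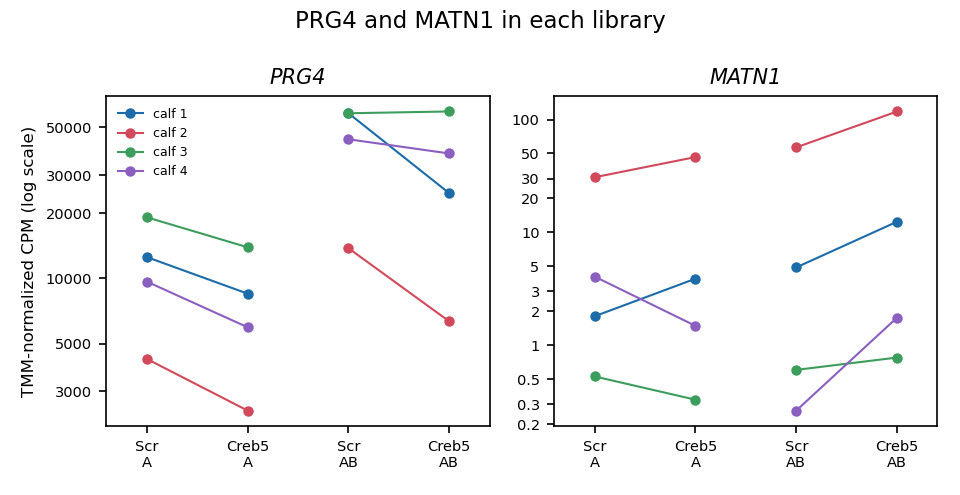
TMM-normalized CPM (log scale) of PRG4 and of MATN1, a cartilage matrix gene, in each of the 16 libraries. Each point is 1 library and each line joins the shScramble (Scr) and shCreb5 (Creb5) libraries of 1 calf within a condition. PRG4 fell in 4 of 4 calves in condition A and in 3 of 4 in condition AB, and MATN1 rose in 2 of 4 and in 4 of 4. In condition AB, MATN1 had 11 counts in both libraries of calf 3, where the rise came from library scaling alone. Calf 4 had 4 counts there with shScramble and 28 with shCreb5.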

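In condition A, 12922 genes passed the filter on low counts, and 0 passed an adjusted p of 0.05 by edgeR's quasi-likelihood test. An unadjusted p under 0.05 was reached by 1144 genes, 574 of them higher and 570 lower with shCreb5, where chance gives 646.1. Without calf 3, 491 genes reached it where chance gives 652.2. The smallest adjusted p was 0.206 with all calves. In condition AB, 0 of 12664 genes passed, 1078 reached an unadjusted p under 0.05 where chance gives 633.2, and the smallest adjusted p was 0.124. There, 520 genes reached an unadjusted p under 0.05 without calf 3, 579 without calf 4 and 2044 without calf 1. With DESeq2, which tested the genes without the low-count filter, 79 genes passed in condition A, 33 higher and 46 lower, and 55 passed in condition AB, 14 higher and 41 lower. Of these, 15 genes passed in both conditions, all in the same direction. In counts simulated from the means and dispersions of the genes passing the filter, with 200 genes changed, edgeR recovered 62.8% of the changed genes it tested in condition A and 65.2% in condition AB, against 68.5% and 66.5% for DESeq2. These shares pool changes of different sizes. At the smallest simulated size, close to the change of CREB5 in condition A, edgeR called 9 of 67 changed genes in condition A and 12 of 67 in condition AB. DESeq2 called 19 of 67 and 18 of 67. The simulation held no difference between calves in their response to the shRNA. In condition A, 8 of the 133 genes edgeR called and 18 of the 155 DESeq2 called were unchanged ones, and in condition AB 20 of 149 and 35 of 168. With no gene changed, edgeR called 0 genes in either condition, while DESeq2 called 7 in condition A and 5 in condition AB.

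**Figure D3:**
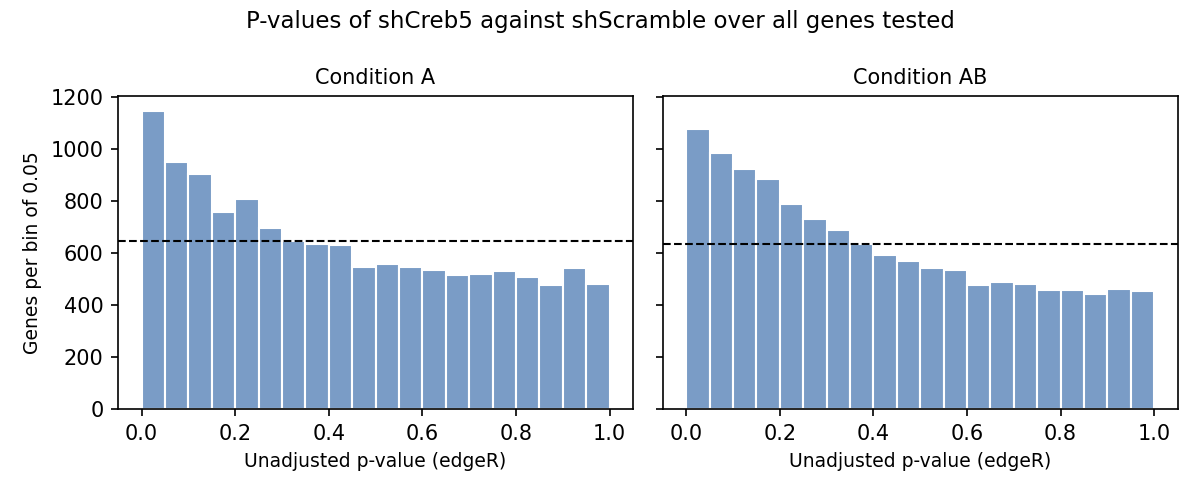
Number of genes in each bin of 0.05 of the unadjusted p from edgeR's quasi-likelihood test, for shCreb5 against shScramble in condition A and in condition AB. The dashed line is the number that chance gives, and the first bin of each histogram holds 1144 and 1078 genes.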

# Supplementary Figure 9

**a**

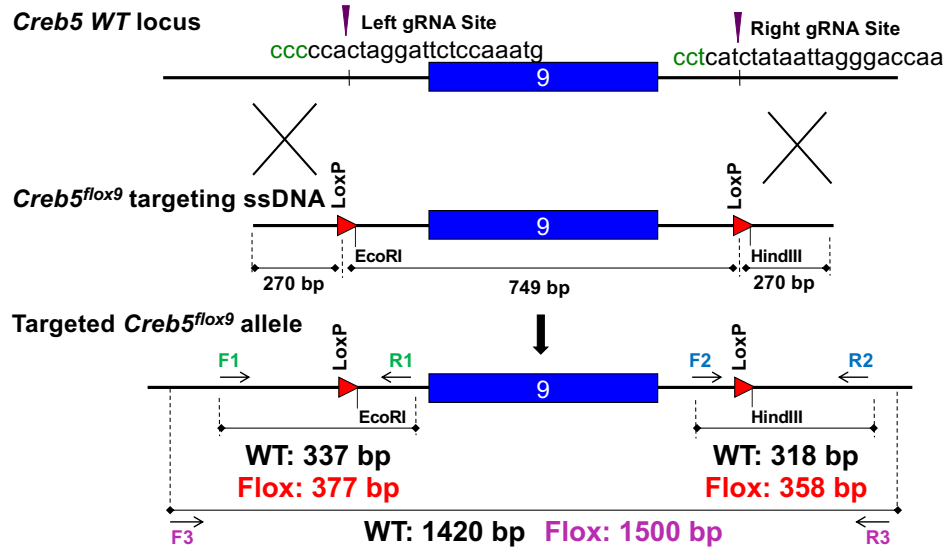

**b**

**F1 & R1 Primers**

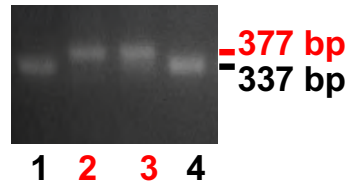

**F2 & R2 Primers**

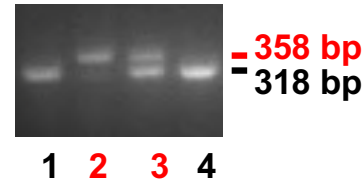

**c**

**P14 Control**

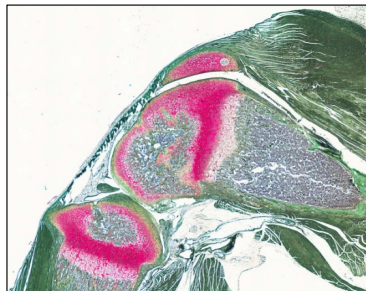

**P14 Prx1-Cre;Creb5<sup>flox9/flox9</sup>**

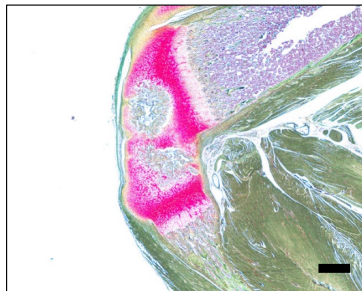

**d**

**Predicted Creb5 exons after Tamoxifen Injection**

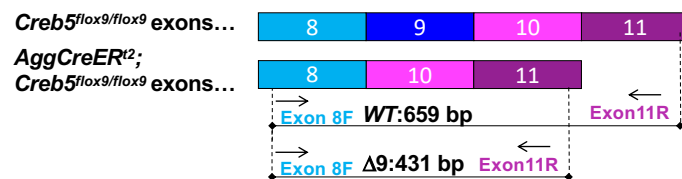

| AggCreER <sup>t2</sup>       | + | - | + |
|------------------------------|---|---|---|
| Creb5 <sup>flox9/flox9</sup> | + | + | + |

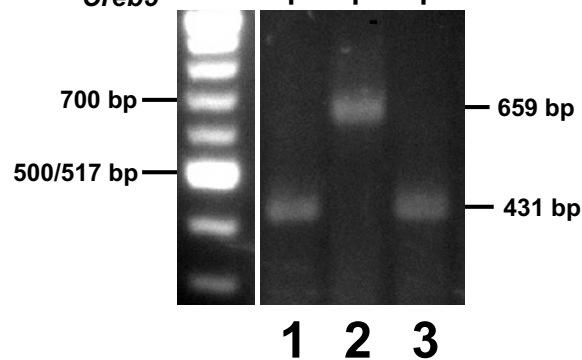

**Supplementary Fig 9. Generation of the *Creb5<sup>fllox9</sup>* allele, which contains loxP sites flanking exon9 (which encodes the bZIP DNA binding domain) of *Creb5*.** (a) WT *Creb5* exon 9 (blue) and flanking intron sequences depicted with targeting Cas9 left and right guide RNAs, and a loxP-flanked *Creb5* single strand DNA as a recombination template. The targeted *Creb5<sup>fllox9</sup>* allele following homologous recombination is depicted. (b) Diagnostic PCRs of tail DNA (performed with primers depicted in (a)) from some of the founder pups born after injection of Cas9 protein, *Creb5<sup>fllox9</sup>* targeting single stranded DNA, and right and left gRNAs into one cell mouse embryos is displayed. 33 founder pups derived from these injected embryos were genotyped. Mice 2 and 3 (whose genomic DNA was amplified by the designated primers to yield both 377 bp and 358 bp PCR fragments) contain LoxP sites on both sides of exon9 of *Creb5*. Note that this PCR was performed with genomic DNA derived from the tails of founder *Creb5<sup>fllox9</sup>* mice. The tail of founder mouse 3 contains cells with either a *Creb5<sup>fllox9</sup>* allele or a WT allele. The *Creb5<sup>fllox9</sup>* allele in this animal successfully went germline, and thus we amplified the entire 1500bp sequence of the *Creb5<sup>fllox</sup>* allele (i.e., included in the F3 to R3 amplicon) from genomic DNA isolated from the F1 generation from founder mouse 3. This 1500bp sequence includes both LoxP sites that flank exon 9 and is displayed in Supplementary Table 6. (c) Safranin O/Fast Green staining of sections of the knee of either a P14 *Prx1-Cre; Creb5<sup>fllox9/flox9</sup>* female mouse or a *Creb5<sup>fllox9/flox9</sup>* male littermate (control). Scale bar equals 500 microns. Note that the *Prx1-Cre; Creb5<sup>fllox9/flox9</sup>* mouse displays fusion of the knee joint, which phenocopies the fusion of the knee joints observed in *Creb5<sup>A9/A9</sup>* mice. A similar phenotype was observed in n=5 independent *Prx1-Cre; Creb5<sup>fllox9/flox9</sup>* animals. (d) *Creb5<sup>fllox9/flox9</sup>* mice were mated with *Aggrecan1<sup>tm(IRES-CreERT2); Creb5<sup>fllox9/flox9</sup></sup>* mice to generate litters containing both *Aggrecan1<sup>tm(IRES-CreERT2); Creb5<sup>fllox9/flox9</sup></sup>* mice or *Creb5<sup>fllox9/flox9</sup>* control mice (which lack the CreERT2 driver allele). Tamoxifen was repeatedly administered to these litters at postnatal days 1-11, to specifically delete exon 9 of *Creb5<sup>fllox9/flox9</sup>* in postnatal stage articular chondrocytes. Following sacrifice at P14, RNA was isolated from the femoral heads of either *Aggrecan1<sup>tm(IRES-CreERT2); Creb5<sup>fllox9/flox9</sup></sup>* mice (lanes 1

& 3) or *Creb5*<sup>flox9/flox9</sup> mice (lane 2). The retention or absence of *Creb5* exon 9 in *Creb5* transcripts was assayed by RT-qPCR with primers located in *Creb5* exon 8 (Exon 8F: ACATGATGGAGATGATGGGCTC) and in *Creb5* exon 11 (Exon 11R: GTGTTGGATAACTTGCTGCTGA). Note that exon9 of *Creb5*<sup>flox9/flox9</sup> was deleted in femoral head articular cartilage specifically in the tamoxifen treated *Aggrecan1*<sup>tm(IRES-CreERT2);*Creb5*<sup>flox9/flox9</sup></sup> mice (lanes 1 & 3). Similar results were obtained in femoral caps isolated from n=4 different tamoxifen treated *Aggrecan1*<sup>tm(IRES-CreERT2);*Creb5*<sup>flox9/flox9</sup></sup> mice.

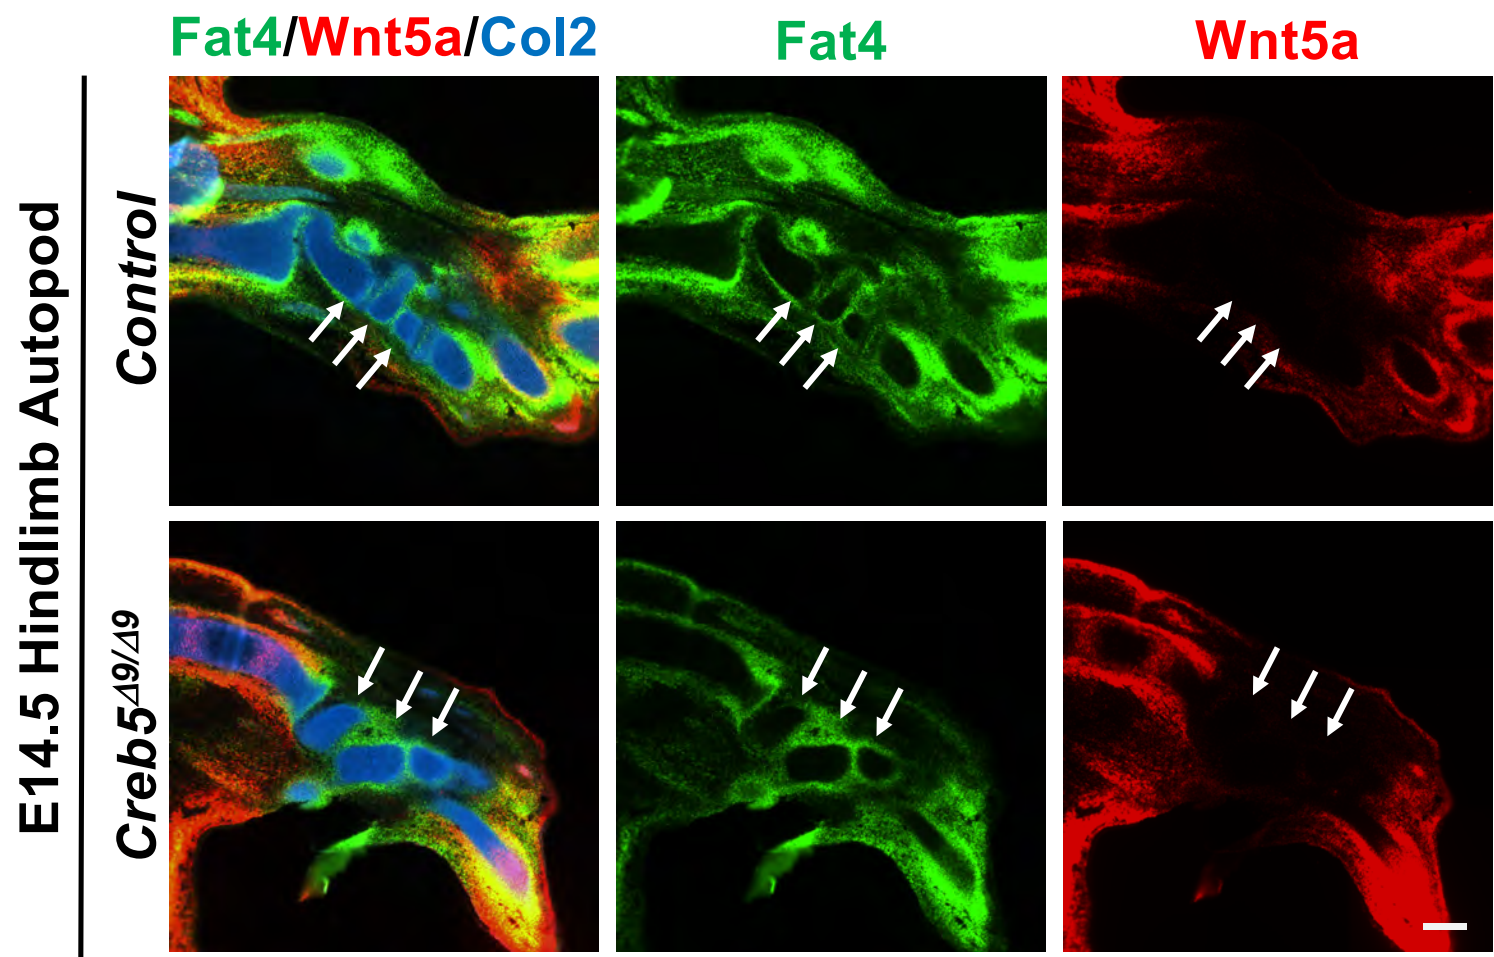

**Supplementary Fig 10. The mesopodial skeleton joints that still form in *Creb5* <sup>$\Delta 9/\Delta 9$</sup>  mice lack *Wnt5a* expression in their interzones.** Gene expression assayed by RNAscope FISH in the hindlimb autopod of an E14.5 *Creb5* <sup>$\Delta 9/\Delta 9$</sup>  embryo or a control littermate. Arrows indicate the location of the *Fat4*<sup>+</sup>/*Wnt5a*<sup>-</sup> perichondrium surrounding the mesopodial cartilage elements. Similar results were obtained in 3 independent biological repeats. Scale bar equals 200 microns.

## Supplementary Figure 11

Uncropped gel images of the indicated figures (page 1 of 7)

### Supplementary Figure 1b

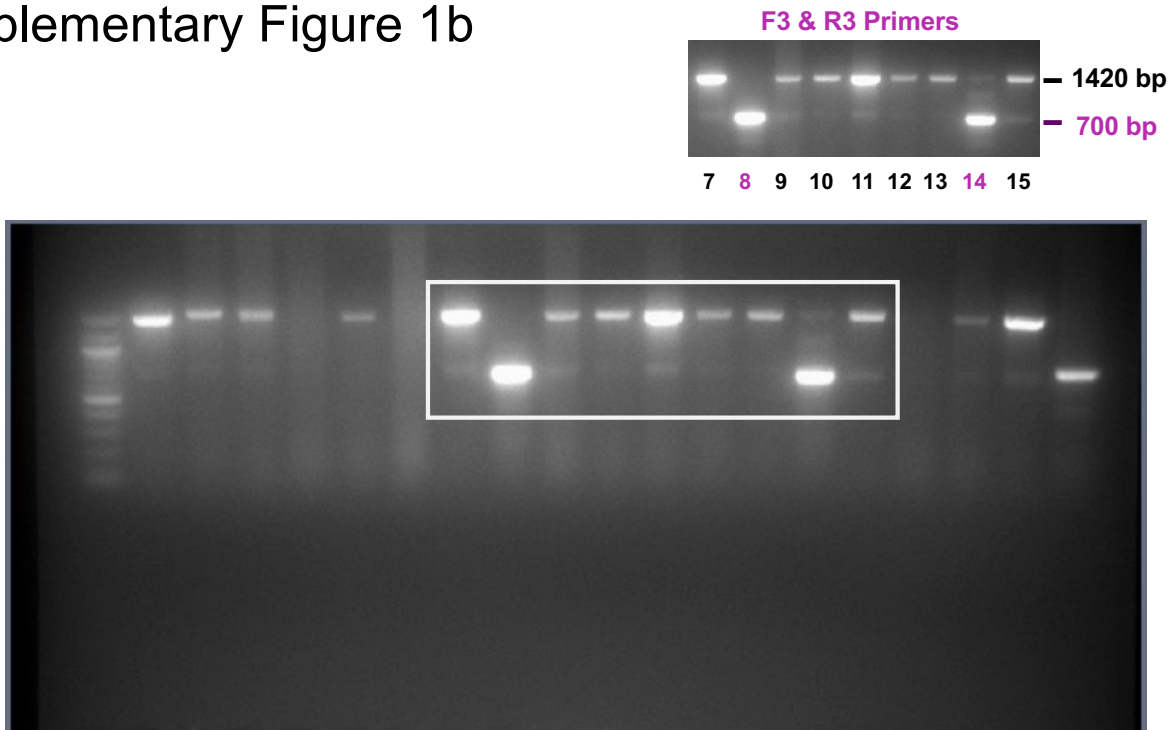

### Supplementary Figure 1c

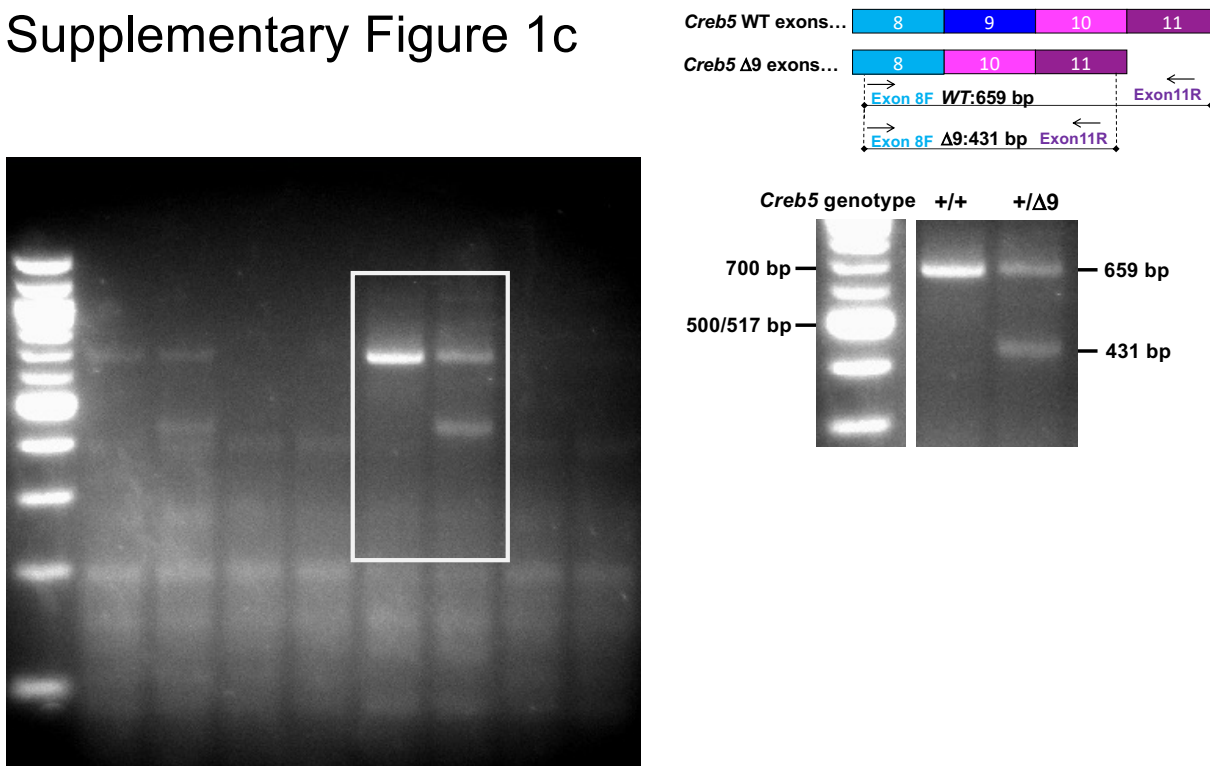

# Supplementary Figure 11

Uncropped blot images of the indicated figures (page 2 of 7)

Supplementary Figure 1e

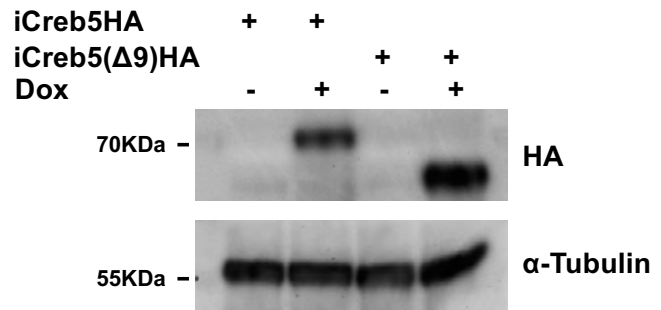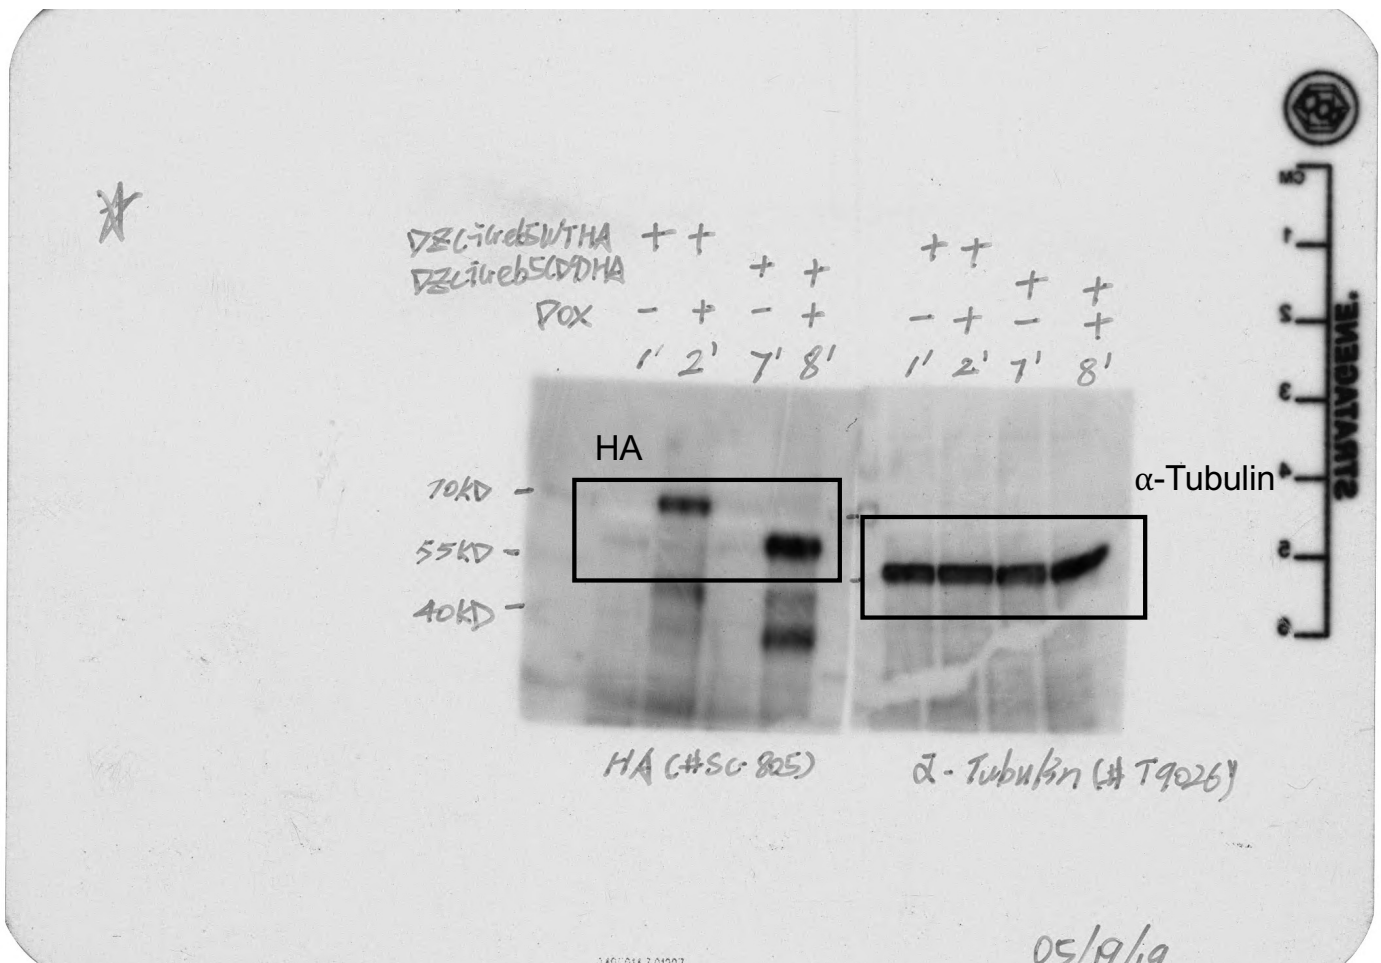

## Supplementary Figure 11

Uncropped gel images of the indicated figures (page 3 of 7)

Supplementary Figure 4b

**Bt-Creb5-HA Primers**

**5 6 7 8 9 10 11**

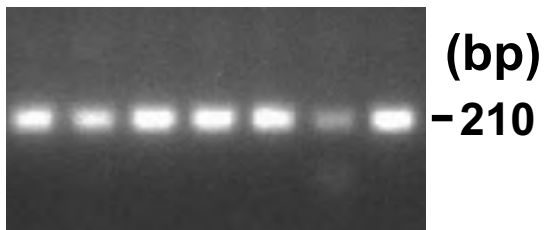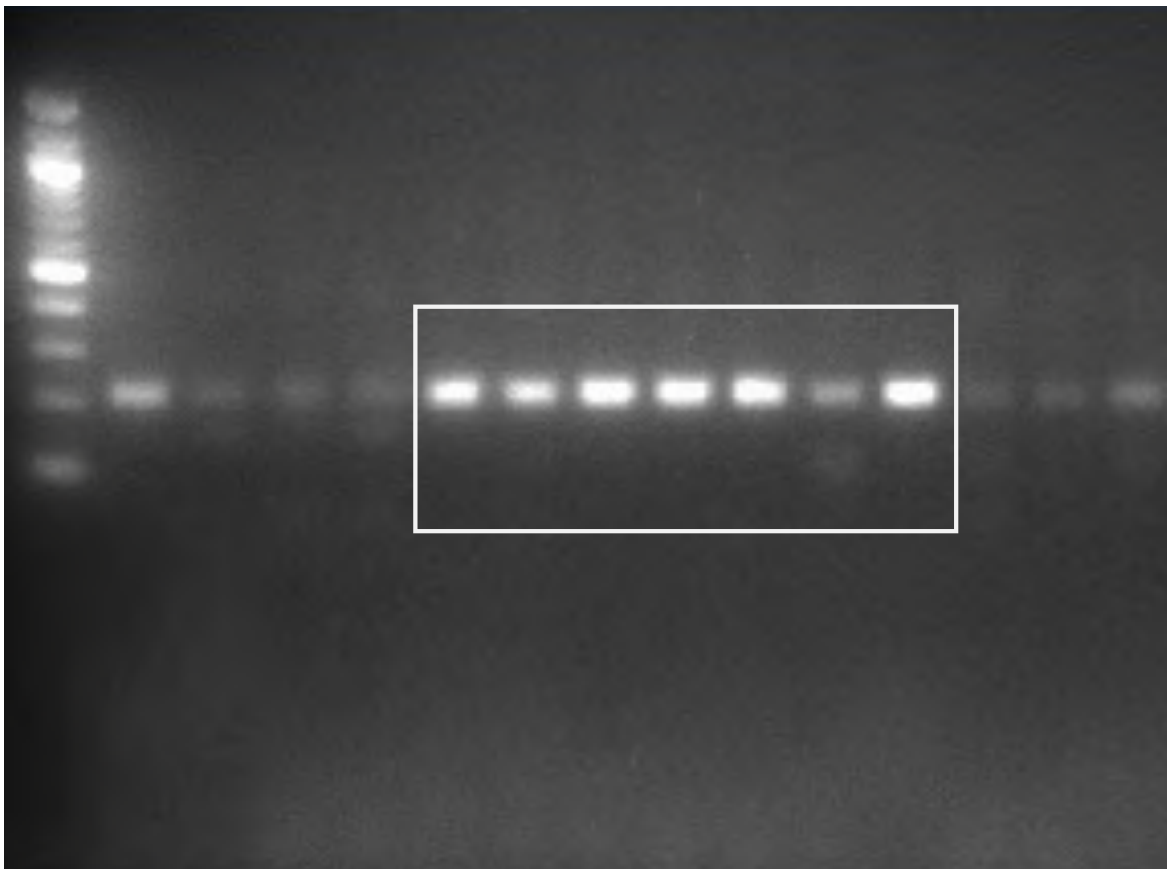

## Supplementary Figure 11

Uncropped gel images of the indicated figures (page 4 of 7)

### Supplementary Figure 4b

#### R26F3 and SAR Primers

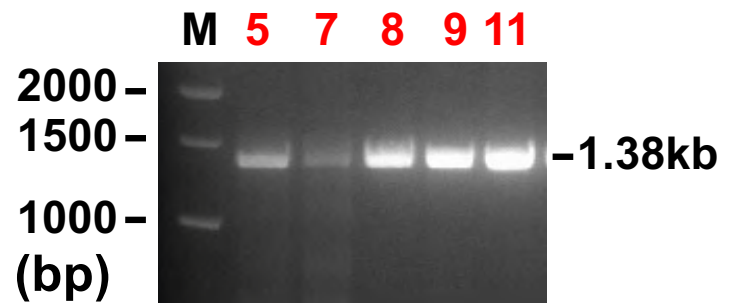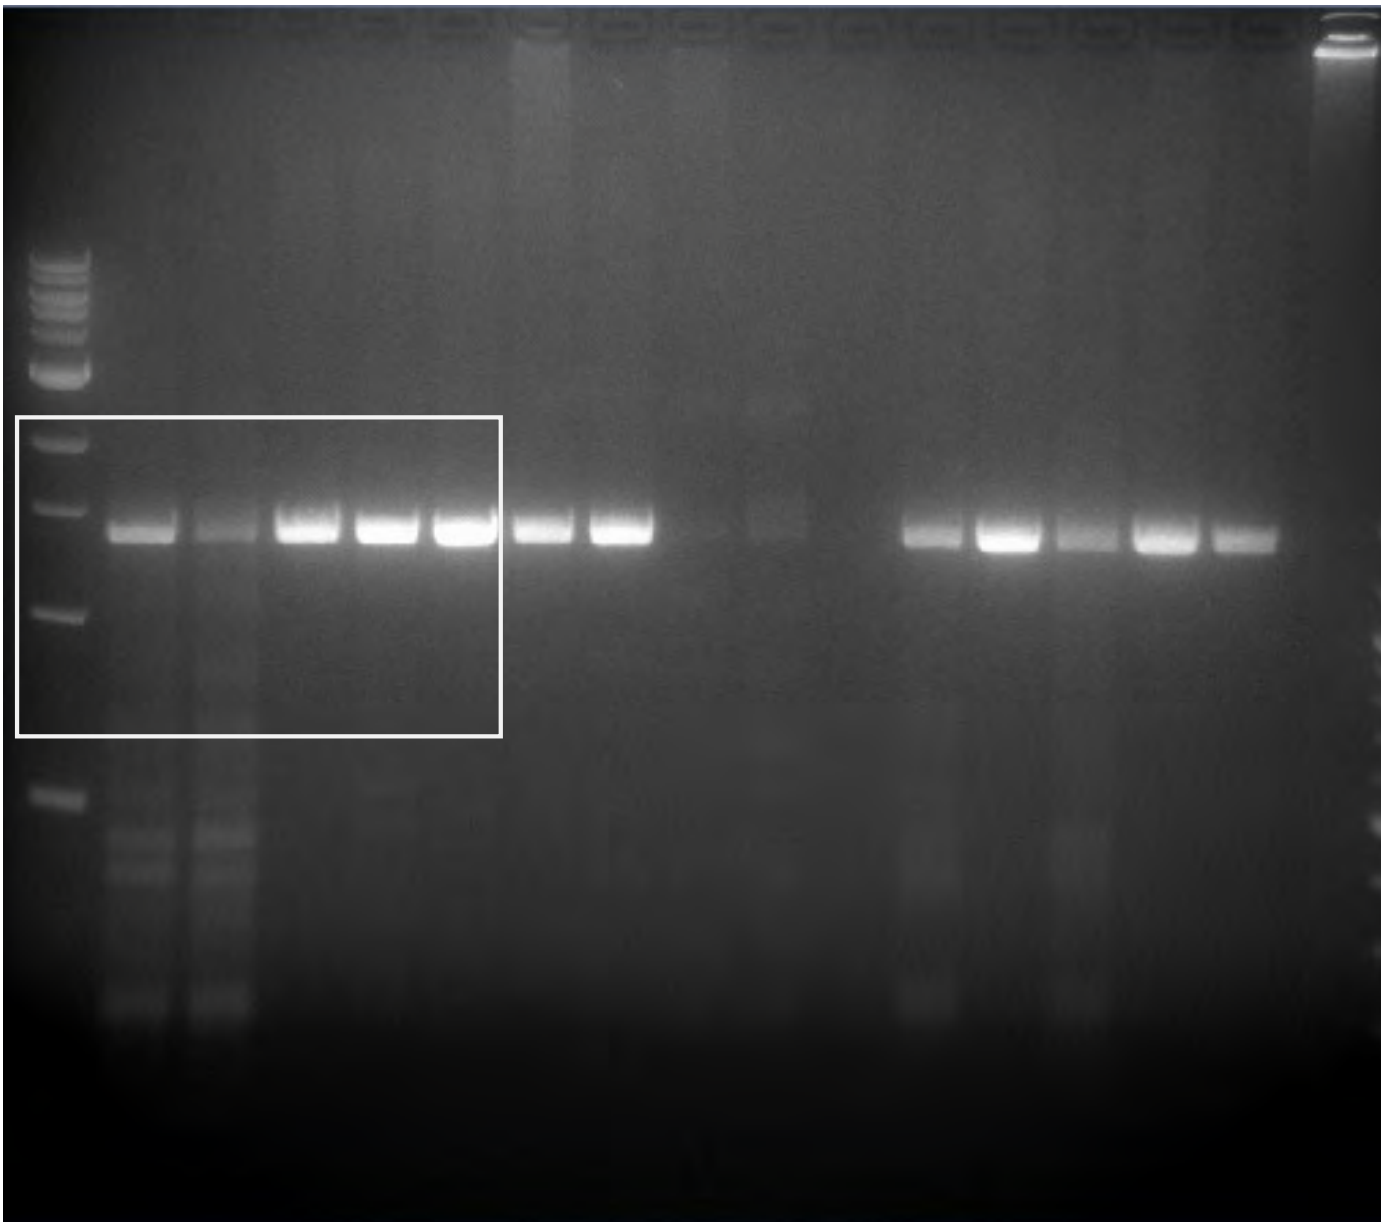

## Supplementary Figure 11

Uncropped blot images of the indicated figures (page 5 of 7)

### Supplementary Figure 4c

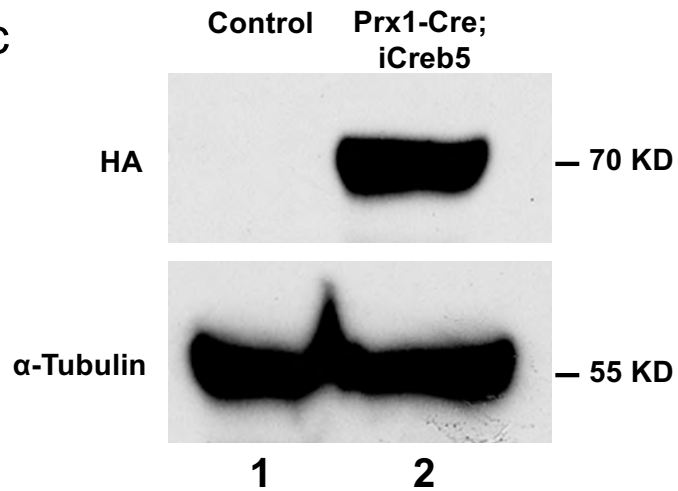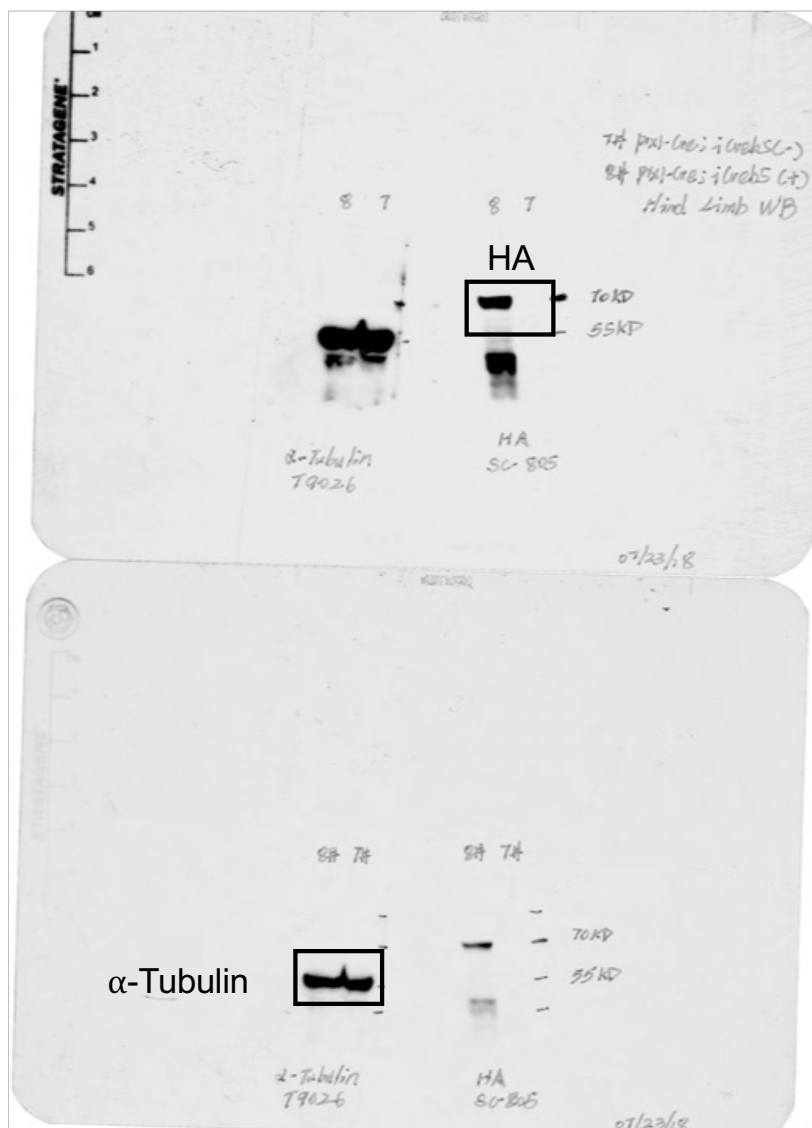

## Supplementary Figure 11

Uncropped gel images of the indicated figures (page 6 of 7)

### Supplementary Figure 9b

F1 & R1 Primers

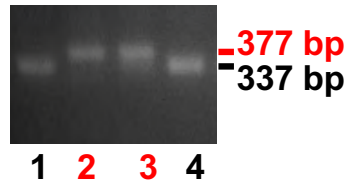

F2 & R2 Primers

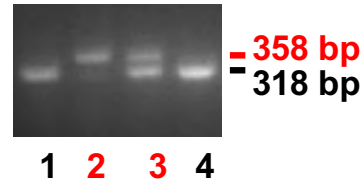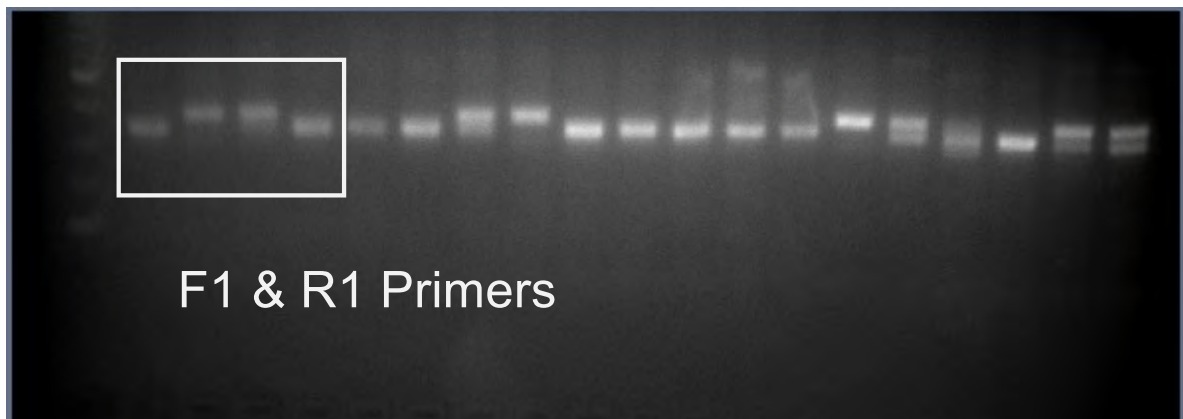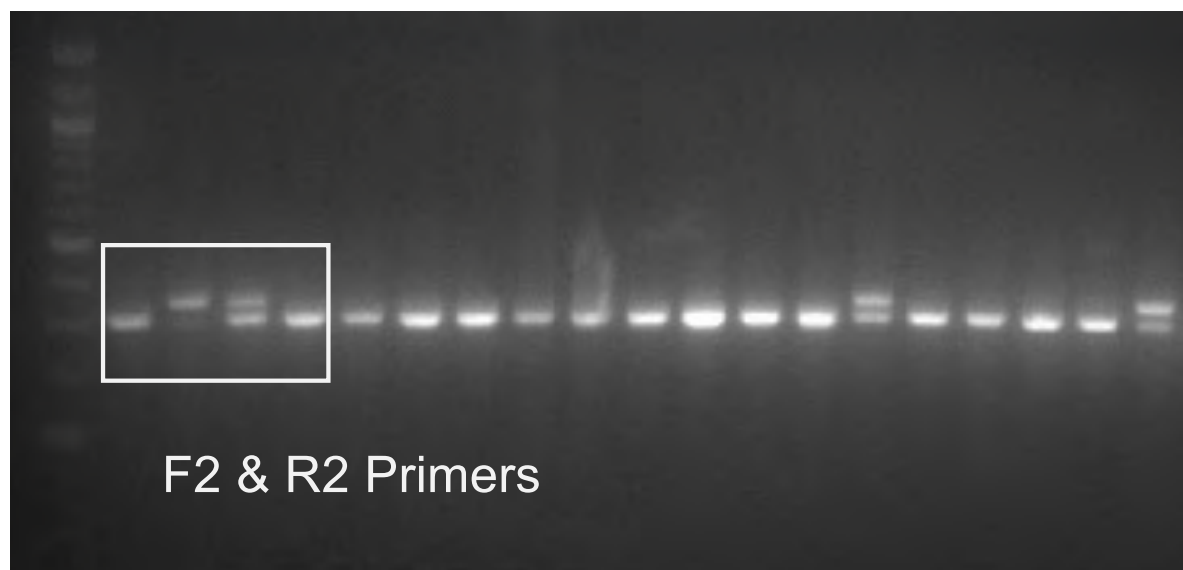

## Supplementary Figure 11

Uncropped gel images of the indicated figures (page 7 of 7)

### Supplementary Figure 9d

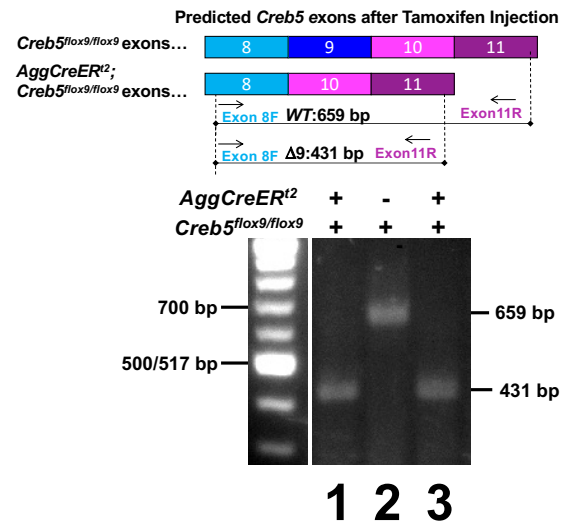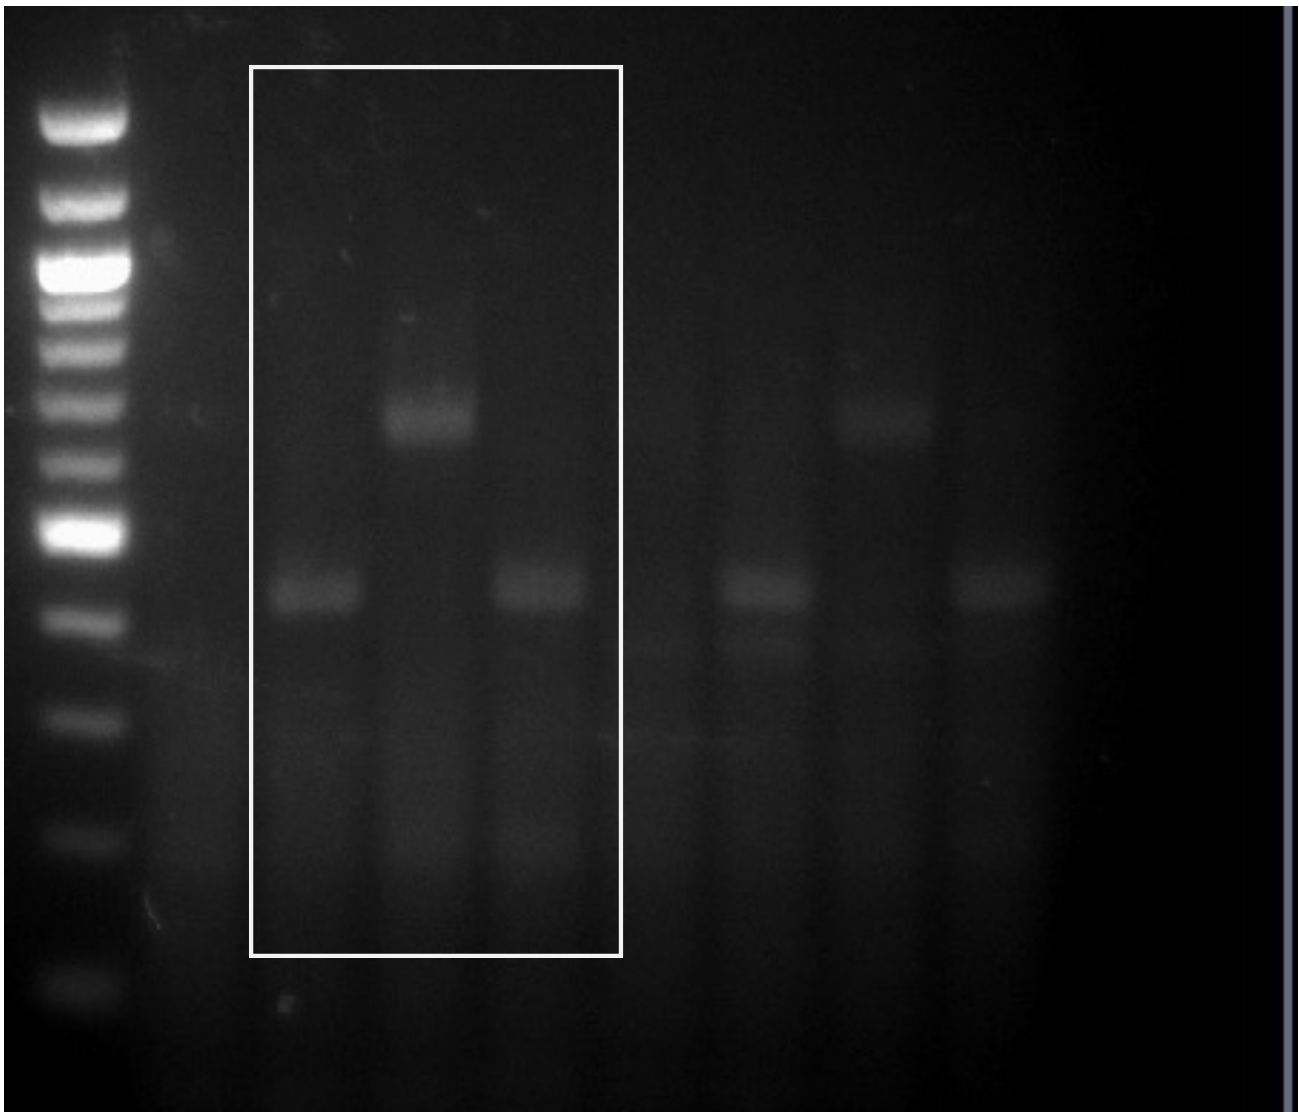

**Supplementary Fig 11. Uncropped images of the indicated Figures.**

## Supplementary Tables

**Supplementary Table 1 : RT-qPCR Primers to amplify bovine cDNA**

| <b>Gene</b>         | <b>Forward</b>          | <b>Reverse</b>          |
|---------------------|-------------------------|-------------------------|
| <b><i>Prg4</i></b>  | CTTGATTCAGCAAGCTTCTTCTC | ACAGGAAAGCTCCACAGTGC    |
| <b><i>Gapdh</i></b> | TGGTGAAGGTCGGAGTGAAC    | TGTAGACCATGTAGTGAAGGTCA |
| <b><i>Creb5</i></b> | CCA ACC ATG ACA CCA GCG | GCA TGG GCT GTC TCT GTC |

**Supplementary Table 2: Antibodies employed for Western Blots**

| <b>Cat. No.</b> | <b>Concentration</b> | <b>Target</b>                      | <b>Host</b>   | <b>Vendor</b>                   |
|-----------------|----------------------|------------------------------------|---------------|---------------------------------|
| <b>T9026</b>    | <b>1:1000</b>        | <b><math>\alpha</math>-Tubulin</b> | <b>Mouse</b>  | <b>Sigma</b>                    |
| <b>sc-805</b>   | <b>1:1000</b>        | <b>HA</b>                          | <b>Rabbit</b> | <b>Santa cruz biotechnology</b> |

**Supplementary Table 3: Antibodies employed for immunohistochemistry**

| <b>Cat. No.</b>    | <b>Concentration</b> | <b>Target</b>                                   | <b>Host</b>   | <b>Vendor</b>                    |
|--------------------|----------------------|-------------------------------------------------|---------------|----------------------------------|
| <b>PA5-65593</b>   | <b>1:100</b>         | <b>Creb5</b>                                    | <b>Rabbit</b> | <b>Thermo Fisher</b>             |
| <b>11867423001</b> | <b>1:100</b>         | <b>HA</b>                                       | <b>Rat</b>    | <b>Sigma</b>                     |
| <b>3724S</b>       | <b>1:200</b>         | <b>HA</b>                                       | <b>Rabbit</b> | <b>Cell Signaling Technology</b> |
| <b>AB5535</b>      | <b>1:100</b>         | <b>Sox9</b>                                     | <b>Rabbit</b> | <b>EMD Millipore</b>             |
| <b>18338S</b>      | <b>1:50</b>          | <b>Phospho-Smad2 (Ser465/Ser467)</b>            | <b>Rabbit</b> | <b>Cell Signaling Technology</b> |
| <b>A11029</b>      | <b>1:250</b>         | <b>anti-Mouse IgG; Alexa Fluor 488</b>          | <b>Goat</b>   | <b>Thermo Fisher</b>             |
| <b>A11037</b>      | <b>1:250</b>         | <b>anti-Rabbit IgG ; Alexa Fluor 594</b>        | <b>Goat</b>   | <b>Thermo Fisher</b>             |
| <b>A11006</b>      | <b>1:250</b>         | <b>anti-Rat IgG; Alexa Fluor 488</b>            | <b>Goat</b>   | <b>Thermo Fisher</b>             |
| <b>S11227</b>      | <b>1:250</b>         | <b>Streptavidin, Alexa Fluor™ 594 conjugate</b> |               | <b>Thermo Fisher</b>             |

**Supplementary Table 4: Growth factors and inhibitors used for chondrocyte culture**

|                                | <b>Cat. No.</b>   | <b>Concentration</b>          | <b>Vendor</b>          |
|--------------------------------|-------------------|-------------------------------|------------------------|
| <b>TGF-<math>\alpha</math></b> | <b>239-A-100</b>  | <b>100 ng/ml</b>              | <b>R&amp;D Systems</b> |
| <b>TGF-<math>\beta</math>2</b> | <b>302-B2-010</b> | <b>20 ng/ml</b>               | <b>R&amp;D Systems</b> |
| <b>Doxycycline</b>             | <b>D9891-1G</b>   | <b>1 <math>\mu</math>g/ml</b> | <b>Sigma</b>           |

**Supplementary Table 5: Target sequence (sense strand) of in situ hybridization probes.**

|                     |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
|---------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <b>Prg4</b>         | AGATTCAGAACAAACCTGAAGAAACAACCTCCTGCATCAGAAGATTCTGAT<br>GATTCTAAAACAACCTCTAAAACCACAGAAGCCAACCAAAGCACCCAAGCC<br>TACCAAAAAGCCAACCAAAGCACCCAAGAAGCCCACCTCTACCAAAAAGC<br>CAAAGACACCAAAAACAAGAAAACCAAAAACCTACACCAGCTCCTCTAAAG<br>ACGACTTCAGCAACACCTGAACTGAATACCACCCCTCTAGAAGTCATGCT<br>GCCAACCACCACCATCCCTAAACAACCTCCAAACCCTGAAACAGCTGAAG<br>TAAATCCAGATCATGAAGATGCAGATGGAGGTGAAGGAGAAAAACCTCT<br>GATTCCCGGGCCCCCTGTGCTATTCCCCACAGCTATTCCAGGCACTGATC<br>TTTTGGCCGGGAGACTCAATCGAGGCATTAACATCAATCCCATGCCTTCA<br>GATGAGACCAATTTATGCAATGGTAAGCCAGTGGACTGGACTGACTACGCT<br>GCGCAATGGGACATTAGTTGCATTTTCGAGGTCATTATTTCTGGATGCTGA<br>ATC                                                                                                                                                                                                                                                                                                                                                                                                                                                                                     |
| <b>Murine Creb5</b> | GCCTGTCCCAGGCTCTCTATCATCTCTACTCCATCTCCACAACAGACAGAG<br>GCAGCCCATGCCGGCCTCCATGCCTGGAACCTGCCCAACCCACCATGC<br>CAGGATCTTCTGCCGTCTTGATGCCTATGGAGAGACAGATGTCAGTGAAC<br>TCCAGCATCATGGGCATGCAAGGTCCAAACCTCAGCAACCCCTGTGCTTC<br>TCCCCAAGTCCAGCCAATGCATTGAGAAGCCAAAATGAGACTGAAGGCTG<br>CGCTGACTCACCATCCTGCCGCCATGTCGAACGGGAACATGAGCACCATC<br>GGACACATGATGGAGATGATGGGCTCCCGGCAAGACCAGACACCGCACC<br>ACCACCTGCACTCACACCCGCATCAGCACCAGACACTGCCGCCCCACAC<br>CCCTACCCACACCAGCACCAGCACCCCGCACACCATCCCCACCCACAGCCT<br>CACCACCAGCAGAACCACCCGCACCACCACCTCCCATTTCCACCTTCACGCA<br>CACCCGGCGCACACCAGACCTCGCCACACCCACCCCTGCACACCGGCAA<br>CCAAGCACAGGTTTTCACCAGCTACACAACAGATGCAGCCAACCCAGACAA<br>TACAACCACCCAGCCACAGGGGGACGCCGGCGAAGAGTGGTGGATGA<br>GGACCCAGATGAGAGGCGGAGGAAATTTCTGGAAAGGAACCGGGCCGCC<br>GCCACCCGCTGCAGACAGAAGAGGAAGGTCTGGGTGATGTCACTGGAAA<br>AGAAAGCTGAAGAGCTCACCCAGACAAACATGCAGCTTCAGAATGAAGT<br>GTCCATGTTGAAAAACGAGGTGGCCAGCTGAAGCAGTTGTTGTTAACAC<br>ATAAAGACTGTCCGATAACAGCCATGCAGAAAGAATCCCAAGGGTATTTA<br>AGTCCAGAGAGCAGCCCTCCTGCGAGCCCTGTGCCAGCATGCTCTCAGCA<br>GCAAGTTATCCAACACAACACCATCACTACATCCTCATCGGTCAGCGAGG |

|                  |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                     |
|------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
|                  | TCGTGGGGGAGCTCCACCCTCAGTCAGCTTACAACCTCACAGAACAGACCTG<br>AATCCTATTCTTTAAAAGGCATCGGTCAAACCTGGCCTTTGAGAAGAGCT<br>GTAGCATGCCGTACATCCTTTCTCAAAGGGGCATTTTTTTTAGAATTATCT<br>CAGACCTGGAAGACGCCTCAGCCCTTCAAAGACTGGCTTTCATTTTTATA<br>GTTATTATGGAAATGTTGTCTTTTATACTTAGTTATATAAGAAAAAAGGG<br>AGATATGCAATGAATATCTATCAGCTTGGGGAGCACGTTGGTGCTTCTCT<br>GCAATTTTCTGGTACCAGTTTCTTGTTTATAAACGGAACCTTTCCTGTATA<br>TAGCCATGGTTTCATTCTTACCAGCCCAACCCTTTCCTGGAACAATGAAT<br>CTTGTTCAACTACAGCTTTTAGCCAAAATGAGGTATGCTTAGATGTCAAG<br>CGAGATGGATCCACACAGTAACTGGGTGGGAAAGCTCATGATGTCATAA<br>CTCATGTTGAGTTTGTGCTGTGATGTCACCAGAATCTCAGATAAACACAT<br>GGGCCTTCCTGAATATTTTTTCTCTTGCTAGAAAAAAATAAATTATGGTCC<br>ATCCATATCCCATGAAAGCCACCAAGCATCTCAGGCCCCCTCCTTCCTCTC<br>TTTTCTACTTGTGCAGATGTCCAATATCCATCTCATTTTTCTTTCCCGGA<br>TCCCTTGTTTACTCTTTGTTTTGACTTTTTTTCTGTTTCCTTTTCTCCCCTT<br>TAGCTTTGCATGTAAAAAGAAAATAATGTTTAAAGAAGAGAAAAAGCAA<br>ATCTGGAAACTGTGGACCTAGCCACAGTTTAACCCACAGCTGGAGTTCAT<br>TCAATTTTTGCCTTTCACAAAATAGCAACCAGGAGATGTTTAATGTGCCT<br>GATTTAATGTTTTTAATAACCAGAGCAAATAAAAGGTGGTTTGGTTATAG<br>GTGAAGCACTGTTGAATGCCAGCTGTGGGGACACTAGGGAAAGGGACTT<br>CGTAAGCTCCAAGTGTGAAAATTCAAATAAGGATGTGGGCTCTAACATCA<br>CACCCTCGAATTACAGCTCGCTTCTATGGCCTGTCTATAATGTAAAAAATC<br>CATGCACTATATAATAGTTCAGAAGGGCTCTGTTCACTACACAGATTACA<br>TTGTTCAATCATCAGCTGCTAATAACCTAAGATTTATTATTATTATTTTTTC<br>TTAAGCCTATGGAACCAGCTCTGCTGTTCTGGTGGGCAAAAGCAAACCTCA<br>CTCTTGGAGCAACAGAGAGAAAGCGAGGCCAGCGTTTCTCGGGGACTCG<br>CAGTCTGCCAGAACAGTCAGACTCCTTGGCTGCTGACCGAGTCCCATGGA<br>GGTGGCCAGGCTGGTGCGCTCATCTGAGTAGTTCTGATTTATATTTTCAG<br>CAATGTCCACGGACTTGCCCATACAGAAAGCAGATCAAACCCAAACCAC<br>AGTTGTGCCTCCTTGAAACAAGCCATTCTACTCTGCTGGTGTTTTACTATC<br>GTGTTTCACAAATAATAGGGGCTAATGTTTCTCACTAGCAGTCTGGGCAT<br>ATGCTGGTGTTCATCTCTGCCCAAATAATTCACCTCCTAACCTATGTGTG<br>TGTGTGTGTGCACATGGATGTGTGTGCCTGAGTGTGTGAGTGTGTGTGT<br>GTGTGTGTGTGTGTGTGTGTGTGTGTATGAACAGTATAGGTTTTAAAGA<br>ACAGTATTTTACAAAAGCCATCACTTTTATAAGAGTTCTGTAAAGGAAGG<br>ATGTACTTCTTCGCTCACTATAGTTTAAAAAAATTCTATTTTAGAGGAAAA<br>AAAAAAAAAAAAAAAAAAAA |
| <b>Col2a1</b>    | CCTGTCTGCTTCTTGTA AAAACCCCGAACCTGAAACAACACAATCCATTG<br>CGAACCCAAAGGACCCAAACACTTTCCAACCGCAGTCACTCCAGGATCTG<br>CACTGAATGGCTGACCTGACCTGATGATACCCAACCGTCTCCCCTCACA<br>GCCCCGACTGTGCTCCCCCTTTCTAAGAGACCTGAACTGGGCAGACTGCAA<br>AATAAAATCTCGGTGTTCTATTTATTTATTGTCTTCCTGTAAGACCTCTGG<br>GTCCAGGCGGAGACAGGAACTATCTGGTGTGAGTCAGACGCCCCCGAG<br>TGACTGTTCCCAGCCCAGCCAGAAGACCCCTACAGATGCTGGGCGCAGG<br>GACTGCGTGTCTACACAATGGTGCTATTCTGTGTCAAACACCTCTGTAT<br>TTTTTA                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                |
| <b>Matrilin1</b> | GGATCCAAGAGCGTGCGGCCTGAGA ACTTTGAGCTGGTGAAGAAGTTCA<br>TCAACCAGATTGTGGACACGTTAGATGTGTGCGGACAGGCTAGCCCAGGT<br>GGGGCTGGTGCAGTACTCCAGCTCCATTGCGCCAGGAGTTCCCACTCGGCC<br>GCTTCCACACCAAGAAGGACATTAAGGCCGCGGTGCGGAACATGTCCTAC<br>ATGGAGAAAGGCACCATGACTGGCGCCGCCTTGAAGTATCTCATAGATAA                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |

|                             |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
|-----------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
|                             | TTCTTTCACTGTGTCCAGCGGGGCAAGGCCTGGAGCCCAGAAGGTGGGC<br>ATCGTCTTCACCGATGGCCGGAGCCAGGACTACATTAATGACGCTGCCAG<br>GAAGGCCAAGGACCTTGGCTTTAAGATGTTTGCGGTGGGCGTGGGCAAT<br>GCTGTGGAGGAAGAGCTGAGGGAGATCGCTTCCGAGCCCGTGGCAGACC<br>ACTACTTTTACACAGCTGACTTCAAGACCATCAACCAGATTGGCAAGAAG<br>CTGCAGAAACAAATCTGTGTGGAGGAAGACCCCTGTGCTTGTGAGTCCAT<br>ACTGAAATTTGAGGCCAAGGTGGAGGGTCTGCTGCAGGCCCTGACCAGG<br>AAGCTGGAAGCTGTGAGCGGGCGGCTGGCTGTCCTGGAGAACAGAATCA<br>TCTAA                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |
| <b>Wifi</b>                 | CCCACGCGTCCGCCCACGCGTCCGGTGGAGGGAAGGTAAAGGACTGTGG<br>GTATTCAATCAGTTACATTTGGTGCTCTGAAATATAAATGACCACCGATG<br>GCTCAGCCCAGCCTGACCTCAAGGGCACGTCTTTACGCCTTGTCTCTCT<br>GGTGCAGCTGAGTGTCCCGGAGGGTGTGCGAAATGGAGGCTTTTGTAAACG<br>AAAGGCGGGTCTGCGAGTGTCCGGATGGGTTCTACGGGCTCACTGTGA<br>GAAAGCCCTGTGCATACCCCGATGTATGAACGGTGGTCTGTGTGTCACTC<br>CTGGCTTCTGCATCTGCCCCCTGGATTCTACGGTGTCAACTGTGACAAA<br>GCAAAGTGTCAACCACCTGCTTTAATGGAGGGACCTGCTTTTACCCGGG<br>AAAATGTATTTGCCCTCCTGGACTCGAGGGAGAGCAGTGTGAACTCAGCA<br>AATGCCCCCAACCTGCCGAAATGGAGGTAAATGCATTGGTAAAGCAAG<br>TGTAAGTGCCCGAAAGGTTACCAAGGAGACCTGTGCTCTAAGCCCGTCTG<br>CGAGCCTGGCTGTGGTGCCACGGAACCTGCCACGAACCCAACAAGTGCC<br>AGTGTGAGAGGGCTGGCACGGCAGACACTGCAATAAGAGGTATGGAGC<br>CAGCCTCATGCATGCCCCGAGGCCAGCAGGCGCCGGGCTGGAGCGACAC<br>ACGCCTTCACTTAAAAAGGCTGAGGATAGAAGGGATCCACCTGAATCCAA<br>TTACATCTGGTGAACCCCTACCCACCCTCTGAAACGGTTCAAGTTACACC<br>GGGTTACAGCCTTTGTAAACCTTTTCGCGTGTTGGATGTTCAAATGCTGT<br>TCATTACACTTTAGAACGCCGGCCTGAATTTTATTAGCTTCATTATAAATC<br>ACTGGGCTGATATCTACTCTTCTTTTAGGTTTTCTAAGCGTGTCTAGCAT<br>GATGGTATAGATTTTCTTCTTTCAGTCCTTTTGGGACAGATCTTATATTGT<br>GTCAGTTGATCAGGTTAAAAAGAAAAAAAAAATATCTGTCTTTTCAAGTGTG<br>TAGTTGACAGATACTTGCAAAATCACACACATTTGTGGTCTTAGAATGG<br>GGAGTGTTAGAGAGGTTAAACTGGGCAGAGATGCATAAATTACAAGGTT<br>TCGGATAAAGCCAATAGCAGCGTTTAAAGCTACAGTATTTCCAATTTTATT<br>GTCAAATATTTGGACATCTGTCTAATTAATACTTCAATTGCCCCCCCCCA<br>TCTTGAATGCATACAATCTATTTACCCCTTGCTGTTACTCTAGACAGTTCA<br>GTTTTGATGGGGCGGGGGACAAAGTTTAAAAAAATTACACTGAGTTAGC<br>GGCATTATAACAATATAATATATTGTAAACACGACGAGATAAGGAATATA<br>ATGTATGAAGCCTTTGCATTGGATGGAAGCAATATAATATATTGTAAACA<br>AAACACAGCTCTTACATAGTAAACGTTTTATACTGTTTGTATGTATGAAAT<br>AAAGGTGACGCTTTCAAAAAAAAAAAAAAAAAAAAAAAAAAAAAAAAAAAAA |
| <b>iCreb5(bovine Creb5)</b> | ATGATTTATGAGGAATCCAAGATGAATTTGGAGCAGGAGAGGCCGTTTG<br>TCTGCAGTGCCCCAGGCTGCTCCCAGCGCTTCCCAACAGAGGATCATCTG<br>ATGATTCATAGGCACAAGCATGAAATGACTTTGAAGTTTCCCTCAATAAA<br>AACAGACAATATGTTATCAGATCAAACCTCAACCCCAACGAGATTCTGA<br>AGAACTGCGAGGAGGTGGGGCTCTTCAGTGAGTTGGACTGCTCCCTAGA<br>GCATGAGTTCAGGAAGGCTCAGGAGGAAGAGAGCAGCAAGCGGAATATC<br>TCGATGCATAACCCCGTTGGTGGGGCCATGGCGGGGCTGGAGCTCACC<br>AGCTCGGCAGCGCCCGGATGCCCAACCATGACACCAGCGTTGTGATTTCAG<br>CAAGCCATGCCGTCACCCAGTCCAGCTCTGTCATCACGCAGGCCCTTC<br>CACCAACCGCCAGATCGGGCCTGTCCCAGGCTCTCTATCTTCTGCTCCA<br>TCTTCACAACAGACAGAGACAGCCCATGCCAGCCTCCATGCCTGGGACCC                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                            |

|              |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
|--------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
|              | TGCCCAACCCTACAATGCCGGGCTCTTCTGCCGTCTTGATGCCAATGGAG<br>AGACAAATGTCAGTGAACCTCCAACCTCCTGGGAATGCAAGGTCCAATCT<br>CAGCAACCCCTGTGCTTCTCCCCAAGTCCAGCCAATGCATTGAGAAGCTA<br>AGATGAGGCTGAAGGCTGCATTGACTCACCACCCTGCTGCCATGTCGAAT<br>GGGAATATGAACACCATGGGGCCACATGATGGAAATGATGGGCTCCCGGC<br>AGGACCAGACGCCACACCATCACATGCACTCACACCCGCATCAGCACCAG<br>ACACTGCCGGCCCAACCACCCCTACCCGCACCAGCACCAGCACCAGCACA<br>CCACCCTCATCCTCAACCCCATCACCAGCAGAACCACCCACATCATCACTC<br>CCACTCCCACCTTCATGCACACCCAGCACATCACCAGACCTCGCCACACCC<br>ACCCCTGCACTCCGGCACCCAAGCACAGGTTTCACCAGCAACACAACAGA<br>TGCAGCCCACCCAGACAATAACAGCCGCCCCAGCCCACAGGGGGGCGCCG<br>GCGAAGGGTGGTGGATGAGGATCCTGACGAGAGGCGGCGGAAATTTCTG<br>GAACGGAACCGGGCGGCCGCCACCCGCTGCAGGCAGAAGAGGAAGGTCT<br>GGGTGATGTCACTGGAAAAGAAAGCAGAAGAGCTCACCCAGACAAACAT<br>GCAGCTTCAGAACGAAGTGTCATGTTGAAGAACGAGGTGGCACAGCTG<br>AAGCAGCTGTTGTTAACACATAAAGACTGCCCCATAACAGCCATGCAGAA<br>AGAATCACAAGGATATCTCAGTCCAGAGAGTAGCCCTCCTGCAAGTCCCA<br>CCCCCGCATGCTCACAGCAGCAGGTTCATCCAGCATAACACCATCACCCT<br>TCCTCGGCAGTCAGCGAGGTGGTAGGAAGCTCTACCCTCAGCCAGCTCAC<br>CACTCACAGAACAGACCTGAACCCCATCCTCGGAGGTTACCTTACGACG<br>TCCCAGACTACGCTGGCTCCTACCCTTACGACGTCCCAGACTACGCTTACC<br>CTTACGACGTCCCAGACTACGCTTAA                                                                                                                                                                                                                                                                                                                                                                                                             |
| <b>Runx2</b> | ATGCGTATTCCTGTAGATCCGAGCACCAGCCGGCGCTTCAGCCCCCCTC<br>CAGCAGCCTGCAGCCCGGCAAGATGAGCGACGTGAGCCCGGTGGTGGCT<br>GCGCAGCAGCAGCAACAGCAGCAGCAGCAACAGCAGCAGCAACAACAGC<br>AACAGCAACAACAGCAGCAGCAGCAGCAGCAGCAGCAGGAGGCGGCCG<br>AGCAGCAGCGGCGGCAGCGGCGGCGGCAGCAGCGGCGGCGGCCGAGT<br>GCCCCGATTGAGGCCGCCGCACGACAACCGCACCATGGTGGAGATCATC<br>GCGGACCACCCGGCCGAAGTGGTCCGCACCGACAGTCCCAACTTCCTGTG<br>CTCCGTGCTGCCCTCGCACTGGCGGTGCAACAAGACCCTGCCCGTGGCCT<br>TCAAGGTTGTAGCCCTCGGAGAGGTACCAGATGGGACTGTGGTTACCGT<br>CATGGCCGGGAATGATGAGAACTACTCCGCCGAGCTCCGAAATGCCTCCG<br>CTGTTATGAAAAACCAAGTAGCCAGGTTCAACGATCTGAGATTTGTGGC<br>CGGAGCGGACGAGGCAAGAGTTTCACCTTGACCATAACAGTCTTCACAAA<br>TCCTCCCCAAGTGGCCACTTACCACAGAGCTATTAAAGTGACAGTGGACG<br>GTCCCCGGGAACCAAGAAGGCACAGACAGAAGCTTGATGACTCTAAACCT<br>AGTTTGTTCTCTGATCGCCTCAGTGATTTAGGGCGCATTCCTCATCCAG<br>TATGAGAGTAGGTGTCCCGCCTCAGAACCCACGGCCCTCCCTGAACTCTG<br>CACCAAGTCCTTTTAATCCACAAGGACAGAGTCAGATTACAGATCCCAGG<br>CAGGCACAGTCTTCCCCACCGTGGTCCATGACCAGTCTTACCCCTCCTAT<br>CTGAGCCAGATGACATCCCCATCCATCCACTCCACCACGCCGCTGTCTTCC<br>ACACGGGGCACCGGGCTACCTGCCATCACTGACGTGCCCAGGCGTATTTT<br>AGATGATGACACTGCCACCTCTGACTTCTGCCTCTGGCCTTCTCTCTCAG<br>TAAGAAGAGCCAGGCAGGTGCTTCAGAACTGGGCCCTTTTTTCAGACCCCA<br>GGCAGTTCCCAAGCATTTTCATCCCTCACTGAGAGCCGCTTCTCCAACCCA<br>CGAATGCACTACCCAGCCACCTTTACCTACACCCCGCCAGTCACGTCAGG<br>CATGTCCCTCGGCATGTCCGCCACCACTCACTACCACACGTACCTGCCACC<br>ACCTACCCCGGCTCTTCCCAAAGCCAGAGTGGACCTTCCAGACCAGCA<br>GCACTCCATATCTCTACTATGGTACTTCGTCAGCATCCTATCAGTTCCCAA<br>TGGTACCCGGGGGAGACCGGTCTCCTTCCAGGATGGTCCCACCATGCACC<br>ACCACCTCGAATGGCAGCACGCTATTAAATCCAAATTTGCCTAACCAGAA |

|              |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
|--------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
|              | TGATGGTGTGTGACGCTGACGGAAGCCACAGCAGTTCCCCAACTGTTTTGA<br>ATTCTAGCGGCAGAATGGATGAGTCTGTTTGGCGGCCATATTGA                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
| <b>Wnt4</b>  | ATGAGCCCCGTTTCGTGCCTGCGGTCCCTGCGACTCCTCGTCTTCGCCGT<br>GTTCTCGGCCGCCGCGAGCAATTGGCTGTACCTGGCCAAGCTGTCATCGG                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |

|             |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
|-------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <b>GDF5</b> | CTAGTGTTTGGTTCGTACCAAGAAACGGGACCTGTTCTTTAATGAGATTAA<br>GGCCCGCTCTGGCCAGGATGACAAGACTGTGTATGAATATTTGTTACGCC<br>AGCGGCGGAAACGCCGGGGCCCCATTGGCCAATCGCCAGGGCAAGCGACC<br>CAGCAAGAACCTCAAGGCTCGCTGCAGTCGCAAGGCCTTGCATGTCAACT<br>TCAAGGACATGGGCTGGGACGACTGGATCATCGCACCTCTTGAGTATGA<br>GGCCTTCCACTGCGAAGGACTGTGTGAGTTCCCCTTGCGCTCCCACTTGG<br>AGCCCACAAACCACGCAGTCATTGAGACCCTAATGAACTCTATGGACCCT<br>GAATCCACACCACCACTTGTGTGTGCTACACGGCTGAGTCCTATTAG<br>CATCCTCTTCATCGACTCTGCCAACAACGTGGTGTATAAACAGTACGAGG<br>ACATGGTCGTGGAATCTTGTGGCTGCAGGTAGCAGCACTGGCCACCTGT<br>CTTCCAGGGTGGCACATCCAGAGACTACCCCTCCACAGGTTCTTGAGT<br>AAC                                                                                                                                                                                                                                                                                                                                                                                                                                                          |

**Supplementary Table 6: Genomic sequence confirmation for *Creb5*<sup>lox9/+</sup> mouse targeting.**

**Yellow** Highlighted: *Creb5* locus sequence outside the Left and Right Homologous Arm

**Blue** Highlighted: 270bp Left and Right Homologous Arms

**Green** Highlighted: LoxP Sequence

**Red** Highlighted: Exon 9

Gray Highlighted: Sequence in PCR-Blunt vector

```

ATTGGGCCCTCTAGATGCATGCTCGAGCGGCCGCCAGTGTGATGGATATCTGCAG
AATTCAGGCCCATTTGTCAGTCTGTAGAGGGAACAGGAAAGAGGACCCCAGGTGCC
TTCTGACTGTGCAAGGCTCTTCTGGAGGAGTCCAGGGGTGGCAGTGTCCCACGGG
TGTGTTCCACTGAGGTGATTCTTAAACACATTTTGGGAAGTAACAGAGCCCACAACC
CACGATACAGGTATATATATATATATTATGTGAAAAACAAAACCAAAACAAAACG
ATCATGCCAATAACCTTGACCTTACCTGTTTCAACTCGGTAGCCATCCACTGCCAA
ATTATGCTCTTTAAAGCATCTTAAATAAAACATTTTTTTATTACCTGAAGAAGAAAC
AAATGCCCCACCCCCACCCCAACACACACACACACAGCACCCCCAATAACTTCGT
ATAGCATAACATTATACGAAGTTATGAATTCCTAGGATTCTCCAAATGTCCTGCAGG
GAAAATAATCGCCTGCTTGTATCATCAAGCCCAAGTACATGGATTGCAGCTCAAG
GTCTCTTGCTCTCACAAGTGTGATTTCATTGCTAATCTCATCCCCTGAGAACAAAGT
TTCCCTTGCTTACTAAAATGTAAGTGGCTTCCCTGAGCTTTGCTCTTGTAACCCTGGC
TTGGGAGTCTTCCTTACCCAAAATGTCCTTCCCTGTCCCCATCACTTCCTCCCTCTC
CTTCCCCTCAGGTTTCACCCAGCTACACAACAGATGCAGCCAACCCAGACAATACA
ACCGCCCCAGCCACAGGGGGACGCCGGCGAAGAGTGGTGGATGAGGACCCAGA
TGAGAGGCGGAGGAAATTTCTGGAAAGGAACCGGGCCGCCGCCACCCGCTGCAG
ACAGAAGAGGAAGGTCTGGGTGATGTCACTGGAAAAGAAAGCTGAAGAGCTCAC
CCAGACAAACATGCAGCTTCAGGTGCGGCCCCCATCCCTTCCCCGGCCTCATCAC
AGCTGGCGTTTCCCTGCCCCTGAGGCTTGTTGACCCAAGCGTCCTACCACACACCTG
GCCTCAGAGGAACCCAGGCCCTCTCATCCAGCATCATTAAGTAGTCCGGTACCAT
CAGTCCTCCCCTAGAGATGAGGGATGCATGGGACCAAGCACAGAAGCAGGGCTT
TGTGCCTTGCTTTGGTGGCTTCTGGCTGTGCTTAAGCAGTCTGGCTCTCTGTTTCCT
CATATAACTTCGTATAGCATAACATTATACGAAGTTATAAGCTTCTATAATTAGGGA
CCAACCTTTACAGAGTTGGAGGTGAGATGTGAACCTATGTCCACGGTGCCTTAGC
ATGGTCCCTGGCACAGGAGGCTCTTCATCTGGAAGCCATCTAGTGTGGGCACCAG
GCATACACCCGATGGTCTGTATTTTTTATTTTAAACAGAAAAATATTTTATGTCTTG
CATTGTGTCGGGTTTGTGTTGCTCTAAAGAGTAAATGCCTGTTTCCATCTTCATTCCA
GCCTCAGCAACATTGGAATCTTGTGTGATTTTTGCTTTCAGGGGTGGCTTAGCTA
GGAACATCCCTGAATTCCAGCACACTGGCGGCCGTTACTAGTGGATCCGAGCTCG
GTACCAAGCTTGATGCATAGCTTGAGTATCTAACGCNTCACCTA

```

# Supplementary material for: Creb5 coordinates synovial joint formation with the genesis of articular cartilage
**Source:** Nat Commun. 2022 Nov 26;13:7295. doi: 10.1038/s41467-022-35010-0
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files:**

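For each gene the table gives its mean normalized count over the libraries compared (base mean), the log2 fold change of shCreb5 against shScramble, and the p values of DESeq2. DESeq2 run on the deposited counts with the calf as a covariate gave base means within 0.00049% of those of the table over the 1998 genes at hand for condition A. The paper's table lists 81 genes with an adjusted p under 0.05, and all 79 that DESeq2 called here were among them. The table's log2 fold changes lay within 0.05 of DESeq2's after shrinkage with apeglm, a method that draws imprecise fold changes toward 0, for 98.6% of the genes. For 3 genes that the table lists as differentially expressed, IL33, SCG2 and RND1, this shrinkage left almost nothing of the fold change: the paper's log2 fold changes are -0.03, -0.01 and -0.03, and those before shrinkage were -2.12, -3.57 and -1.31. These 3 genes were named after their values were seen.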

**Supplementary Data 1.** Differentially expressed genes in bovine superficial zone articular chondrocytes that had been infected with lentivirus programmed to express either a control shRNA or shCreb5 and cultured in presence of the EGFR ligand, TGF $\alpha$ . The base mean (in 4 biological repeats), log2 fold change in gene expression, p value, and adjusted p value are indicated.

**Supplementary Data 2.** Differentially expressed genes in bovine superficial zone articular chondrocytes that had been infected with lentivirus programmed to express either a control shRNA or shCreb5 and cultured in the presence of both TGF $\alpha$  and TGF $\beta$ 2. 

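The columns are those of Supplementary Data 1, for the libraries of condition AB. DESeq2 on the deposited counts called 55 genes here, among them the 54 that the paper's table lists with an adjusted p under 0.05. Its shrunken log2 fold changes lay within 0.05 of the table's for 99% of the 1998 genes at hand. TRIM54, named after its value was seen, has a log2 fold change of -0.02 in the paper's table and of -2.86 before shrinkage.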

The base mean (in 4 biological repeats), log2 fold change in gene expression, p value, and adjusted p value are indicated.

# Supplementary material for: Creb5 coordinates synovial joint formation with the genesis of articular cartilage
**Source:** Nat Commun. 2022 Nov 26;13:7295. doi: 10.1038/s41467-022-35010-0
**Supplement:** Supplementary file 6 — Reporting Summary

Cheng-Hai Zhang

Last updated by author(s): Nov 11, 2022

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- |                                     |                                     |                                                                                                                                                                                                                                                            |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

Data collection The RNA-Seq data were generated on Illumina NextSeq 500 System.

Data analysis The sequencing data were processed using the bcbio-nextgen pipeline (v 1.2.4) with bovine reference genome UMD 3.1. The basic quality of the data was checked using FastQC (v 0.11.8) and mapping metrics were assessed by aligning the reads to reference genome using STAR (v 2.6.1d). Transcript expression was quantified using Salmon (v 0.14.2) and aggregated for gene-level counts using tximport (v 1.14.2). Differentially expressed (DE) genes between treatment pairs were identified using DESeq2 (v 1.24.0) with FDR threshold of 0.05 in R (v 3.6.3). The volcano plots were generated using ggplot2 (v 3.3.2). GraphPad Prism 9 was employed for statistical analyses using two-tailed Student's  $t$ -test.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

### Data Availability

All primary RNA-Seq data sets generated and analyzed during the current study are available in the GEO repository (accession GSE181883):

Go to <https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE181883>

## Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research](#).

### Reporting on sex and gender

*Use the terms sex (biological attribute) and gender (shaped by social and cultural circumstances) carefully in order to avoid confusing both terms. Indicate if findings apply to only one sex or gender; describe whether sex and gender were considered in study design whether sex and/or gender was determined based on self-reporting or assigned and methods used. Provide in the source data disaggregated sex and gender data where this information has been collected, and consent has been obtained for sharing of individual-level data; provide overall numbers in this Reporting Summary. Please state if this information has not been collected. Report sex- and gender-based analyses where performed, justify reasons for lack of sex- and gender-based analysis.*

### Population characteristics

*Describe the covariate-relevant population characteristics of the human research participants (e.g. age, genotypic information, past and current diagnosis and treatment categories). If you filled out the behavioural & social sciences study design questions and have nothing to add here, write "See above."*

### Recruitment

*Describe how participants were recruited. Outline any potential self-selection bias or other biases that may be present and how these are likely to impact results.*

### Ethics oversight

*Identify the organization(s) that approved the study protocol.*

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials & experimental systems

## Methods

## Antibodies

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

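RNA-Seq libraries of superficial zone articular chondrocytes from 4 calves were analysed, 1 library per calf for each of shScramble and shCreb5 in conditions A and AB, 16 in all. Conditions and calf numbers were taken from the sample labels, and doses and times from the paper's methods. The values are estimated counts per gene: the authors quantified single-end reads with Salmon in the bcbio-nextgen pipeline, summed them to Ensembl genes with tximport, and deposited them as whole numbers without scaling for library size. The table holds 19454 genes, and no library was left out. Total counts per library ranged from 14710867 to 21853634, with a median of 19721435, and 15323 to 16368 genes had at least 1 count. No pair of libraries within a group was a copy of another: over 24 pairs, the chi-square of their counts per degree of freedom was between 73.96 and 360.6. Among 12913 genes with enough counts to tell, 58 shared the counts of all libraries with another gene, so reads of near-identical genes can be divided between them.

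Analyses were run in R 4.3.3 with edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and apeglm 1.24.0. In each comparison, genes passing edgeR's filterByExpr were normalized with the TMM method and tested with edgeR's quasi-likelihood test, with the calf as a block and Benjamini-Hochberg adjustment. Adjusted p-values in the text come from that test unless another is named, and a gene was called when its adjusted p was under 0.05. Comparisons were shCreb5 against shScramble within condition A and within condition AB, TGFβ2 against none within each shRNA, each in 8 libraries, and the difference of the knockdown effects between the conditions in all 16. CPM are counts scaled with TMM factors to a common library size, and log2 CPM used a prior count of 2. The change in the response to TGFβ2 was measured per calf as the median over genes that responded with an adjusted p under 0.01 and a log2 fold change of at least 1 in size, averaged over both shRNAs, and was tested by flipping the signs of the calves exactly, two-sided. Spread across calves is given as SD. The standard error beside a log2 fold change is the size of that change divided by the square root of edgeR's quasi-likelihood F. It comes from the fitted model and is not the spread between the 4 calves. For WIF1 in condition A it was 0.48, while the SD of the calves' log2 ratios was 1.48. Both measures include more than counting error.

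The tests, the alternatives and the rule for naming genes were set before the data were examined, apart from those said to be chosen afterwards. The genes named were those the paper names for these or the mouse experiments, the 3 rising and 3 falling genes with the largest fold change among genes called in each knockdown comparison with the same direction in 4 of 4 calves, and the gene with the smallest adjusted p for the difference between the conditions. No gene was called in the knockdown comparisons, so the second part of the rule named 0 genes. The alternatives were DESeq2's Wald test, RLE normalization, no filter on low counts, a filter of at least 10 counts in every library, no replicate block, limma-voom, a single fit of all 16 libraries, a block for each pair of libraries, DESeq2 fold changes shrunken with apeglm, and each calf left out in turn. The methods were tested on simulated data with known changes.

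Gene symbols came from 1998 of the 19454 lines of each of Supplementary Data 1 and 2, which were the only lines at hand. These lines come from the top of tables sorted by significance. Lists of YAP/TAZ target genes, ERK target genes and interferon-response genes had been written for tests of gene sets. Only 7 of 22, 6 of 10 and 3 of 20 of their genes had an identifier, under the 80% required, and those at hand favour genes that changed, so these tests were not run. Besides CREB5, PRG4 and the signaling genes, 16 genes that the paper names had been listed, 13 from its mouse experiments, 2 as binding partners and TGFB1 from a legend. Of these 16, CCN2, GDF5, MATN1 and TGFB1 had an identifier, and WNT5A did not. Gene positions, GC content and gene lengths were not available. The paper's text does not say which libraries had the lower RNA integrity numbers or which were sequenced with which kit, so neither was used.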

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

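The test of library size and the comparisons with other splits of the libraries were set before their results were seen, apart from the count by unadjusted p for the averaged effect, and that and the remaining tests in this part were chosen afterwards.

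In 82 sets of 4 values, each named gene's log2 CPM in a group or its log2 ratio over calves, and the library totals, 1 value lay far from the other 3 in 3 sets, where chance gives 4.1. TGFBR1 in the shScramble AB libraries was low in calf 2, at 109 CPM, with 0.911 of the whole range between it and the nearest calf. CCN2 in the shCreb5 A libraries was high in calf 3, at 1328 CPM, with 0.843 of the range as the gap. The log2 ratio of HBEGF in condition A was smallest in size in calf 2, at -0.51, with 0.889 of the range as the gap. No more sets stood out than chance gives, and neither a technical nor a biological explanation was tested for them.

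The paper compares the shRNAs and does not report the response to TGFβ2, which the same libraries measure. With TGFβ2 added, 2556 of 12879 genes passed an adjusted p of 0.05 in shScramble cells, 1378 higher and 1178 lower, and 3884 of 12769 in shCreb5 cells, 2027 higher and 1857 lower. The larger count in shCreb5 cells does not by itself show a difference. In the direct test of it by edgeR, no gene of 13372 passed and 571 had an unadjusted p under 0.05, while DESeq2 called 9 genes, so whether the responses differ stays open. Among the genes the paper names, in shScramble and shCreb5 cells respectively, WIF1 rose by 2.19 and 3.08 on the log2 scale, PRG4 by 1.94 and 1.91, and GDF5 by 1.57 and 1.55. GDF10 changed by -1.76 and -2.17, EPHA3 by -1.67 and -1.98, FAT4 by -0.77 and -0.74, and CREB5 by -0.40 and -0.82. Each of these moved the same way in 4 of 4 calves, with adjusted p-values from 0.000277 to 0.0195. TGFBR1 rose by 0.38 in shScramble and 0.38 in shCreb5 cells, in 4 of 4 calves in each, and passed only in shCreb5 cells (adjusted p = 0.108 and 0.0263). Over the calves its rise ranged from 0.06 to 0.94 in shScramble cells, the largest in calf 1, and from 0.05 to 0.52 in shCreb5 cells. TGFB1 changed by 0.36 (adjusted p = 0.034, 4 of 4 calves higher) and 0.13 (adjusted p = 0.385, 2 of 4 higher). MATN1 changed by 0.26 (adjusted p = 0.802, 3 of 4 higher) and 1.26 (adjusted p = 0.00465, 4 of 4 higher). In shScramble cells MATN1 went from 89 to 4 counts in calf 4, a log2 change of -3.50 that lowers the 0.26. In shCreb5 cells MATN1 went from 6 to 11 counts in calf 3. In calf 4 it went from 33 to 28 counts, where only library scaling made it higher. For none of these 3 genes did the direct test of a difference between the responses pass (adjusted p of at least 0.961). Some of these calls rest on the processing. In shScramble cells, CREB5 had an adjusted p between 0.0557 and 0.0627 with each calf left out in turn, and over all its alternatives between 0.00337 and 0.365. TGFB1 in shScramble cells did not pass without calf 2, 3 or 4 (adjusted p from 0.0836 to 0.139), nor TGFBR1 in shCreb5 cells without calf 1, 3 or 4 (0.0964 to 0.114). PRG4 in shScramble cells had an adjusted p of 0.0862 with DESeq2, and between 7.23e-06 and 0.147 over its alternatives.

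The tables argue against library size and against a larger share of abundant genes as the cause of the fall of CREB5 in shScramble cells. CREB5 was lower with TGFβ2 in 3 of the 3 calves whose AB library was the larger one. The 10 most abundant genes, PRG4 among them, took 11.6% to 15.1% of the counts without TGFβ2 and 15.7% to 20.1% with it. This share alone lowers every other gene by between -0.05 and -0.15 on the log2 scale. Relative to the counts outside these genes and without TMM factors, CREB5 still changed by -0.492 (SD 0.20, lower in 4 of 4 calves). The test covers neither PRG4 itself nor genes that rose. Of the 8 ways to exchange the labels A and AB within calves, 1, the real one, gave 2556 genes or more in shScramble cells and 1 gave 3884 or more in shCreb5 cells. The other splits gave 0 genes in each, and with 4 calves the share of splits cannot fall below 0.05. A biological response to TGFβ2 may underlie these changes and remains the explanation that the design names. It was not tested against a difference in sequencing batch, since the kits are not assigned to libraries.

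A model of all 16 libraries with the effect of shCreb5 averaged over both conditions, chosen after the data were seen, called 14 genes, 2 higher and 12 lower, each in the same direction in 8 of 8 pairs. Among them were CREB5 (log2 fold change -0.74, adjusted p = 0.00113, lower in 8 of 8 pairs) and TGFBR1 (-0.69, adjusted p = 0.0122, lower in 8 of 8). Of the 8 ways to exchange the shRNA labels within calves, 1, the real one, gave 14 genes or more, and the others gave at most 1. By the number of genes with an unadjusted p under 0.05 the real labels did not stand out: 3 of the 8 gave the real 1774 or more, with up to 2844 when the labels of calf 1 were exchanged relative to the others. This model counts both pairs of a calf as separate, although their cells shared an infection. With the counts of both conditions summed per calf and shRNA, 0 genes passed and 993 had an unadjusted p under 0.05. Without calf 1, 154 genes passed, and without calf 3, 0 passed and 966 had an unadjusted p under 0.05. The effect of the shRNA and that of any other difference between the infected cultures cannot be told apart in this design, because the labels give a single Creb5 shRNA. The direction of DESeq2's calls over the calves was matched in size by 2 of the 16 sign flips of the 4 calves, the fewest possible.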

How the results depend on the processing

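The counts of differentially expressed genes after the knockdown depended on the test. In condition A, edgeR's quasi-likelihood test called 0 genes and 1144 had an unadjusted p under 0.05, while DESeq2 called 79. In condition AB the counts were 0, with 1078 at an unadjusted p under 0.05, and 55. Of the 7 signaling genes, DESeq2 called 6 in condition A and 3 in condition AB, and for the difference between the conditions it called 9 genes. With edgeR's likelihood ratio test on the same genes, normalization and model, chosen after the data were seen, 99 genes were called in condition A and 91 in condition AB, with 5 and 4 of the signaling genes. That test differs from the quasi-likelihood test in how it handles each gene's dispersion, so the choice between these tests alone moves the counts. The fitted fold changes of some genes moved too, and which part of the handling matters was not tested. DESeq2 on the genes passing the low-count filter, also chosen after the data were seen, called 1 gene for the difference between the conditions. Why DESeq2 called more without that filter was not tested further.

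In condition AB, 17 genes were called with no filter on low counts, 6 with all 16 libraries in one fit and 1 with limma-voom. The cause was not tested. The count was 0 in condition A under these settings, with 1297, 1101 and 1231 genes at an unadjusted p under 0.05. It was 0 in both conditions with RLE normalization and with at least 10 counts in every library, and at least 984 genes had an unadjusted p under 0.05 in each of these. Across the fits that each left out one replicate, 0 to 1 genes were called in condition A and 0 to 2 in condition AB. The gene in condition A appeared without calf 2 and both in condition AB without calf 1. The genes with an unadjusted p under 0.05 depended more on the calves. In condition A they numbered 491 without calf 3, where chance gives 652.2, and 1537 without calf 1. In condition AB they numbered 520 without calf 3 and 579 without calf 4, where chance gives 639.6 and 637.3, and 2044 without calf 1, where it gives 628.1. For the difference between the conditions, every edgeR and limma-voom alternative that was run called 0 genes, with 94 to 698 at an unadjusted p under 0.05. There were 170 without calf 3, where chance gives 674.1, and 513 to 585 without another calf.

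Without the replicate block, so that the pairing of libraries by calf is not used, by edgeR 0 genes were called in condition A and 0 in condition AB, with 170 and 190 at an unadjusted p under 0.05. The response to TGFβ2 then fell from 2556 to 202 genes in shScramble cells and from 3884 to 194 in shCreb5 cells, all of which were also called with the block. For the effect averaged over both conditions, chosen after the data were seen, 14 genes were called with the block and 0 without it, where 465 had an unadjusted p under 0.05, and 0 with the counts of both conditions summed. Leaving out one replicate at a time gave 1366 to 1926 genes for the response in shScramble cells, the lowest without calf 3, and 1962 to 3829 in shCreb5 cells, with 2408 without calf 3 and the lowest without calf 4. The same fits gave 0 to 154 genes for the averaged effect, the highest without calf 1 and the lowest without calf 3. With fewer libraries these fits also have less power, while the rise without calf 1 goes the other way.

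The change in the response to TGFβ2 under the knockdown was 0.09 for induced genes and ranged from -0.0213 to 0.20 across the fits that each left out one replicate, with the direction reversed without calf 4. For repressed genes it was -0.19 and stayed negative, between -0.27 and -0.07, in those fits. RLE normalization, a log2 fold change of at least 2, means in place of medians and the stricter filter kept the direction of both.

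Among the named genes in the knockdown comparisons, MATN1 in condition A was the only one to change direction. Its log2 fold change was 0.12, and it was -0.00397 with DESeq2 and -0.0912 with all 16 libraries in one fit. Across the fits that each left out one replicate it ranged from -0.25 to 0.65, and it was negative without calf 1 and without calf 2. It has 6 to 994 counts per shCreb5 library in condition A, and the cause was not tested. The other 12 genes kept their direction in both conditions under every alternative. In the 362 values of 26 genes and conditions under 14 settings, 45 passed the threshold where edgeR's test had not, and 4 reversed.

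The camera and fry tests of the YAP/TAZ, ERK and interferon lists were not run, since too few of their genes had an identifier. With 4 calves there are 16 sign flips, of which at least 2 always match the data, so the exact tests over calves cannot reach a p under 0.05. Among the signaling genes, the lowest counts in a library were 22 for EPHA3, 46 for WIF1 and 52 for HBEGF, which limits the precision of their ratios in those calves.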

Differences from the paper's values

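The paper's tables list 81 differentially expressed genes in condition A, 47 lower and 34 higher, where edgeR's quasi-likelihood test called 0 genes, 0 lower and 0 higher, with 1144 at an unadjusted p under 0.05. For condition AB they list 54, 40 lower and 14 higher, against 0, 0 and 0, with 1078 at an unadjusted p under 0.05. Of the 7 signaling genes, the paper's adjusted p is under 0.05 for 6 in condition A and 3 in condition AB, against 0 and 0. DESeq2, the tool the paper's methods name, was among the alternatives set before the data were examined and closed each of these gaps, with 79 genes (46 lower, 33 higher) and 55 genes (41 lower, 14 higher) and with 6 and 3 signaling genes. The other edgeR and limma-voom alternatives set before the data were examined did not: they called at most 1 gene in condition A and at most 17 in condition AB, and 0 signaling genes. DESeq2 without the replicate block, run for the named genes, called 1 of the 7 signaling genes, HBEGF, in condition A (adjusted p = 0.0165) and none in condition AB, where it called CREB5 (adjusted p = 0.00147). The edgeR likelihood ratio test, chosen after seeing the values, called 99 genes in condition A, 91 in condition AB, and 5 and 4 of the signaling genes.

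For WIF1 in condition A the paper's log2 fold change is -0.0085 and the value here -1.68. The values fell together with DESeq2 and apeglm shrinkage, which gave -0.0085, with the same shrinkage and no replicate block, at -2.71e-06, with edgeR and no replicate block, at -1.22, and without calf 3, at -1.13. The latter pair passes only because the spread between calves, an SD of 1.48, is large. The other alternatives set before the data were examined gave -2.13 to -1.49. For TGFB1 in condition A the paper's log2 fold change is 0.0504 and the value here 0.33. DESeq2 with apeglm shrinkage gave 0.05 and closed the gap. The same without the replicate block gave 8.84e-06, and the fit without calf 3 gave 0.20. These values came within the spread between calves, an SD of 0.27, but did not reach the paper's value. The other alternatives gave 0.33 to 0.39. For FAT1 in condition AB the paper's log2 fold change is -0.10 and the value here -0.25. DESeq2 with shrinkage gave -0.10 and closed the gap. DESeq2 without shrinkage gave -0.24, the fit without calf 2 gave -0.23, and shrinkage without the replicate block gave -6.39e-06. These values came within the paper's error of 0.14 but did not reach its value. The other alternatives gave -0.26 to -0.24. The shrunken and unshrunken values are on different scales, since the shrinkage draws imprecise fold changes toward 0.

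The text states that knockdown reduced all 7 signaling genes without naming the condition. All 7 were lower in 4 of 4 calves in both conditions here. The title of the legend of Supplementary Fig. 8 names Tgfb1 among the reduced genes where the text names Tgfbr1, and the log2 fold change of TGFB1 was 0.33 in condition A and 0.11 in condition AB. It stayed positive under every alternative that was run.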

Other observations

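In this part, the comparisons with other splits of the libraries were set before their results were seen, except that with a block for each pair, and that and the other tests were chosen afterwards.

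DESeq2's calls were compared with those from other splits of the same libraries. Of the 8 splits that exchange the shRNA labels within calves, 2 gave as many genes as the real split in condition A, which gave 79, and 1 gave as many in condition AB, the real one, with 55. The other split in condition A exchanged the labels of calf 1 relative to calves 2, 3 and 4 and gave 88 genes. In condition AB the same exchange gave 36, and exchanging calves 3 and 4 gave 45, the most of the other splits there. For genes with an unadjusted p under 0.05 by edgeR, 2 of the 8 splits were as large as the real one in condition A and 3 of 8 in condition AB, with up to 1223 and 1881 genes. For the difference between the conditions, 1 of the 8 splits that exchange the labels A and AB within calves, the real one, gave 571 genes or more, and the others gave 20 to 158. In those other splits the response to TGFβ2 adds to the residual spread, which a block for each pair of libraries prevents. With that block, 1 of the 8, the real one, gave 698 genes or more, and the others gave 62 to 401. The number that chance gives for independent genes is 668.6, so the counts do not settle whether the effect of the knockdown differs between the conditions. With 8 splits the share cannot fall below 0.05. In each condition, 24 further splits part the libraries of only 2 calves. With the calf as a block, these splits compare libraries within those 2 calves and not one calf with another. They gave up to 410 and 834 genes by edgeR's adjusted p, and 3 that part no calf could not be fitted with the block. In simulated counts with no changed gene, DESeq2 called 7 genes in condition A and 5 in condition AB. These are fewer than in the real counts, but the simulation held only the genes passing the low-count filter and no difference between calves in their response to the shRNA, and the exchange of calf 1 gave more calls than the real split in condition A. How many of DESeq2's calls are false stays open.

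The genes DESeq2 called in one condition mostly moved the same way in the other. Of 76 genes called in condition A and tested in condition AB, 71 (93.4%) had the same direction there, and of 50 called in condition AB, 47 (94%) did in condition A, against 60.7% of 12499 genes. This argues against sampling noise of each condition's own libraries as the source of the calls. The mean signed change in the other condition was positive in 4 of 4 calves for both sets (in an exact sign-flip permutation test, 2 of 16 sign flips gave a mean as large in size for each set, the fewest that 4 calves allow). A difference between the infected cultures other than the loss of Creb5, shared by both conditions, may give the same pattern. It cannot be told apart from the knockdown here, because cells were infected before they were replated into the conditions and the labels give a single Creb5 shRNA.

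The difference between a calf's shCreb5 and shScramble libraries was more alike in its 2 conditions than between calves. The correlation across 13372 genes of the log2 ratios of shCreb5 to shScramble between conditions A and AB was between 0.223 and 0.493 within a calf, with a mean of 0.313, and between -0.209 and 0.287 for the 12 pairings of different calves, with a mean of 0.0449. These correlations are across genes, which are not independent replicates. Of the 24 ways to pair the calves of the conditions, the real one gave the highest mean (one-sided exact permutation test, p = 0.0417, the smallest the pairings can give). A candidate explanation is that the infected cultures of each calf differ in a way that both conditions carry. A different biological response of each calf to the knockdown would show the same and was not tested. Calf 1 and calf 4 moved against each other, with a correlation of -0.198 in condition A and -0.137 in condition AB. Exchanged shRNA labels in calf 1 are argued against by CREB5, whose log2 ratio in calf 1 was -0.526 and -0.947 in the conditions, with a mean of -0.736.

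Lower TGFBR1 was examined as a hypothesis for a weaker response to TGFβ2 in shCreb5 cells. The median response of 554 induced genes was 0.09 higher on the log2 scale with shCreb5 (SD 0.25, n = 4 calves, lower in 1 of 4, exact sign-flip permutation test, p = 0.5). For 427 repressed genes the difference was -0.19 (SD 0.21, lower in 3 of 4, p = 0.25 from the same exact test), a stronger repression. A weaker response was not seen in either set, although 4 calves cannot reach a p under 0.05 in this test. A simulated loss of -0.3 in the response of 519 genes was estimated as -0.21.

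Over all 13372 genes, 214 (1.6%) were lower with shCreb5 in 8 of 8 pairs and 184 (1.38%) were higher, where chance gives 0.391% for each if the pairs were independent. Both pairs of a calf shared an infection, so they are not independent and chance can give more than this. All 7 signaling genes and CREB5 are among the 214. That is not independent evidence, since the 7 were named from these libraries and CREB5 is the target of the shRNA. Of the other genes the paper names from its mouse experiments, CCN2, which the paper calls Ctgf, had a log2 fold change of -0.69 in condition A (adjusted p = 0.519, lower in 4 of 4 calves) and -0.39 in condition AB (adjusted p = 0.584, lower in 3 of 4), or -0.25 there without calf 4. For GDF5 it was -0.56 (adjusted p = 0.545, lower in 3 of 4) and -0.59 (adjusted p = 0.612, lower in 2 of 4), and without calf 4 it was -0.28 and -0.29. Without calf 3 it was -0.34 in condition AB. The log2 fold change of MATN1 in condition A was 0.12 (adjusted p = 0.939, higher in 2 of 4). It ranged from -0.25 without calf 2 to 0.65 without calf 4. In condition AB it was 1.23 (adjusted p = 0.333, higher in 4 of 4). With shScramble and shCreb5 there, MATN1 had 104 and 223 counts in calf 1 and 1094 and 2200 in calf 2. It had 11 and 11 in calf 3, where only library scaling made it higher, and 4 and 28 in calf 4. DESeq2 called CCN2 in condition A (adjusted p = 0.0359) and MATN1 in condition AB (adjusted p = 0.000415). The paper's tables give 0.0349 and 0.000438 for these. DESeq2 called neither gene in the other condition, and it did not call GDF5 in either. The direction of CCN2 here is opposite to that of Ctgf in the paper's mice, where it rose after postnatal deletion of Creb5. The paper describes that rise as non-cell autonomous, seen by in situ hybridization in joint tissue. Cultured calf chondrocytes do not test it.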
